# A History of Repeated Alcohol Intoxication Promotes Cognitive Impairment and Gene Expression Signatures of Disease Progression in the 3xTg Mouse Model of Alzheimer’s Disease

**DOI:** 10.1523/ENEURO.0456-22.2023

**Published:** 2023-07-04

**Authors:** Pietro Paolo Sanna, Chiara Cabrelle, Tomoya Kawamura, Daniele Mercatelli, Nathan O'Connor, Amanda J. Roberts, Vez Repunte-Canonigo, Federico M. Giorgi

**Keywords:** transcriptomics, single-cell, Alzheimer's disease AD, alcohol, neuroinflammation

## Abstract

The impact of alcohol abuse on Alzheimer’s disease (AD) is poorly understood. Here, we show that the onset of neurocognitive impairment in a mouse model of AD is hastened by repeated alcohol intoxication through exposure to alcohol vapor, and we provide a comprehensive gene expression dataset of the prefrontal cortex by the single-nucleus RNA sequencing of 113,242 cells. We observed a broad dysregulation of gene expression that involves neuronal excitability, neurodegeneration, and inflammation, including interferon genes. Several genes previously associated with AD in humans by genome-wide association studies were differentially regulated in specific neuronal populations. The gene expression signatures of AD mice with a history of alcohol intoxication showed greater similarity to the signatures of older AD mice with advanced disease and cognitive impairment than did the gene expression signatures of AD mice not exposed to alcohol, suggesting that alcohol promotes transcriptional changes consistent with AD progression. Our gene expression dataset at the single-cell level provides a unique resource for investigations of the molecular bases of the detrimental role of excessive alcohol intake in AD.

## Significance Statement

Alzheimer’s disease (AD) is the most common neurodegenerative disease worldwide. Many efforts have been geared toward the identification of environmental and genetic risk factors. However, alcohol has received limited attention as a potential risk factor for AD. We explored effects of the interaction of a history of alcohol intoxication with genetic AD susceptibility on cognitive performance and gene expression at the single-cell level. We found that a history of repeated alcohol intoxication promotes the emergence of spatial learning and memory impairments in presymptomatic triple transgenic AD (3xTg-AD) mice. We also show that a history of repeated alcohol intoxication induces prefrontal cortex transcriptional changes associated with AD progression.

## Introduction

Alzheimer’s disease (AD) is the most prevalent neurodegenerative disease worldwide, leading to progressive cognitive decline, memory loss, and dementia (Alzheimer’s Association, 2020; Wong, 2020; Scheltens et al., 2021). Several environmental and genetic risk factors associated with the development of AD have been recognized (Gatz et al., 2006). Historically, alcohol has received limited attention as a potential risk factor for AD and dementia in general (Gorelick, 2004; Livingston et al., 2017). The scientific literature indicates that alcohol use disorder is associated with a higher risk of all types of dementia, especially early-onset dementia (Mukamal et al., 2003; Xu et al., 2017; Schwarzinger et al., 2018; Koch et al., 2019; Rehm et al., 2019; Kim et al., 2020; Visontay et al., 2021). A large-scale retrospective cohort of French patients found a strong association between alcohol use disorder and dementia (Schwarzinger et al., 2018). Excessive alcohol drinking was particularly associated with early-onset dementia (<65 years of age; Schwarzinger et al., 2018). However, the association between alcohol and AD was not directly addressed (Schwarzinger et al., 2018). In some studies, a history of heavy drinking was associated with an earlier onset of AD and faster cognitive decline (Harwood et al., 2010; Heymann et al., 2016; Chosy et al., 2022).

Here, we explored effects of the interaction of a history of alcohol intoxication with genetic AD susceptibility on cognitive performance and gene expression at the single-cell level. We used triple-transgenic AD (3xTg-AD) mice, which harbor three familial AD (FAD) mutations, including transgenes of the human amyloid precursor protein (APP) Swedish double mutation (KM670/671NL) and the human tau_P301L_ mutation, and knockin of the human presenilin (PS1) M146V mutation (Oddo et al., 2003). We show that repeated alcohol intoxication by exposure to alcohol vapor hastens the onset of cognitive impairment in 3xTg-AD mice. These results were confirmed in independent cohorts of 3xTg-AD mice and 5xFAD mutant mice that harbor three APP and two PS1 familial AD mutations (Oakley et al., 2006). We performed single-nucleus gene expression analyses of the prefrontal cortex (PFC) of 3xTg-AD and wild-type (WT) mice with and without histories of repeated alcohol intoxication. The PFC is affected in AD (Sampath et al., 2017) and in rats with histories of alcohol dependence (Repunte-Canonigo et al., 2007; Trantham-Davidson et al., 2014). In humans with alcohol use disorder, PFC deficits are associated with cognitive impairment and vulnerability to relapse (Sullivan et al., 2000; Wölwer et al., 2001; Tedstone and Coyle, 2004; Rando et al., 2011; Trantham-Davidson et al., 2014).

We observed a broad dysregulation of gene expression that involves neuronal excitability, neurodegeneration, and inflammation, including interferon (IFN) genes. We investigated the differential expression of genes that were previously associated with AD in humans by genome-wide association studies (GWASs) and found that several of them are significantly differentially regulated by alcohol in specific cell populations of both superficial and deep cortical layers of 3xTg-AD mice, suggesting that alcohol intoxication may functionally affect AD GWAS genes in a cell type-specific manner. By comparing gene expression signatures of 3xTg-AD mice with and without histories of repeated alcohol intoxication to gene expression signatures of 3xTg-AD and 5xFAD mice of different ages, we observed that expression patterns of AD mice with a history of alcohol intoxication were more similar to gene expression signatures of older 3xTg-AD and 5xFAD mice with advanced disease and cognitive impairment than were the expression patterns of AD mice without a history of alcohol exposure, suggesting that alcohol promotes transcriptional changes consistent with AD progression.

This study aimed to explore transcriptional correlates of the interaction of excessive alcohol intake and genetic AD susceptibility at the single-cell level in a murine model of AD. We found that a history of repeated alcohol intoxication promotes the emergence of spatial learning and memory impairments in presymptomatic 3xTg-AD mice that harbor genetic mutations underlying familial AD and induces PFC transcriptional changes associated with AD progression (Fig. 1*A*). We provide a single-nucleus RNA-sequencing (snRNA-Seq) dataset of the PFC of 3xTg-AD and WT mice with and without a history of repeated alcohol intoxication as a resource to explore gene expression and gene network dysregulations that underlie the detrimental role of alcohol in AD progression at the single-cell level.

**Figure 1.**
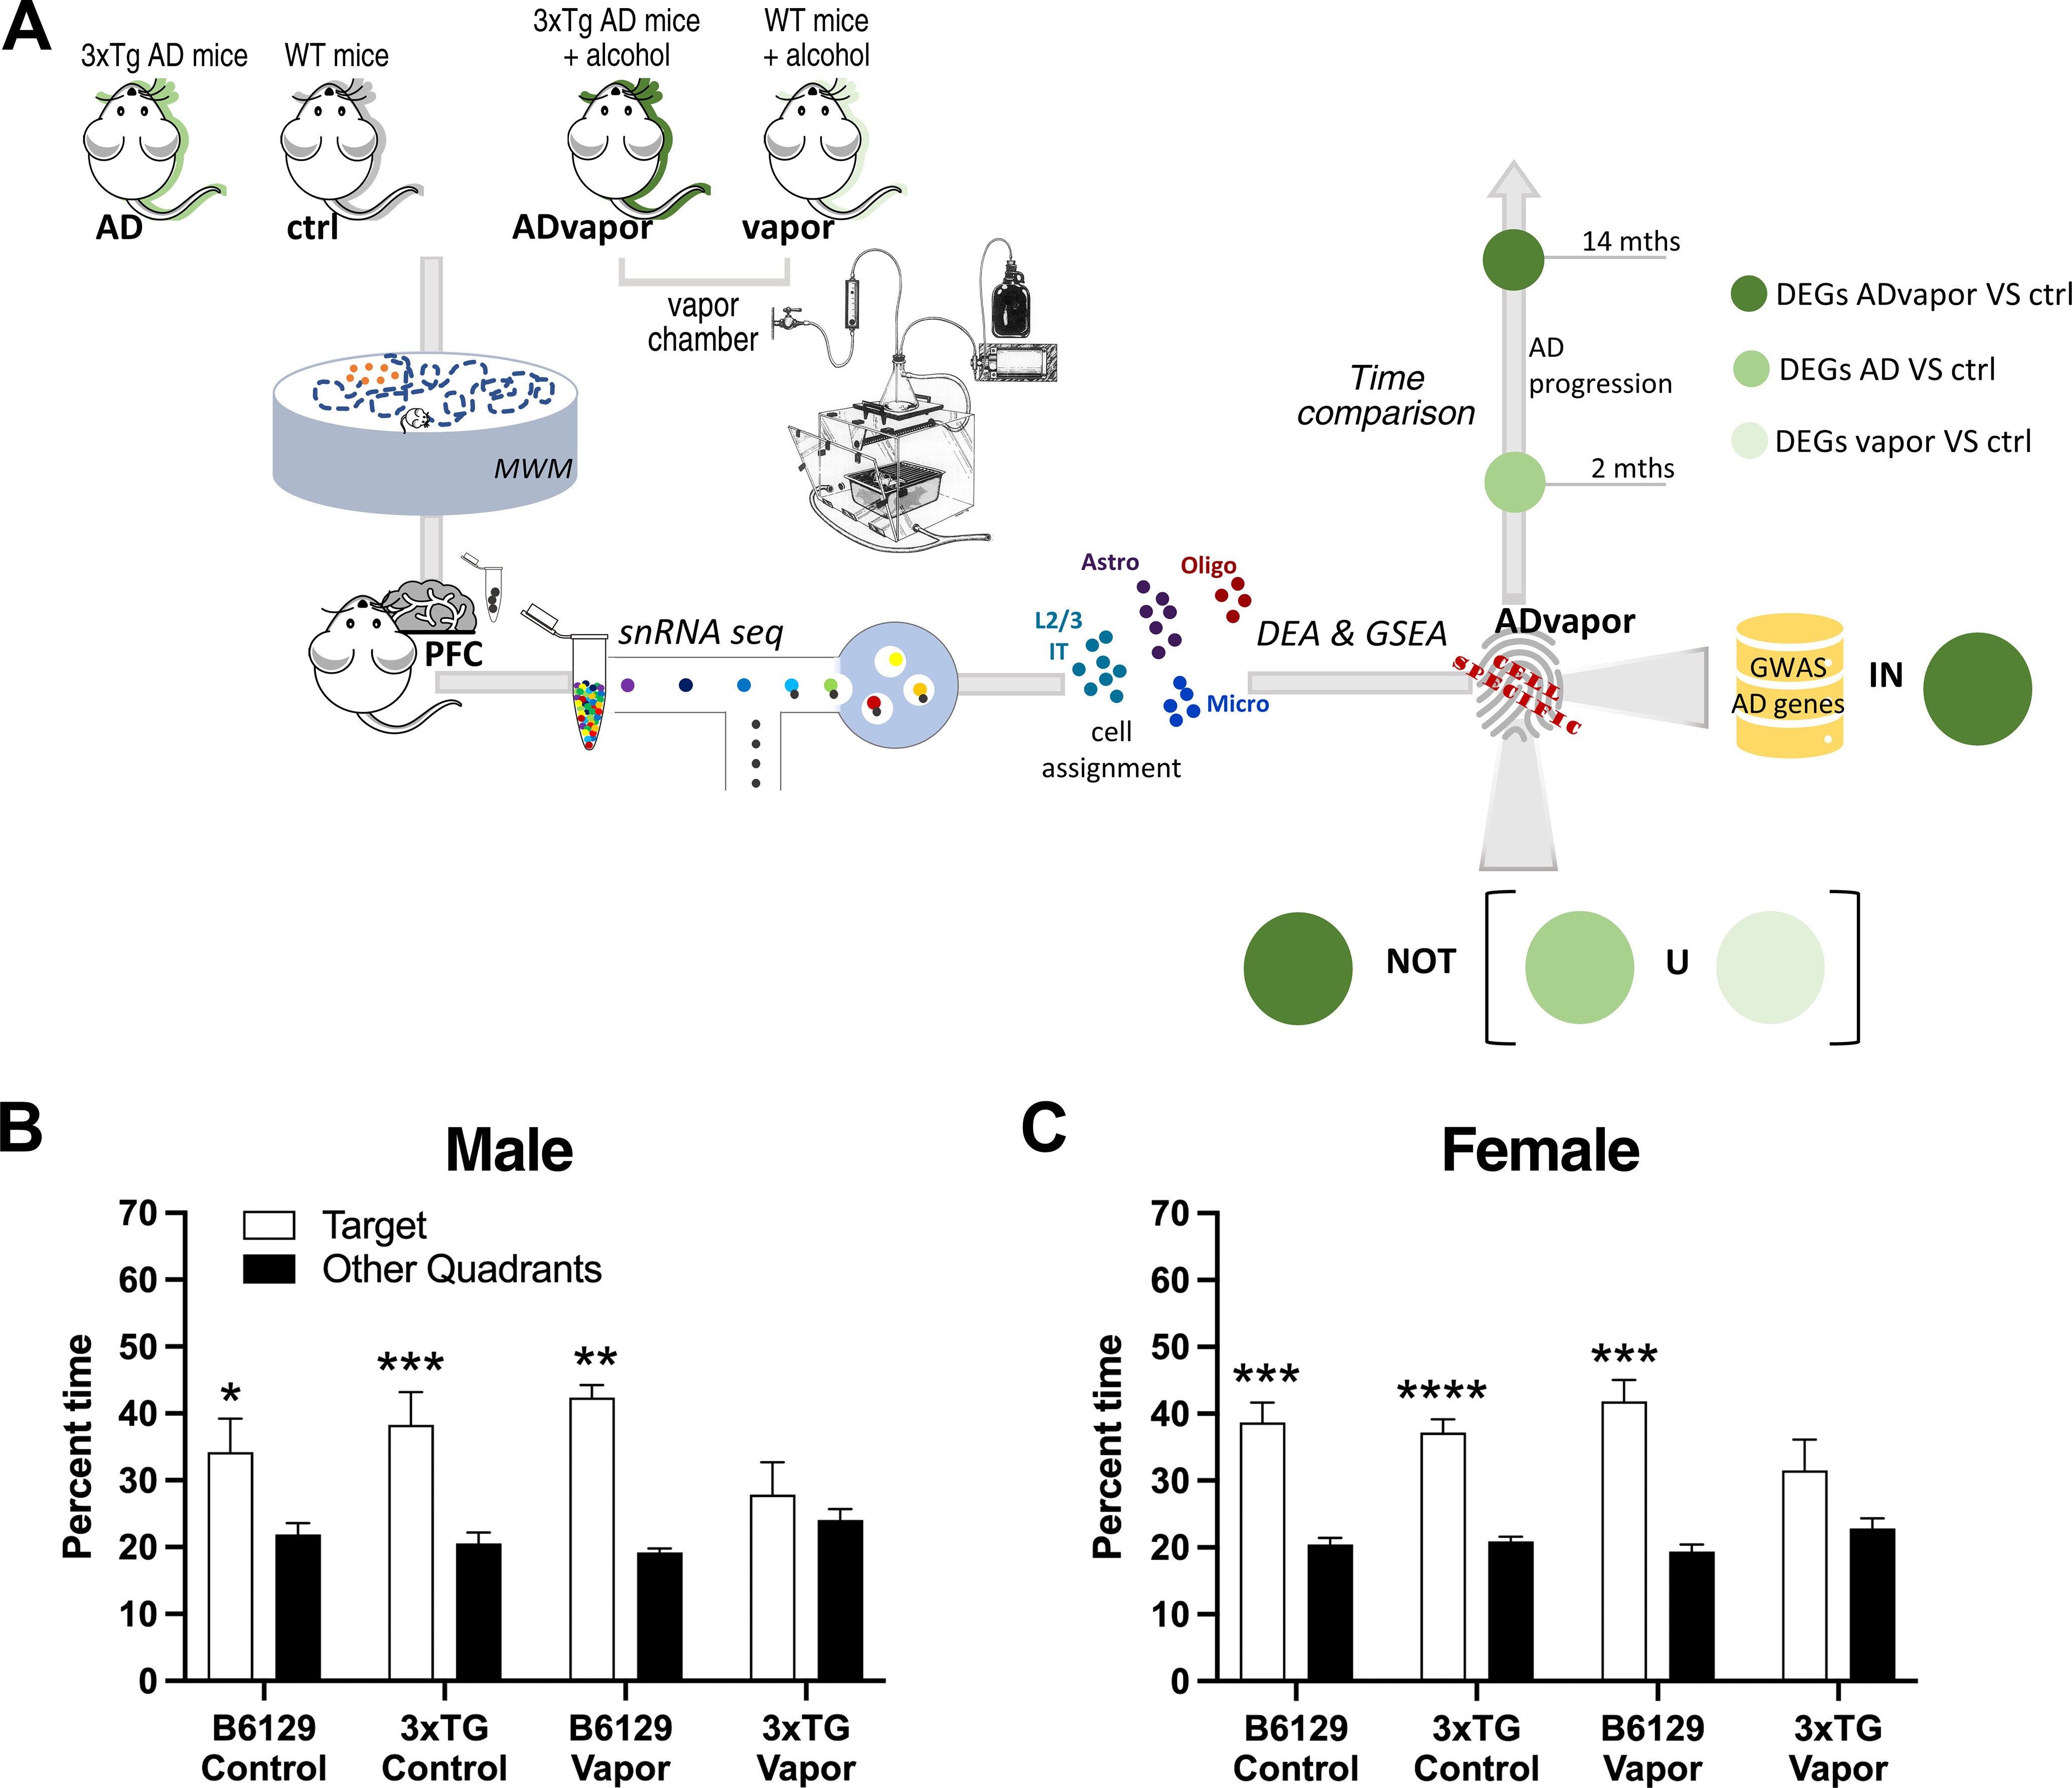
Repeated alcohol intoxication by alcohol vapor exposure hastens the onset of cognitive impairment in 3xTg-AD mice in the Morris water maze (MWM). ***A***, Visual representation of the overall experimental setup. Presymptomatic 3xTg-AD (Tg [APPSwe, tauP301L]1Lfa Psen1tm1Mpm/Mmjax) and WT mice were exposed to repeated cycles of alcohol intoxication by exposure to alcohol vapor with the CIE paradigm. Blood alcohol levels (BALs) are shown in Extended Data Figure 1-2. Mice were then tested in the MWM, and their prefrontal cortices were then processed for snRNA-Seq. ***B***, Male 3xTg-AD mice after exposure to five cycles of chronic intermittent alcohol vapor (3xTG Vapor) showed impaired spatial memory in the MWM, in which they spent comparable time in the target quadrant where the hidden platform was located as in the other quadrants of the pool. Conversely, vapor-exposed WT male C57BL/6;129 (B6129 Vapor), unexposed WT C57BL/6;129 male control (B6129 Control), and 3xTg-AD control (3xTG Control) mice all spent more time in the target quadrant than in the other quadrants. Three-way ANOVA revealed a significant main effect of quadrants (*F*_(1,29)_ = 19.97, *p* < 0.0001) but no main effects of genotype [*F*_(1,29)_ = 1.193, not significant (n.s.)] and treatment (*F*_(1,29)_ = 0.05931, n.s.), and no interactions (quadrant x treatment, *F*_(1,29)_ = 0.05931, n.s.; quadrant x genotype, *F*_(1,29)_ = 1.193, n.s.; treatment x genotype, *F*_(1,29)_ = 3.797, n.s.; quadrant x treatment x genotype, *F*_(1,29)_ = 3.797, n.s.). The data represent the mean ± SEM (*n *=* *5–10). *p <* *0.05, **p <* *0.01, ***p <* *0.001, Fisher’s least significant difference test. ***C***, Female 3xTg-AD mice showed impaired spatial memory in the MWM after six cycles of chronic intermittent alcohol vapor. Three-way ANOVA revealed a significant main effect of quadrants (*F*_(1,35)_ = 54.32, *p* < 0.0001), but no main effects of genotype (*F*_(1,35)_ = 3.139, n.s.) or treatment (*F*_(1,35)_ = 0.1469, n.s.) and no interactions (quadrant x treatment, *F*_(1,35)_ = 0.1471, n.s.; quadrant x genotype, *F*_(1,35)_ = 3.136, n.s.; treatment x genotype, *F*_(1,35)_ = 1.736, n.s.; quadrant x treatment x genotype, *F*_(1,35)_ = 1.734, n.s.). Vapor blood alcohol levels averaged 200 mg/dl and did not differ between genotypes or sexes. The data represent the mean ± SEM (*n *=* *9–10). ***p <* *0.001, ****p <* *0.0001, Fisher’s least significant difference test. See Extended Data Figure 1-1 for MWM results in independent cohorts of male 3xTg-AD mice and 5xFAD mutant mice.

10.1523/ENEURO.0456-22.2023.f1-1 Figure 1-1 Repeated alcohol intoxication by alcohol vapor exposure hastens the onset of cognitive impairment in 3xTg-AD and 5xFAD mice in the Morris water maze (MWM). (A) A separate cohort of male 3xTg-AD mice showed impaired spatial memory after five cycles of chronic intermittent alcohol vapor in the MWM, in which they spent comparable time in the target quadrant where the hidden platform was located as in the other quadrants of the pool (3xTG Vapor). Conversely, 3xTg-AD mice not exposed to alcohol (3xTG Control) and WT mice either exposed or not exposed to alcohol vapor spent significantly more time in the target quadrant compared to the other quadrants (B6129 Control and B6129 Vapor). Three-way analysis of variance revealed a significant main effect of quadrants (*F*_1,52_ = 11.64, *p* < 0.01) and a quadrant genotype interaction (*F*_1,52_ = 4.201, p < 0.05). The data represent the mean ± SEM. *n* = 7-20. *p < 0.05, **p < 0.01, Fisher's Least Significant Difference test. (B) Similarly, male 5xFAD mice also showed impaired spatial memory after three cycles of chronic intermittent alcohol vapor in the MWM (5xFAD Vapor), whereas 5xFAD mice not exposed to alcohol (5xFAD Control) and WT mice either exposed or not exposed to alcohol vapor (C57Bl6/J Control and C57Bl6/J Vapor) spent significantly more time in the target quadrant compared to the other quadrants. Three-way analysis of variance revealed a significant main effect of genotype (*F*_1,52_ = 28.75, *p*< 0.0001). The data represent the mean ± SEM. *n* = 10-20. *p < 0.05, **p < 0.01, ***p < 0.001, Fisher's Least Significant Difference test. BALs are shown in Fig 1-2. Download Figure 1-1, TIFF file.

10.1523/ENEURO.0456-22.2023.f1-2 Extended Data Figure 1-2 Blood alcohol levels (mg/dl) of alcohol vapor-exposed mice in the study. Download Figure 1-2, XLSX file.

## Materials and Methods

### Mice

3xTg-AD mice on a B6;129 genetic background (https://www.jax.org/strain/004807) and 5xFAD mice on the C57BL/6J genetic background (https://www.jax.org/strain/008730) were obtained from The Jackson Laboratory.

### Alcohol intoxication

Alcohol vapor was created by dripping 95% alcohol into a 2000 ml Erlenmeyer vacuum on a warming tray (50°C). Alcohol vapor was independently introduced into each sealed chamber through a stainless steel manifold (11 L/min). The chronic intermittent ethanol (CIE) vapor group was injected with 1.75 g/kg ethanol plus 68.1 mg/kg pyrazole (alcohol dehydrogenase inhibitor) and placed in the chambers to receive intermittent vapor for 4 d (vapor on, 16 h; vapor off, 8 h). Following the third 16 h bout of vapor, the mice were removed, and tail blood was sampled for blood alcohol level (BAL) determination. Target blood alcohol levels were 150–200 mg/dl, measured on a gas chromatography system (model 7820A, Agilent) coupled to a headspace flame ionization sampler system (model 7697A, Agilent). BALs are shown in Extended Data Figure 1-2. Following day 4 of exposure, the mice were allowed 72 h of undisturbed time. The mice were then re-exposed to alcohol vapor for another week. The mice received 1 week off, and then this cycle was repeated for a total of 5–6 weeks of CIE for the male and female 3xTg-AD/B6129 mice, 5 weeks of CIE for the replicate male-only 3xTg-AD/B6129 mice, and 3 weeks of CIE for the male 5xFAD/C57BL6J mice. The control groups were injected with 68.1 mg/kg pyrazole in saline and placed in chambers delivering air for the same periods as the CIE groups. 3xTg-AD/B6129 mice and their respective control mice were euthanized at 22–24 weeks of age. 5xFAD/C57BL6J mice and their control mice were euthanized at 22 weeks of age.

### Morris water maze test

The Morris water maze test was used to assess spatial learning and memory in rodents (Morris, 1984; Puzzo et al., 2014). The mice were placed in a circular tub that was filled with opaque water (21 ± 1°C), and they learned over repeated trials to locate a hidden platform onto which they could sit and escape from swimming. Each animal underwent two trials per day for 4 d, with a fixed platform location but a random start position. After being placed in the water, each animal was allowed to swim until it found the platform or 90 s elapsed, at which point the experimenter gently guided the mouse to the platform. A probe trial was given after the completion of training (day 5), in which the platform was removed from the water maze and the animal was allowed to swim freely for 90 s. Following each trial, the mice were placed in a clean cage lined with a warm towel for 10 min. The same protocol was used in each separate experiment, and the first day of acquisition was always 72 h following removal from the vapor chambers (mice removed from vapor on Friday, and testing was initiated on the following Monday). The same highly trained technician ran each of the studies, starting 1 h into the dark phase of the light/dark cycle. Data were analyzed using Ethovision software (Noldus).

### snRNA-Seq and computational methods

Male 3xTg-AD mice were euthanized under deep isoflurane anesthesia, and freshly dissected brain regions were snap frozen. The medial PFC, including the prelimbic and infralimbic cortices, from ∼1 mm coronal sections (bregma, 2.7–1.8 mm), were processed for snRNA-Seq by Singulomics using the 10x gene expression platform (Chromium, Genomics).

Raw 10x Genomics reads from 16 samples (*n *=* *4 3xTg-AD and WT mice with and without histories of repeated alcohol intoxication) were aligned on the *Mus musculus* genome version mm10 (downloaded August 13, 2021) using Cell Ranger 6.1.1 based on the STAR aligner (Dobin et al., 2013). The sparse H5 matrix object generated by Cell Ranger and containing cell-by-cell and gene-by-gene estimated read counts was loaded into R using the Seurat 4.1.1 package (Shalek et al., 2014). Cell assignment was performed using the Azimuth pipeline (Hao et al., 2021) with default parameters using the reference dataset from the work of Yao et al. (2021). Dimensionality reduction of the dataset was performed using the t-SNE (t-distributed stochastic neighbor embedding) algorithm as implemented by the R package Rtsne. To perform differential expression analysis, we used the R package DESeq2 (Love et al., 2014) after coalescing all gene counts belonging to the same cell type/sample combination.

The most significantly differentially expressed genes were selected among the differentially expressed coding genes (obtained by removing genes that did not have a canonical name yet; i.e., gene names starting with “Gm-” and RIKEN genes) for each contrast, filtering by adjusted *p* value (*p *≤ 0.05) and by DESeq2 baseMean value [log10(b) > 1] to exclude low expression genes. The *pheatmap* function of the *ComplexHeatmap* R package (version 2.12.1; Gu et al., 2016) was used to plot up to the top five genes for each cell type. The selected genes were color coded according to the log2 fold change values if their log10 baseMean was higher than unit; otherwise, they were colored in gray.

Gene Set Enrichment Analysis (GSEA; Subramanian et al., 2005) was performed using the *fgsea* function on the following sections of the Broad Institute MsigDB collection: KEGG, WikiPathways, Gene Ontology [BP (biological process), CC (cellular component), and MF (molecular function)], and Hallmark Pathways. To render the enriched pathways with heatmaps, nearly identical pathways were collapsed using the *fgsea* function *collapsePathways* with the default parameters on the GSEA results filtered for adjusted *p *<* *0.01 (*fgsea* version 1.22.0). The top five main pathways (not reducible to each other) for each cell type were selected. Wherever the same pathway was present in multiple databases (e.g., Ribosome), the corresponding database was also indicated (e.g., KEGG Ribosome and GO:CC Ribosome).

All other statistical operations and data analysis steps were performed using R version 4.2.1 (Giorgi et al., 2022), unless otherwise specified.

### Cell type-specific analysis of AD-associated GWAS genes

Alzheimer’s disease-associated genes were retrieved from the NHGRI-EBI (National Human Genome Research Institute-European Bioinformatics Institute) catalog (Buniello et al., 2019; accessed September 29, 2022) to download the following four traits: “Alzheimer Disease” (MONDO_0004975), “Alzheimer’s Disease Biomarker Measurements” (EFO-0006514), “Late-Onset Alzheimer’s Disease” (EFO-1001870), and “Alzheimer’s Disease Neuropathologic Change” (EFO-0006801). Associations with *p *≤* *9 × 10^−6^ were considered significant, and the genes reported to be associated by the authors of each GWAS study were used as gene lists after removing duplicate genes as well as GWAS *loci* in intergenic regions. Human genes were converted to mouse orthologs using the biomaRt R package (Durinck et al., 2009). This list was overlapped with the differentially expressed genes (adjusted *p *≤* *0.05) in each cell type for the contrast 3xTg-AD mice with a history of repeated alcohol intoxication by alcohol vapor exposure versus WT control mice not exposed to alcohol.

### Comparison with Yin et al. (2020)

The transcriptional profiling of the 3xTg-AD mouse model from 2 to 14 months of age was previously reported by Yin et al. (2020). Differentially expressed genes between 3xTg-AD and WT mouse insular cortex samples for the earliest and latest time points separately were obtained from Yin et al. (2020, refer to their Supplementary Table S1). GSEA was performed using the *corto* version 1.1.11 package (Mercatelli et al., 2020) considering the upregulated genes (log2 fold change > 0) at 2 and 14 months as gene sets to determine their enrichment in our pseudo-bulk signatures of 3xTg-AD mice with histories of repeated alcohol intoxication versus WT controls and of 3xTg-AD mice without alcohol exposure versus WT mice without alcohol exposure.

### Comparison with Forner et al. (2021)

Forner et al. (2021) performed a phenotypic characterization of the 5xFAD mouse model including bulk RNA-Seq experiments at different time points in 5xFAD and BL6 strains. The data were deposited in Gene Expression Omnibus (GEO; accession no. GSE168137). The count matrix was downloaded, and differential expression analyses were performed with the DESeq2 package between cortex samples from AD and BL6 strains at 4 and 18 months of age. Then GSEA was performed using *corto* to determine whether the gene set composed of the upregulated genes (adjusted *p *≤* *0.05; log2 fold change ≥ 1) at the two time points separately were enriched for the pseudo-bulk signatures of our 3xTg-AD mice with a history of repeated alcohol intoxication by alcohol vapor exposure versus WT control mice not exposed to alcohol and the 3xTg-AD mice without alcohol exposure versus WT mice without alcohol exposure.

### Data availability

snRNA-Seq data of the PFC of 16 male 3xTg-AD and WT mice with and without histories of repeated alcohol intoxication by exposure to alcohol vapor were deposited in the National Center for Biotechnology Information Gene Expression Omnibus and are accessible through GEO Series accession no. GSE218309 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218309).

## Results

### Repeated alcohol intoxication by exposure to alcohol vapor hastens the emergence of cognitive impairment in 3xTg-AD mice

3xTg-AD mice develop progressive cognitive impairments in spatial memory (Oddo et al., 2003; Billings et al., 2005). To test the hypothesis that a history of repeated alcohol intoxication hastens cognitive impairment progression in the setting of genetic AD susceptibility, we exposed presymptomatic 3xTg-AD and WT mice (age, 2 months) to repeated cycles of alcohol intoxication by exposure to alcohol vapor with the established CIE paradigm (Becker and Hale, 1993; Becker and Lopez, 2004). We then examined spatial memory in the Morris water maze memory test in 3xTg-AD and WT mice during protracted withdrawal after exposure to repeated cycles of alcohol intoxication (5–6 weeks of total exposure with 2 weeks on, 1 week off, repeated three times) and unexposed control mice of both genotypes when they were 4.25 (males) and 4.5 (females) months of age. The results showed that repeated cycles of alcohol intoxication with the CIE paradigm hastened the onset of cognitive impairment in 3xTg-AD mice (Fig. 1*B,C*). 3xTg-AD mice not exposed to alcohol vapor and WT mice both exposed and not exposed to alcohol vapor were not impaired and performed similarly in the Morris water maze (Fig. 1*B,C*). These results were confirmed in independent cohorts of male 3xTg-AD mice and 5xFAD mutant mice, which harbor three APP and two PS1 FAD mutations (Oakley et al., 2006; Extended Data Fig. 1-1). Body weights increased across the experiment in all groups by 1.5 ± 0.2 g, with no differences among groups. These results lend support to the hypothesis that a history of excessive alcohol intake promotes AD progression in the setting of genetic susceptibility and show that repeated alcohol intoxication by exposure to alcohol vapor is a robust method to model the interaction of excessive alcohol intake with AD susceptibility.

### Ultra-high-definition molecular survey of the interaction of alcohol with Alzheimer’s disease: snRNA-Seq of 3xTg-AD and WT mice with and without a history of repeated alcohol intoxication

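Counts of single nuclei from the medial PFC were available for 16 mice, with 4 mice in each of the 4 groups. The groups were WT controls, WT mice exposed to alcohol, 3xTg-AD mice, and 3xTg-AD mice exposed to alcohol. The authors aligned the 10x Genomics reads to mm10 with Cell Ranger and deposited the counts of unique molecular identifiers (UMIs) per gene and nucleus, without normalization. Total UMIs per mouse ranged from 9622031 to 14004659 in WT controls (median 12254000.5), from 9703237 to 17544364 in WT mice exposed to alcohol (median 15528298.5), from 11665883 to 12395978 in 3xTg-AD mice (median 12017597), and from 12422354 to 16977812 in 3xTg-AD mice exposed to alcohol (median 16403083). In WT control mice 26 and 27 and in 3xTg-AD mouse 12, the ribosomal RNA-like transcript Gm42418 took at least 17914 CPM of the UMIs, against at most 4249 CPM in the other 13 mice. Raw counts were summed over the nuclei of each mouse and cell type, since nuclei of 1 mouse are not independent replicates. The sums of all 16 mice were fitted together with the quasi-likelihood test of edgeR, after TMM normalization and a filter on low counts. A gene was called differentially expressed in a cell type at an adjusted p (Benjamini-Hochberg, over the genes tested in that cell type and contrast) of at most 0.05. A mouse with fewer than 10 nuclei of a cell type was left out of that cell type, and a cell type with fewer than 3 remaining mice in any group was not tested, which left 17 cell types. Levels of a gene are given as TMM-scaled CPM, as the mean ± SD over the 4 mice of a group. Log2 fold changes compare 3xTg-AD mice exposed to alcohol with WT controls unless another contrast is named.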

To investigate the gene signature and disease-related transcriptional changes induced by repeated cycles of alcohol intoxication sufficient to promote cognitive impairment in 3xTg-AD mice, we performed snRNA-Seq of the PFC of 3xTg-AD and WT mice exposed to alcohol vapor and unexposed mice of both genotypes at 4.75–5 months of age (4–7 d following behavioral testing; 11–14 d following the final alcohol vapor exposure) on the 10x Genomics platform. We sampled 516,560 cells. 

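The deposited table held 114512 nuclei and 19999 genes, after the filter of the authors, whose limits the paper's text does not name. WT controls contributed 4962 to 6988 nuclei per mouse, WT mice exposed to alcohol 6529 to 8905, 3xTg-AD mice 5865 to 7227, and 3xTg-AD mice exposed to alcohol 4955 to 9096. A nucleus had 1132 detected genes on average (median 1019) and 1893 UMIs. The mean number of detected genes had an SD of 128.5 between the 16 mice. The lowest number of detected genes was 491, and 79 nuclei had fewer than 500. No gene had counts in only 1 to 4 nuclei of a mouse, so the detected genes of a nucleus leave out genes that were rare in its mouse. A stricter filter, at least 500 detected genes and at most 5% mitochondrial UMIs, left 113008 nuclei.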

After quality control filtering (see Materials and Methods), we obtained 113,242 cells with a mean of 1986.7 detected genes per cell. 

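Nuclei were clustered on 2000 variable genes, with 30 principal components, 20 nearest neighbors and a Leiden resolution of 1.5, which gave 29 clusters. The glutamatergic and GABAergic clusters were then clustered again, into 17 and 19 clusters. A cluster took the name of a cell type when at least 3 of the markers listed for that type beforehand were raised at least 1.5-fold over the other nuclei. This gave names to 66008 nuclei in 22 types, 1 of which, striatal projection neurons with 122 nuclei, lies outside the cortical taxonomy. The remaining 48504 nuclei (42.4%) fell in clusters without such markers and were left unnamed. The unnamed share was 39.3% ± 4.76 in WT controls, 46.5% ± 2.45 in WT mice exposed to alcohol, 41.3% ± 5.67 in 3xTg-AD mice, and 39.0% ± 10.9 in 3xTg-AD mice exposed to alcohol (SD, n = 4 mice). The names were not transferred from the reference of Figure 2, so a nucleus can carry another name here than in the paper.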

The Azimuth reference-based cell identity assignment was used for cell type identification, confidently assigning 91,898 cells to 22 cytological types according to established mouse neocortex molecular taxonomy (Yao et al., 2021; Fig. 2*A*, Extended Data Fig. 2-1). Gene markers for the majority of cell types allowed us to clearly and robustly discern the underlying histology, in particular for non-neuronal cell types, including endothelial cells, oligodendrocytes, and vascular leptomeningeal cells, among others (Fig. 2*A*,*B*).

**Figure 2.**
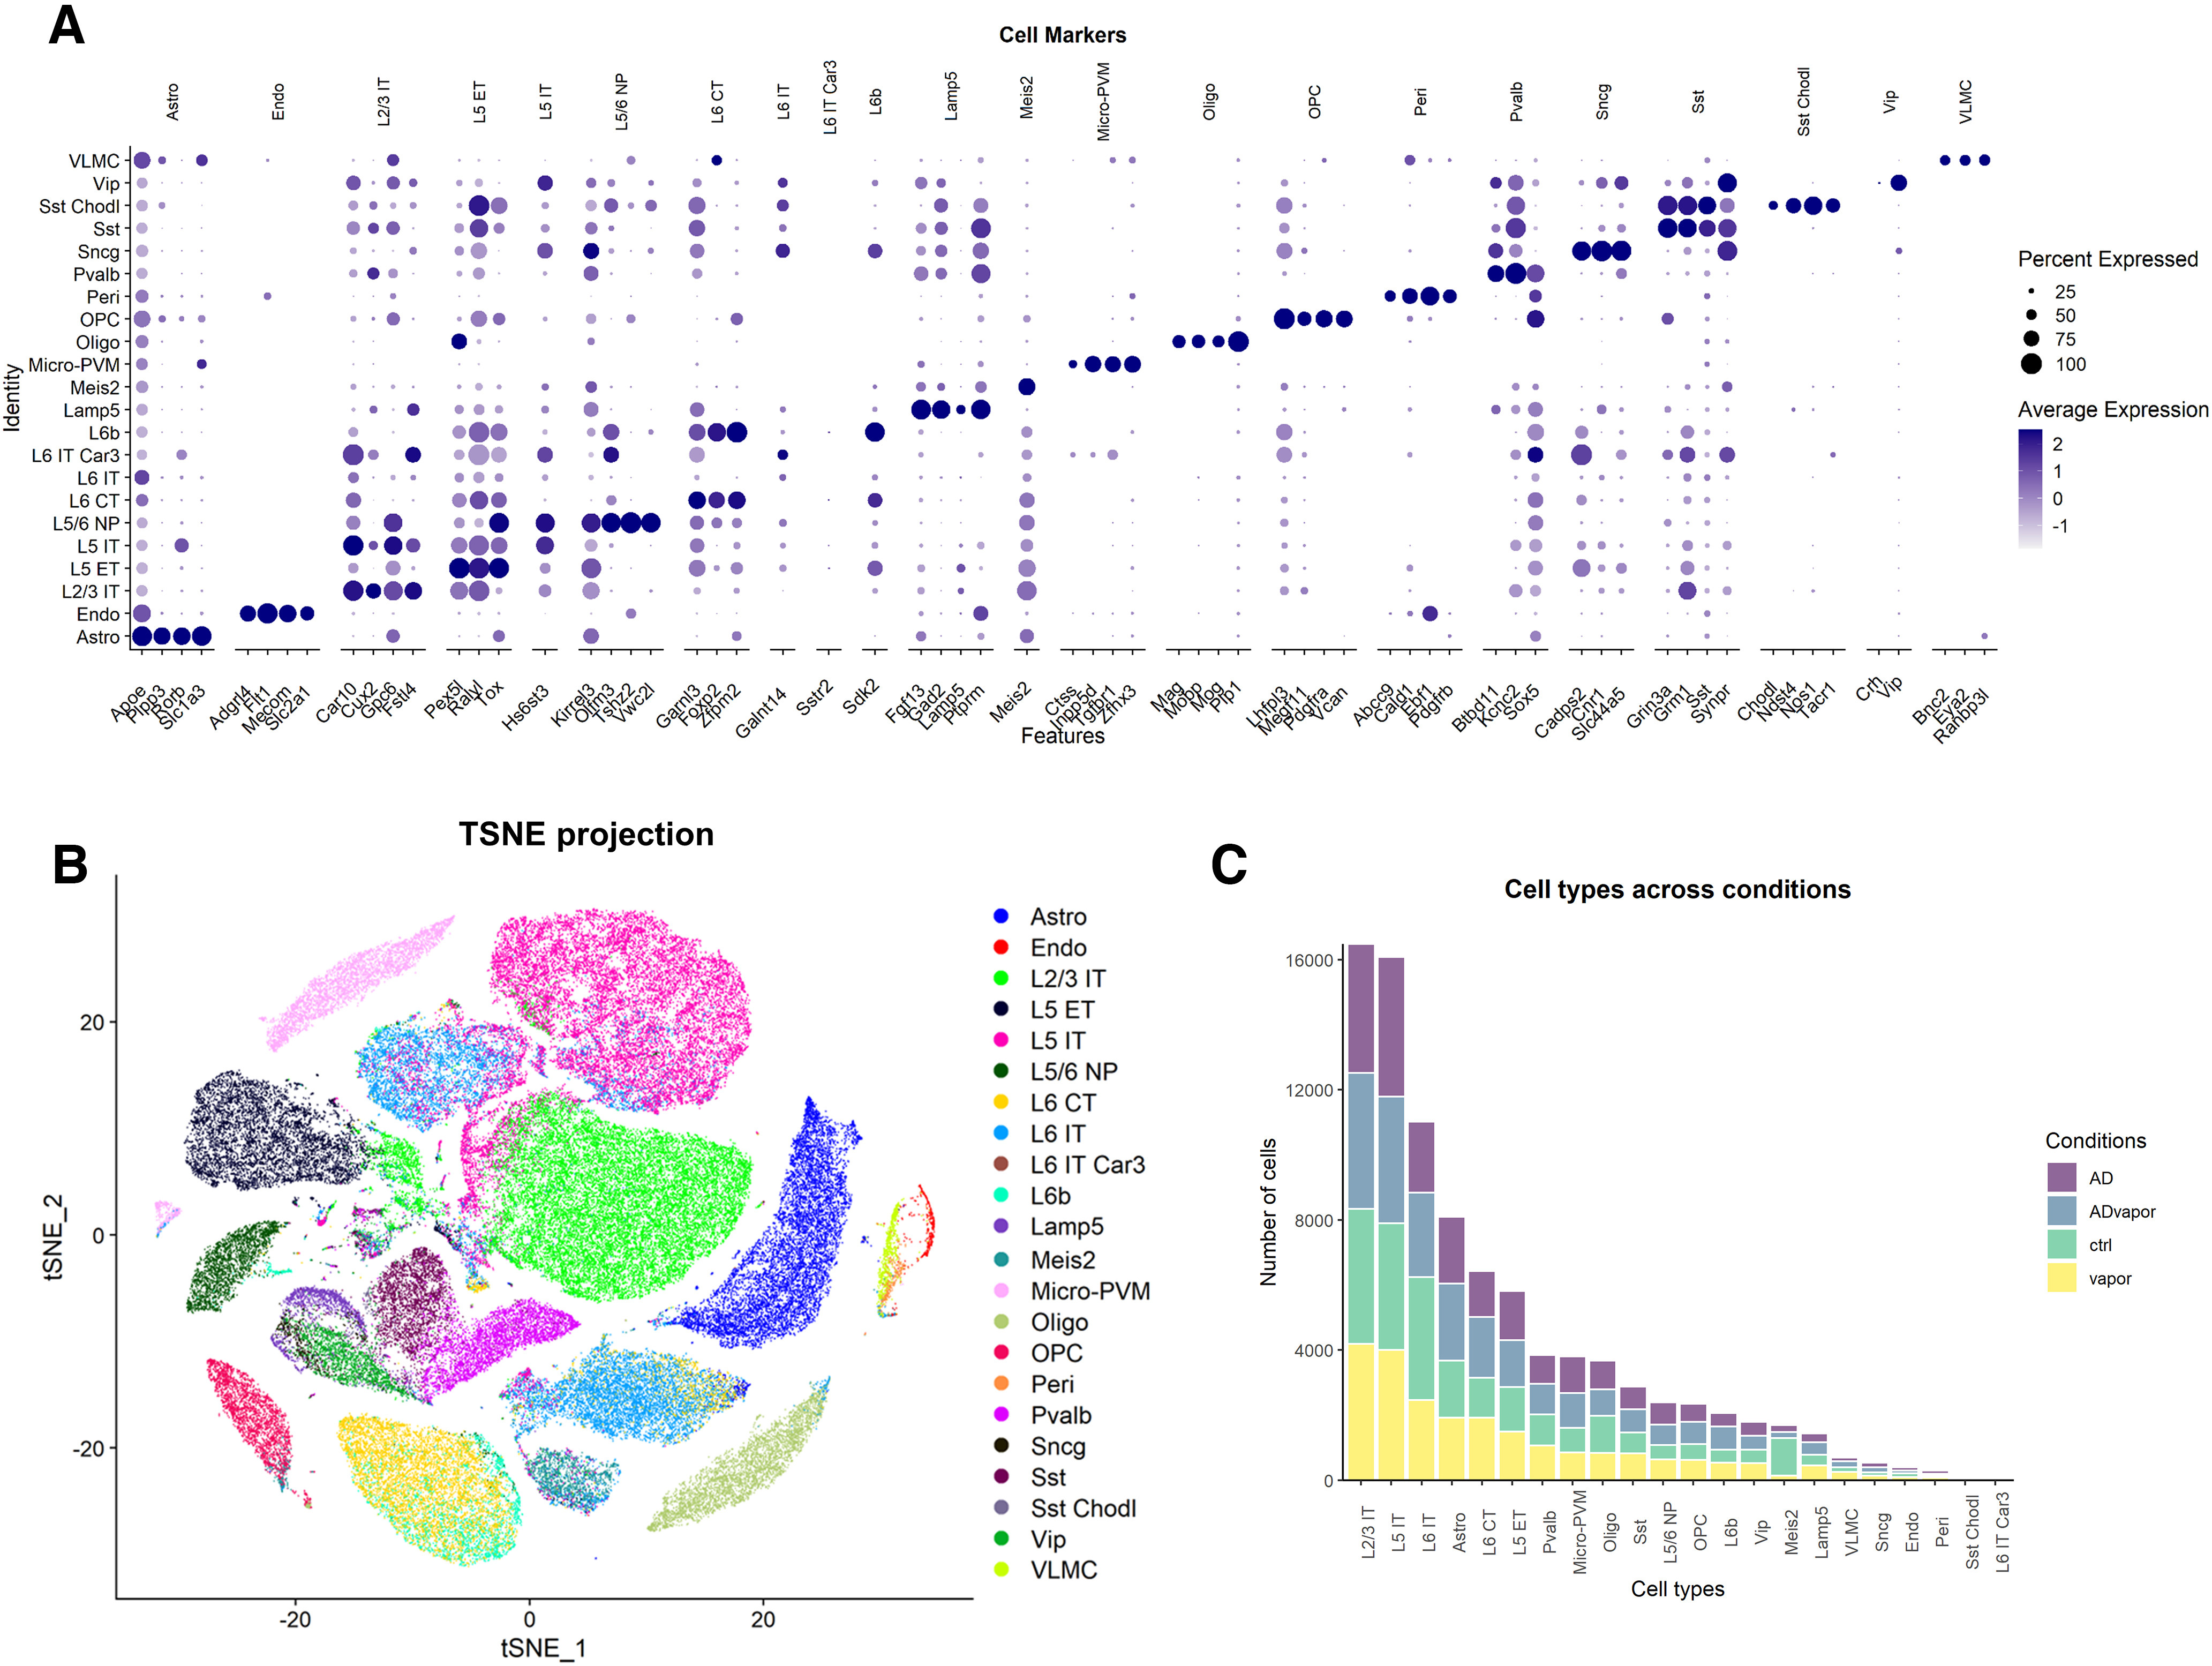
Cytological summary of snRNA-Seq of 3xTg-AD and WT mice with and without a history of repeated alcohol intoxication recapitulates cell type-specific marker genes. ***A***, Dot plot of the expression and presence of selected known gene markers for specific cell types (columns) in cells defined by Azimuth reference-based cell identity assignments (rows). ***B***, t-SNE projection of the entire dataset, showing the identified cell identities. ***C***, Stacked bar plot of the number of cells in each cell type, distributed according to the four experimental conditions (Extended Data Fig. 2-1, list of abbreviations of cell types, Fig. 2-2, distribution of cell types in the four experimental conditions).

10.1523/ENEURO.0456-22.2023.f2-1 Figure 2-1 Abbreviations for cell types. Download Figure 2-1, DOCX file.

10.1523/ENEURO.0456-22.2023.f2-2 Figure 2-2 Stacked bar plot showing the distribution of cell types in the four experimental conditions. Total number of cells in the dataset are shown at the top of each bar. Download Figure 2-2, TIF file.

The visualization of single-nucleus transcriptomes in t-SNE showed that nuclei of the 22 detected cell types were loosely distributed in transcriptionally separated clusters (Fig. 2*B*). Overall, the main source of variance in our dataset was the cell type, reflected by the cell marker landscape (Fig. 2*A*). Cells assigned to astrocyte, oligodendrocyte, oligodendrocyte progenitor cell (OPC), and microglia lineages were clearly distinct in well defined clusters, whereas GABAergic neurons (Pvalb, Sst, Sst Chodl, Sncg, Vip, and Lamp5) constitute a separate cell population. 

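Among the named nuclei, L2/3 IT neurons were the largest type with 13234 nuclei, followed by L5 IT neurons with 8004, astrocytes with 7707, L6 CT neurons with 6144, and L6 IT neurons with 4282. Together the IT types of layers 2 to 6 held 38.7% of the named nuclei. The smallest types tested for differential expression were VLMC with 673 nuclei, endothelial cells with 640, and Sncg neurons with 590. Of the types not tested, L6b neurons had 814 nuclei but reached 10 nuclei in only 2 of the 3xTg-AD mice, pericytes had 232, and Sst Chodl neurons had 114. Meis2 neurons had 1129 nuclei, of which 994 came from WT control mouse 27, and only 3 of the 16 mice had at least 10.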

The most abundant cell populations were glutamatergic neurons, intratelencephalon projecting, from layers 2, 3, 5, and 6 (Fig. 2*B*,*C*).

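The share of each cell type among the named nuclei of a mouse was compared between WT controls and each of the other groups by a two-sided exact permutation test, and between all 3xTg-AD and all WT mice by a two-sided permutation test with 100000 resamples. Of 88 tests, 0 had an adjusted p of at most 0.05 and 4 had an unadjusted p under 0.05. With 4 mice against 4, the exact test cannot give a p below 0.0286. The smallest adjusted p, 0.0513, was that of astrocytes, whose share was 2.41 percentage points higher in the 8 3xTg-AD mice than in the 8 WT mice (permutation test, p = 0.00233). Astrocytes were also 3.34 percentage points higher in 3xTg-AD mice exposed to alcohol than in WT controls, with an adjusted p of 0.393 in the exact test. In WT control mouse 27, Meis2 neurons took 29.95% of the named nuclei, which lowers the shares of its other types. Its astrocyte share was 8.59%, so both astrocyte differences are partly raised by these nuclei. The shares were not recomputed without the Meis2 neurons. With all nuclei as the denominator in place of the named ones, 2 of the tests passed the threshold, the largest change among the alternatives.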

The distribution of cell types in the four experimental conditions was generally well balanced (Fig. 2*C*, Extended Data Fig. 2-2). 

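Of the 2111 calls in the contrasts of Figure 3, each a gene called in 1 cell type and 1 contrast, 2089 were of genes with a match by name in the GRCm38 annotation. Protein-coding genes made up 1598 of these calls (76.5%), and 79.9% of the different genes called. Among all 19628 genes of the table with a match, 80.8% were protein-coding. The protein-coding share of the calls was 77.0% in 3xTg-AD mice exposed to alcohol versus WT controls, 91.5% in 3xTg-AD mice versus WT controls, 85.3% in 3xTg-AD mice exposed to alcohol versus WT mice exposed to alcohol, and 40.5% in 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice.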

Overall, we found that approximately two-thirds of differentially expressed transcripts were represented by protein-coding genes, and approximately one-third by noncoding genes (Extended Data Fig. 3-1).

### Cell type-specific genes associated with a history of alcohol intoxication in the PFC of 3xTg-AD mice highlight candidate mechanisms of AD disease progression

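Over the 17 cell types, 1274 gene calls were made in 3xTg-AD mice exposed to alcohol versus WT controls (530 higher and 744 lower), from 732 different genes. There were 202 calls in 3xTg-AD mice versus WT controls (88 higher and 114 lower), 34 in WT mice exposed to alcohol versus WT controls (12 and 22), 207 in 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice (31 and 176), and 428 in 3xTg-AD mice exposed to alcohol versus WT mice exposed to alcohol (212 and 216). The interaction of genotype and alcohol, which tests whether the effect of alcohol differed between the genotypes, gave 2 calls in edgeR and 2 in DESeq2, with 4923 of 113948 tests at an unadjusted p under 0.05. The first count was 1903 without the filter on low counts and 621 without 3xTg-AD alcohol-exposed mouse 33. The calls in 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice numbered 496 without 3xTg-AD mouse 12 and 36 without 3xTg-AD mouse 13. Those in WT mice exposed to alcohol versus WT controls numbered 116 without WT control mouse 36 and 191 with DESeq2. The gene called in the most cell types in 3xTg-AD mice exposed to alcohol versus WT controls was Tmsb4x, on chromosome X, in 15 of 17 cell types (median log2 fold change 1.24).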

Differentially expressed genes are shown in Figure 3. 

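Cmss1 (ENSMUSG00000022748) lies on chromosome 16 of GRCm38 from 57302000 to 57606864 on the minus strand, and Filip1l lies inside it on the other strand. In the sum of all nuclei its level was 16.6 ± 1.02 CPM in WT controls and 16.9 ± 4.05 CPM in 3xTg-AD mice exposed to alcohol, a log2 fold change of 0.02. Its counts passed the filter in 6 cell types, with 0 calls in edgeR and 0 at an unadjusted p under 0.05, and DESeq2 called it in 0 of the 5 types named in the paper that were tested. Log2 fold changes in the 6 cell types ranged from -0.05 to 0.65, with a smallest adjusted p of 0.429. In L2/3 IT neurons the level was 13.1 ± 3.96 CPM in WT controls, 12.6 ± 2.24 in WT mice exposed to alcohol, 11.95 ± 2.72 in 3xTg-AD mice, and 14.1 ± 3.36 in 3xTg-AD mice exposed to alcohol (log2 fold change 0.10, SE 0.23, adjusted p = 0.871). The sign changed, to -0.0322, without WT control mouse 27. The change was 0.65 in L5 ET neurons (SE 0.33), 0.13 in L5 IT neurons, 0.35 in astrocytes, and -0.05 in L6 CT neurons, where it was 0.11 without WT control mouse 36. In the other types its counts were below the filter. Without the filter, edgeR gave log2 fold changes of 0.78 in L5/6 NP, 1.50 in VIP, 1.37 in parvalbumin, 1.68 in Sncg, -0.42 in Sst and -0.34 in Lamp5 neurons, 0.68 in microglia-PVM, 0.03 in oligodendrocytes and -0.16 in OPC, with 0 calls and adjusted p-values of at least 0.224, and DESeq2 called it in 0 of the 6 of these types it tested. L6b and Meis2 neurons were not tested.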

Cmss1 (Cms1 Ribosomal Small Subunit Homolog) was selectively downregulated in 3xTg-AD mice exposed to alcohol versus WT mice without alcohol exposure but not in 3xTg-AD mice and WT mice exposed to alcohol versus WT controls in multiple neuronal and non-neuronal cell types, including L5/6 nonpeptidergic (NP), L5 external tufted (ET), L2/3 IT, L5 IT, L6b, L6 corticothalamic (CT), VIP, parvalbumin, Meis2, Sncg and SSt interneurons, Lamp5, astrocytes, microglia-perivascular macrophages (PVMs), oligodendrocytes, and OPCs (Fig. 4*A*, Extended Data Fig. 4-1). 

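In L6 IT neurons, Rpl23a had 114 ± 17.04 CPM in WT controls and 109 ± 16.9 CPM in 3xTg-AD mice exposed to alcohol, a difference smaller than the spread between mice (log2 fold change -0.06, adjusted p = 0.938 in edgeR). The log2 fold changes of Rpl13a, Rpl36a and Rpl37 were -0.09, -0.15 and -0.11, and that of Rpl35a was 0.10, with adjusted p-values of at least 0.804. Each of these genes changed sign in at least 1 alternative or with 1 mouse left out, for example Rpl36a to 0.15 without the 3 mice with the most Gm42418, an alternative chosen after seeing the data. Ribosomal protein genes have processed copies elsewhere in the genome, with which their reads can be shared. Mrpl33 (ENSMUSG00000106918, chromosome 5 of GRCm38, 31596935 to 31664384) was lower in L6 IT neurons by a log2 fold change of -0.58 (SE 0.18), which failed the correction (adjusted p = 0.13). In Sst neurons its level was 132.2 ± 40.3 CPM in WT controls, 99.7 ± 10.2 in WT mice exposed to alcohol, 67.3 ± 17.6 in 3xTg-AD mice, and 56.0 ± 3.99 in 3xTg-AD mice exposed to alcohol (log2 fold change -1.20, SE 0.26, adjusted p = 0.00565). In L2/3 IT neurons it fell from 81.9 ± 19.0 to 52.0 ± 10.9 CPM (log2 fold change -0.65, SE 0.16, adjusted p = 0.0242). With the share of ribosomal RNA-associated reads as a covariate, the value in Sst neurons was -0.78. The call in Sst neurons was also lost without WT control mouse 26 (-0.98) and without the 3 mice with the most Gm42418 (-0.89). DESeq2 gave -1.21 in Sst neurons but no adjusted p, so it does not decide the call. That in L2/3 IT neurons was lost in 7 alternatives, among them without WT control mouse 26 (-0.48) and without 3xTg-AD alcohol-exposed mouse 4 (-0.66), 31 (-0.59) or 34 (-0.56).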

Several ribosomal proteins were selectively decreased in 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice and WT mice exposed to alcohol versus WT controls in L6 IT neurons, including Rpl23a, Rpl13a, Rpl35a, Rpl36a, Rpl37, and Mrpl33 [Mrpl33 also decreased in Sst and L2/3 intratelencephalic (IT) neurons]. Conversely, ribosomal proteins were generally unchanged or increased in other cell types (Fig. 4*B*, Extended Data Fig. 4-1). 

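Over the 91 cytosolic ribosomal protein genes in the table, a list written beforehand, the mean log2 fold change was above 0 in all 17 cell types, between 0.13 and 0.39. The list was tested with camera, which takes a preset correlation of 0.01 between genes, and adjusted over lists and cell types. Camera called it higher in 16 cell types. The rotation test fry, which keeps the correlation in the data, called it in 0 cell types, and camera with a correlation estimated from the data in 0. In WT mice exposed to alcohol versus WT controls, camera called it higher in 15 cell types.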

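Lars2 (ENSMUSG00000035202) lies on chromosome 9 of GRCm38 from 123366927 to 123462666. Its level was at least 1236 CPM in the 3 mice with the most Gm42418 (WT controls 26 and 27 and 3xTg-AD mouse 12) and at most 402 CPM in the other 13. In L5 IT neurons it was 577 ± 515 CPM in WT controls, 136 ± 14.2 in WT mice exposed to alcohol, 318 ± 304 in 3xTg-AD mice, and 128 ± 13.2 in 3xTg-AD mice exposed to alcohol. Its log2 fold change was -2.17 in L5 IT neurons (SE 0.68, adjusted p = 0.147), -2.25 in VIP neurons (SE 0.70, adjusted p = 0.295), -2.07 in astrocytes (SE 0.70, adjusted p = 0.202), -1.95 in oligodendrocytes (SE 0.72, adjusted p = 0.431), and -2.43 in OPC (SE 0.79, adjusted p = 0.257). It was lower in 17 of 17 cell types (median -2.05), with 0 calls in edgeR, an unadjusted p under 0.05 in all 5 of these named types, and a call in L5 IT neurons with DESeq2. In WT mice exposed to alcohol versus WT controls the median was -2.01, and in 3xTg-AD mice exposed to alcohol versus WT mice exposed to alcohol it was -0.04. With the share of ribosomal RNA-associated reads as a covariate, the median over cell types was -0.12. Across the 13 mice without a high level of Gm42418, Lars2 correlated with Gm42418 with a Pearson r of 0.912 (permutation test, p = 3e-05, adjusted over 4 genes 0.00012) and a Spearman rho of 0.896 (permutation test, p = 0.00018, adjusted 0.00072). Without the 2 mice farthest from the median of Gm42418, r was 0.937.

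**Figure D1:**
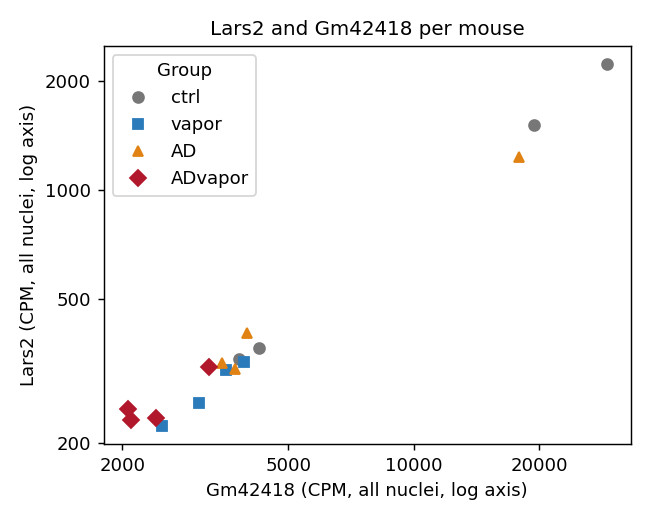
Lars2 against Gm42418 in the sum of all nuclei of each mouse, both in CPM on log axes, 1 point per mouse colored by group. The 3 mice at or above 17914 CPM of Gm42418 also have the highest Lars2, at or above 1236 CPM.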

The mitochondrial leucyl-tRNA synthetase (Lars2), implicated in mitochondrial protein synthesis, lactate utilization (Capriglia et al., 2021), episodic memory in aging (Ramanan et al., 2015), bipolar disorder, and schizophrenia (Munakata et al., 2005), was selectively downregulated in multiple neuronal and non-neuronal cell types, including L5 IT, Meis2, VIP, astrocytes, oligodendrocytes, and OPC, in 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice and WT mice exposed to alcohol versus WT controls (Fig. 4*A*, Extended Data Fig. 4-1).

**Figure 3.**
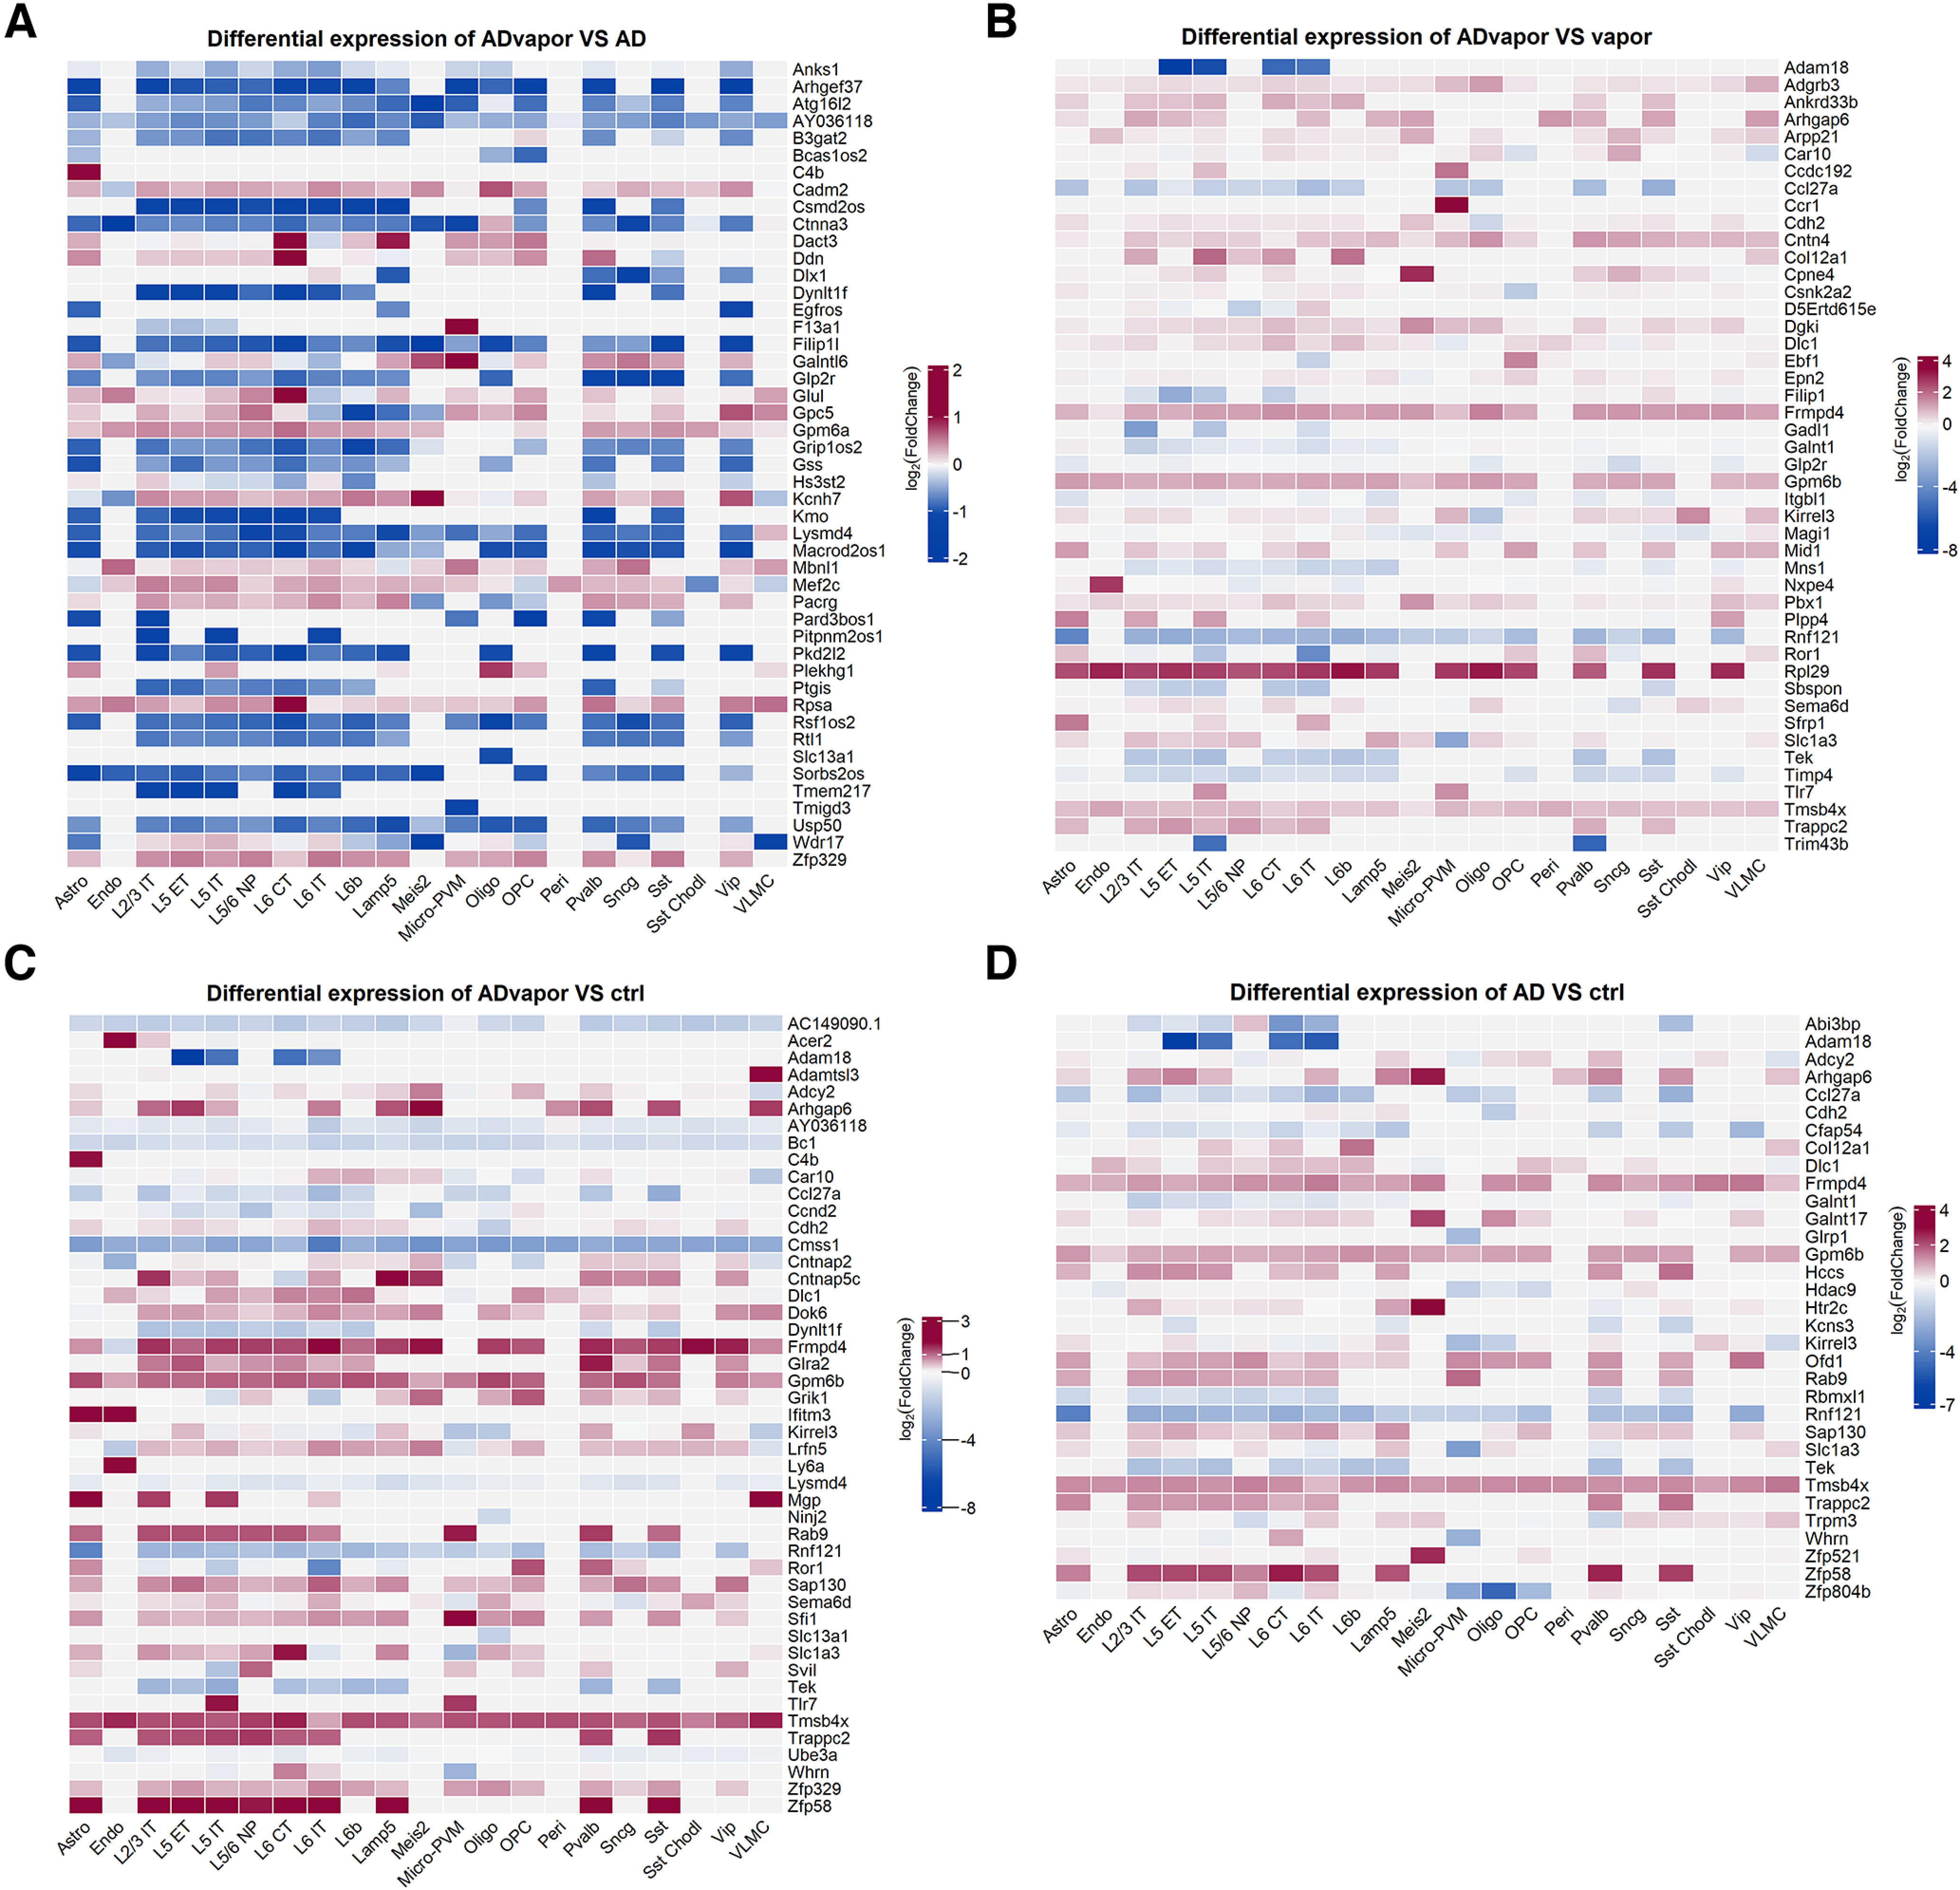
Cell type-specific gene expression changes in 3xTg-AD and WT mice with and without a history of repeated alcohol intoxication. ***A–D***, Heatmaps of the most significantly differentially expressed coding genes in the following contrasts: 3xTg-AD mice with a history of repeated alcohol intoxication by exposure to alcohol vapor (ADvapor) versus 3xTg-AD control mice not exposed to alcohol (AD; ***A***); 3xTg-AD mice with a history of repeated alcohol intoxication (ADvapor) versus WT mice with a history of alcohol intoxication (vapor; ***B***); 3xTg-AD mice with a history of repeated alcohol intoxication (ADvapor) versus WT mice not exposed to alcohol (ctrl; ***C***); 3xTg-AD mice without alcohol exposure (AD) versus WT mice not exposed to alcohol (ctrl; ***D***; Extended Data Fig. 3-1, distribution of differentially expressed genes in each cell type in the four contrasts).

10.1523/ENEURO.0456-22.2023.f3-1 Figure 3-1 Distribution of differentially expressed genes in each cell type in the four contrasts. ***A***, Differential expression analysis in four contrasts, representing the total number of genes differentially expressed at an adjusted *p *≤* *0.05, divided into upregulated (up) and downregulated (dn). ***B***, As in ***A***, with numbers referring to protein-coding genes only. ***C***, As in ***A***, with numbers referring to noncoding genes. AD, 3xTg-AD mice; Advapor, 3xTg-AD mice with a history of repeated alcohol intoxication by alcohol vapor exposure; ctrl, WT control mice not exposed to alcohol; vapor, WT control mice with a history of repeated alcohol intoxication by alcohol vapor exposure. Download Figure 3-1, TIF file.

**Figure 4.**
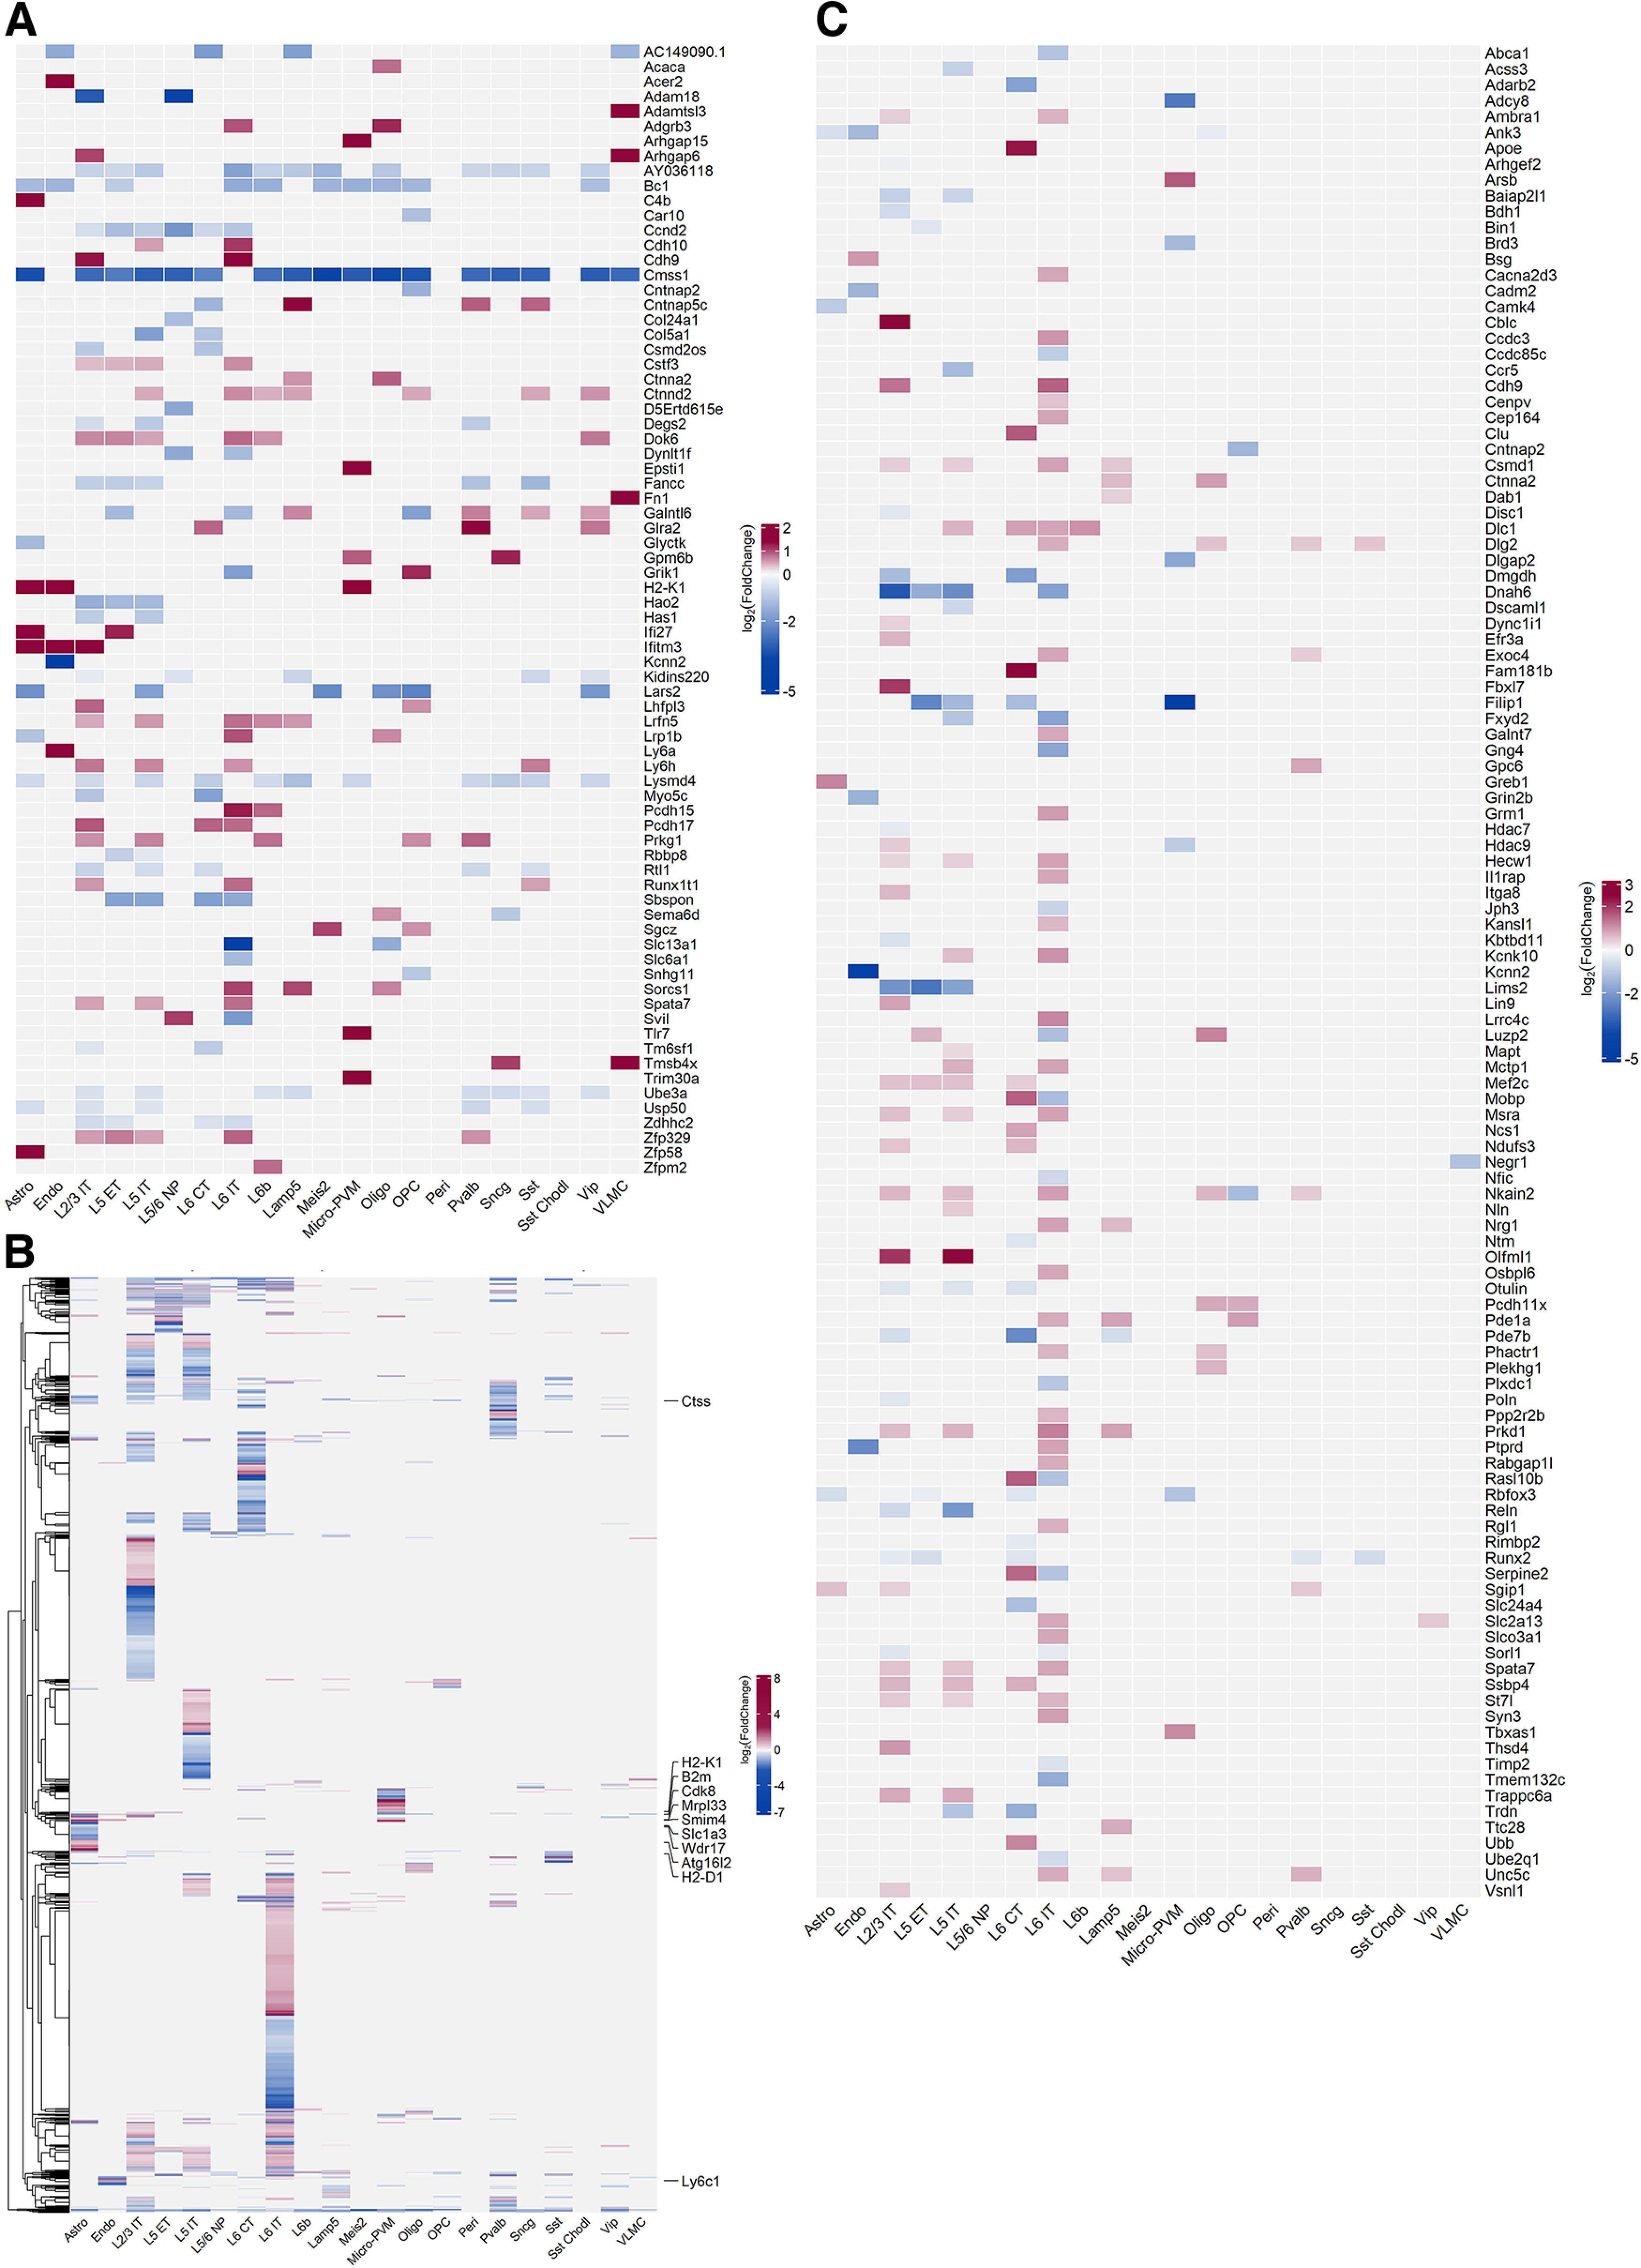
Selected and global transcriptomics landscape of cell type-specific differential gene expression in 3xTg-AD mice with a history of repeated alcohol intoxication. ***A***, Heatmap of the top five most differentially expressed coding genes per cell type in 3xTg-AD mice with a history of repeated alcohol intoxication by alcohol vapor exposure versus WT control mice not exposed to alcohol but not significantly differentially expressed in 3xTg-AD mice without histories of alcohol intoxication or WT mice with a history of alcohol intoxication versus WT control mice not exposed to alcohol. ***B***, Heatmap of all significantly differentially expressed genes per cell type in 3xTg-AD mice with a history of repeated alcohol intoxication by alcohol vapor exposure versus WT control mice not exposed to alcohol but not significantly differentially expressed in 3xTg-AD mice without histories of alcohol intoxication or WT mice with a history of alcohol intoxication versus WT control mice not exposed to alcohol. The list is available in Extended Data Figure 4-1. Selected genes are labeled. ***C***, Heatmap of differential expression of genes associated with AD from GWASs (see Materials and Methods) in the contrast of 3xTg-AD mice with a history of repeated alcohol intoxication by alcohol vapor exposure versus WT control mice not exposed to alcohol (Extended Data Fig. 4-1, tabular results reporting significantly differentially expressed genes related to panels ***A*** and ***B***).

10.1523/ENEURO.0456-22.2023.f4-1 Figure 4-1 Table of genes significantly (adjusted *p *≤* *0.05) differentially expressed in specific cell types in the contrast of 3xTg-AD mice with a history of repeated alcohol intoxication by exposure to alcohol vapor (ADvapor) versus WT mice not exposed to alcohol (ctrl) and not significantly in 3xTg-AD mice without alcohol exposure (AD) and WT mice with a history of alcohol intoxication (vapor) versus ctrl, according to DESeq2 analysis and subsequent filtering. Download Figure 4-1, XLS file.

A broad increase in the transcription of cadherins was seen in excitatory neurons of both deep and superficial layers of 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice and WT mice exposed to alcohol versus WT controls (Fig. 4, Extended Data Fig. 4-1). 

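Of the cadherin and protocadherin genes, 30 were in the table. Their mean log2 fold change was between -0.26 and 0.08 in the 16 cell types with at least 5 of them past the filter, and it was above 0 in 3. Camera called the list higher in 0 cell types and lower in 2, and fry called it in 0. In 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice, the mean was above 0 in 12 cell types, with 1 called higher by camera and 0 by fry. In L6 IT neurons the mean versus WT controls was -0.082 (camera, adjusted p = 0.725), and with the share of ribosomal RNA-associated reads as a covariate it was 0.11 (adjusted p = 0.277).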

Particularly, L6 IT neurons showed increases in the transcription of cadherins, including Pcdh15, Pcdh17, Pcdh9, Cdh8, Cdh9, Cdh10, Cdh11, and Cdh13, whereas Pcdh17 and Pcdh19 were upregulated in L6 CT neurons. 

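In L6 IT neurons, Cdh10 (ENSMUSG00000022321, chromosome 15 of GRCm38, 18818947 to 19014236) rose from 179.8 ± 29.2 CPM in WT controls to 314 ± 47.7 CPM in 3xTg-AD mice exposed to alcohol (log2 fold change 0.82, SE 0.16, adjusted p = 0.00535). It had 202 ± 21.7 CPM in WT mice exposed to alcohol and 247 ± 61.7 CPM in 3xTg-AD mice. Among the other cadherins, the log2 fold changes of Pcdh15, Pcdh17, Cdh9 and Cdh13 were 0.48, 0.50, 0.07 and 0.39, and those of Pcdh9, Cdh8 and Cdh11 were -0.33, -0.52 and -0.37. Of the 8 genes, 5 were higher and 1 was called. Pcdh17 was also called without WT control mouse 27 (0.72), and Cdh13, which is among the markers that named the L6 IT clusters, without WT control mouse 36 (0.87). Cdh9 ranged from -0.10 to 0.24 with single mice left out. In L6 CT neurons, Pcdh17 (ENSMUSG00000035566, chromosome 14, 84443563 to 84539002) had 396 ± 96.1 CPM in WT controls, 559 ± 70.2 in WT mice exposed to alcohol, 515 ± 114 in 3xTg-AD mice, and 668 ± 77.4 in 3xTg-AD mice exposed to alcohol (log2 fold change 0.76, SE 0.16, adjusted p = 0.00692). Pcdh19 in L6 CT neurons changed by 0.28 (SE 0.22, adjusted p = 0.667).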

L5 IT neurons showed increased Cdh10. 

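The change of Cdh10 in L5 IT neurons was 0.45 (SE 0.15), which failed the correction (adjusted p = 0.119 in edgeR). It was called at 0.66 with the share of ribosomal RNA-associated reads as a covariate.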

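Cdh9 in L2/3 IT neurons had a log2 fold change of 0.71 (SE 0.29, adjusted p = 0.199), and Pcdh17 in the same neurons one of 0.78 (SE 0.29, adjusted p = 0.167), so that neither passed the correction. L6b neurons were not tested, because only 2 of the 3xTg-AD mice had at least 10 such nuclei.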

L2/3 IT neurons showed the increased transcription of Cdh9 and Pcdh17, and L6b neurons showed an increase in Pcdh15. 

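Cdh2 (ENSMUSG00000024304) lies on chromosome 18 of GRCm38 from 16588877 to 16809246. In oligodendrocytes it had 408 ± 148.7 CPM in WT controls, 328 ± 143 in WT mice exposed to alcohol, 82.7 ± 15.2 in 3xTg-AD mice, and 61.7 ± 10.8 in 3xTg-AD mice exposed to alcohol. In 3xTg-AD mice exposed to alcohol the log2 fold change was -2.71 versus WT controls (SE 0.26, adjusted p = 4.26e-12) and -2.47 versus WT mice exposed to alcohol (SE 0.26, adjusted p = 3.04e-10). That of 3xTg-AD mice versus WT controls was -2.34 (SE 0.27, adjusted p = 6.17e-09). Between 3xTg-AD mice exposed to alcohol and 3xTg-AD mice it was -0.37 (adjusted p = 0.955). Over all alternatives the first of these stayed between -3.11 and -2.37, and it was called in each.

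**Figure D2:**
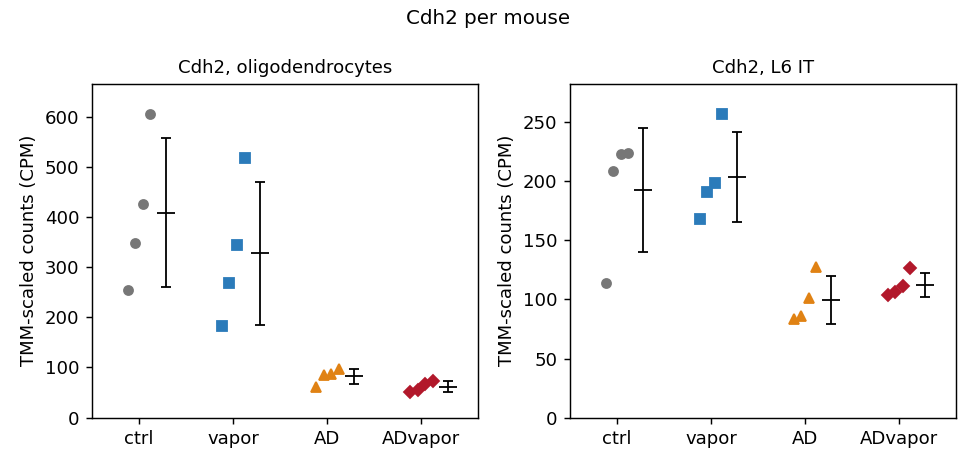
TMM-scaled CPM of Cdh2 in oligodendrocytes and in L6 IT neurons, 1 point per mouse, with the mean and SD of each group of 4 mice. In oligodendrocytes the means of the WT groups are 408 and 328 CPM and those of the 3xTg-AD groups 82.7 and 61.7 CPM.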

Cdh2 (N-cadherin) was significantly decreased in oligodendrocytes of 3xTg-AD mice exposed to alcohol versus WT controls (adjusted *p *=* *6.87e-09; log_2_ fold change = −1.70; Fig. 3*C*) as well as of 3xTg-AD mice not exposed to alcohol versus WT controls (adjusted *p *=* *3.35e-07; log_2_ fold change = −1.60; Fig. 3*D*) and of 3xTg-AD mice exposed to alcohol versus WT mice exposed to alcohol (adjusted *p *=* *4.54e-05; log2 fold change = −1.40; Fig. 3*B*). Cdh2 showed upregulation in other cell types (i.e., L6 IT; Fig. 3).

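In L6 IT neurons, Cdh2 had 192 ± 52.7 CPM in WT controls, 204 ± 37.8 in WT mice exposed to alcohol, 99.6 ± 20.3 in 3xTg-AD mice, and 112 ± 9.96 in 3xTg-AD mice exposed to alcohol. This is a log2 fold change of -0.80 (SE 0.18, adjusted p = 0.0165). It was -0.98 in 3xTg-AD mice versus WT controls (adjusted p = 0.00587) and -0.87 in 3xTg-AD mice exposed to alcohol versus WT mice exposed to alcohol (adjusted p = 0.00803). Among 28 alternatives the first value stayed between -0.96 and -0.68, and in 5 it was not called, with adjusted p-values up to 0.0749 (without WT control mouse 26, -0.74, or 28, -0.76, without 3xTg-AD alcohol-exposed mouse 31, -0.76, or 34, -0.77, and with a Leiden resolution of 3, -0.68). The call in 3xTg-AD mice versus WT controls was lost without 3xTg-AD mouse 13 (-0.90) or 21 (-0.91) or WT control mouse 36 (-0.90).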

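Glra2 (ENSMUSG00000018589) lies on chromosome X of GRCm38 from 165129017 to 165327393, 0.91 Mb from a stretch of 3.08 Mb that holds 7 genes called between the genotypes both with and without alcohol. In L6 CT neurons it had 21.8 ± 9.54 CPM in WT controls, 34.9 ± 9.52 in WT mice exposed to alcohol, 22.3 ± 9.36 in 3xTg-AD mice, and 52.9 ± 18.4 in 3xTg-AD mice exposed to alcohol. The change of 1.13 on the log2 scale (SE 0.29, adjusted p = 0.0379) passed the threshold. It was not called in 10 of 28 alternatives, among them DESeq2 (1.18) and each fit without WT control mouse 26 (1.01), 27 (1.12) or 28 (0.99) or 3xTg-AD alcohol-exposed mouse 4 (0.92), 33 (1.15) or 34 (1.11). Versus 3xTg-AD mice the value was 1.14 (SE 0.28, adjusted p = 0.0687), which was called without 3xTg-AD mouse 12 (1.55), 3xTg-AD alcohol-exposed mouse 31 (1.33) or WT control mouse 36 (1.14), without the filter on low counts (1.14), with only the mice of the contrast fitted (1.13), and without the 3 mice with the most Gm42418 (1.56), chosen after seeing the data, and the interaction of genotype and alcohol was 0.55 (unadjusted p = 0.197 in edgeR). In parvalbumin neurons the level was 11.7 ± 4.92 CPM in WT controls and 37.9 ± 11.0 in 3xTg-AD mice exposed to alcohol (log2 fold change 1.65, SE 0.47, adjusted p = 0.0702). It was called there with only the mice of the contrast fitted (1.64) and without the filter on low counts (1.66). In VIP neurons Glra2 changed by 0.40 (SE 0.40, adjusted p = 0.832).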

Parvalbumin and VIP interneurons and L6 CT neurons showed the increased transcription of Glra2 (glycine receptor α2; Fig. 4*A*, Extended Data Fig. 4-1), and VIP interneurons showed the increased expression of Grid2 (glutamate receptor GluRδ2; Extended Data Fig. 4-1) in 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice versus WT controls or in WT mice exposed to alcohol versus WT controls.

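Cntnap5c (ENSMUSG00000038048, chromosome 17 of GRCm38, 57769570 to 58410355) did not pass the filter on low counts in any of the interneuron types or in L6 CT neurons, and a small change in it would not show at this depth. Without the filter, its log2 fold change was 0.53 in parvalbumin, 1.58 in Lamp5, 0.98 in Sst and -0.48 in L6 CT neurons, with 0 calls in edgeR. Summed over the 4 mice of a group, parvalbumin neurons held 16 UMIs in WT controls, 22 in WT mice exposed to alcohol, 26 in 3xTg-AD mice, and 24 in 3xTg-AD mice exposed to alcohol. Lamp5 neurons held 1, 4, 2 and 5 UMIs in the same order of groups, Sst neurons 3, 5, 3 and 8, and L6 CT neurons 1, 0, 1 and 1.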

Contactin-associated protein 5c (Cntnap5c), a member of a cell adhesion protein family implicated in interneuron development and function (Bridi et al., 2017), was selectively upregulated in 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice or WT mice exposed to alcohol versus WT controls in parvalbumin, Lamp5, and Sst neurons, and decreased in L6 CT neurons (Fig. 4*A*). Its paralog Cntnap5b increased in VIP GABAergic neurons in 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice or WT mice exposed to alcohol versus WT controls (Extended Data Fig. 4-1). 

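Cntnap5b (ENSMUSG00000067028, chromosome 1 of GRCm38) was also below the filter in VIP neurons, with 4 UMIs in WT controls and 6 in 3xTg-AD mice exposed to alcohol, or 13.5 ± 11.4 and 14.6 ± 12.2 CPM, and a log2 fold change of 0.19 without the filter, which was not called.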

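Cntnap2 (ENSMUSG00000039419, chromosome 6 of GRCm38, 45059357 to 47304213) had 67.3 ± 12.4 CPM in the OPC of WT controls, from 34 UMIs in the 4 mice, and 32.2 ± 9.92 CPM in those of 3xTg-AD mice exposed to alcohol, from 24 UMIs. Its change of -1.05 on the log2 scale (SE 0.42) had an unadjusted p of 0.0145 in edgeR and failed the correction over the genes tested (adjusted p = 0.313).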

Another member of the protein family, Cntnap2, was decreased in OPC (Fig. 4*A*, Extended Data Fig. 4-1).

α-Synuclein (Snca) was slightly but significantly increased in 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice or WT mice exposed to alcohol versus WT controls of pyramidal neurons in L5 and L2/3 (L2/3 IT, L5 IT; Extended Data Fig. 4-1).

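Slc1a3 (ENSMUSG00000005360) lies on chromosome 15 of GRCm38 from 8634124 to 8710764 and is among the markers that named the astrocyte clusters. In astrocytes it had 1119 ± 119 CPM in WT controls, 1251 ± 80.0 in WT mice exposed to alcohol, 1196 ± 179 in 3xTg-AD mice, and 1531 ± 105 in 3xTg-AD mice exposed to alcohol. The log2 fold change of 0.45 (SE 0.13) did not pass the threshold in edgeR (adjusted p = 0.0711). It was called at 0.45 with DESeq2, at 0.50 without the filter on low counts, and at 0.60 with the share of ribosomal RNA-associated reads as a covariate.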

Slc1a3, encoding for the excitatory amino acid transporter 1 (EAAT1), was among the genes significantly increased by repeated alcohol intoxication in astrocytes of 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice or WT mice exposed to alcohol versus WT controls (Extended Data Fig. 4-1). 

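In microglia-PVM the level of Slc1a3 was 827 ± 179 CPM in WT controls, 1200 ± 369 in WT mice exposed to alcohol, 164 ± 56.4 in 3xTg-AD mice, and 224 ± 58.7 in 3xTg-AD mice exposed to alcohol. Its log2 fold change was -1.88 in 3xTg-AD mice exposed to alcohol versus WT controls (SE 0.22, adjusted p = 5.44e-07), -2.33 in 3xTg-AD mice versus WT controls (adjusted p = 2.8e-08), and -2.42 in 3xTg-AD mice exposed to alcohol versus WT mice exposed to alcohol (adjusted p = 5.6e-10). The first was called under all alternatives.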

In microglia, Slc1a3 was significantly downregulated in both 3xTg-AD mice exposed to alcohol and 3xTg-AD mice not exposed to alcohol versus WT control mice not exposed to alcohol (Fig. 3*C*,*D*, respectively).

In 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice or WT mice exposed to alcohol versus WT controls, complement C4b and metallothionein-1 (Mt1) were selectively increased in astrocytes, whereas among IFN-regulated genes, Ifitm3 was upregulated in astrocytes, endothelial cells, and L2/3 IT, and Ifi27 was upregulated in astrocytes and L5 ET (Fig. 4*A*, Extended Data Fig. 4-1).

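C4b (ENSMUSG00000073418, chromosome 17 of GRCm38, 34728380 to 34743882) had 62.5 ± 24.8 CPM in astrocytes of WT controls, 99.3 ± 26.1 in WT mice exposed to alcohol, 69.7 ± 0.977 in 3xTg-AD mice, and 199 ± 68.6 in 3xTg-AD mice exposed to alcohol. Versus WT controls the log2 fold change was 1.61 (SE 0.25, adjusted p = 0.0016), versus 3xTg-AD mice it was 1.50 (adjusted p = 0.00523), and the interaction of genotype and alcohol was 0.89 (unadjusted p = 0.0231 in edgeR). The call versus WT controls held under all alternatives. Mt1 (ENSMUSG00000031765, chromosome 8, 94179082 to 94180327) rose from 859.8 ± 157.5 CPM in WT controls to 1297 ± 266 in 3xTg-AD mice exposed to alcohol (log2 fold change 0.59, SE 0.15, adjusted p = 0.0259), with 906 ± 130.1 and 852 ± 73.1 CPM in WT mice exposed to alcohol and 3xTg-AD mice. Its interaction was 0.53 (unadjusted p = 0.0133 in edgeR), and the call was lost with only the mice of the contrast fitted and without WT control mouse 28 (0.50) or 36 (0.55) or 3xTg-AD alcohol-exposed mouse 33 (0.56) or 34 (0.48). Ifitm3 was not called in astrocytes (log2 fold change 2.23, SE 0.63, adjusted p = 0.111), where DESeq2 called it at 2.33, as did edgeR without 3xTg-AD alcohol-exposed mouse 4 (2.54) or 31 (2.50). In L2/3 IT neurons Ifitm3 was below the filter on low counts, with 7, 7, 18 and 54 UMIs in the groups in the same order. DESeq2 called it there at 2.75 (adjusted p = 0.0119), as did edgeR without the filter at 2.65 (adjusted p = 0.00143). Ifi27 had a log2 fold change of 1.78 in astrocytes (SE 0.41, adjusted p = 0.0568), called at 1.80 with DESeq2 and without 3xTg-AD alcohol-exposed mouse 4 (2.03) or 34 (1.31), and of 1.10 in L5 ET neurons (SE 0.30, adjusted p = 0.0847), called at 1.37 without 3xTg-AD alcohol-exposed mouse 4. Of the genes and cell types that the paper names for this contrast alone, 18 pairs were called, of which 17 were called in neither 3xTg-AD mice nor WT mice exposed to alcohol versus WT controls. In the interaction, edgeR called 0 of these 18 pairs, 2 had an unadjusted p under 0.05, and DESeq2 made 2 calls over all genes and cell types.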

Genes with decreased expression in astrocytes in 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice or WT mice exposed to alcohol versus WT controls included the following: the WD repeat-containing protein Wdr17, abundantly expressed in astrocytes and associated with macular degeneration (Stöhr et al., 2002); Smim4, which may be involved in mitochondrial toxicity (Dennerlein et al., 2021); and autophagy-related 16 like 2 (Atg16l2), a proposed peripheral marker of AD (Qin et al., 2022) that has been shown to be a negative regulator of the NOD (nucleotide-binding oligomerization domain)-like receptor family, pyrin domain containing 3 (NLRP3) inflammasome (Wang et al., 2022) and thus may contribute to neuroinflammation (Fig. 4*B*, Extended Data Fig. 4-1).

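In astrocytes, Wdr17 had 27.7 ± 7.99 CPM in WT controls and 20.0 ± 5.50 CPM in 3xTg-AD mice exposed to alcohol (log2 fold change -0.44, SE 0.28, adjusted p = 0.535), and Smim4 had 24.0 ± 16.4 and 22.1 ± 4.84 CPM (-0.09, SE 0.36, adjusted p = 0.948). Atg16l2 changed by -0.12 (SE 0.20, adjusted p = 0.863). None of these differences exceeded the spread between mice in edgeR, and none of the 3 genes was called under any alternative. With single mice left out, Smim4 ranged from -0.36 to 0.32.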

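In microglia-PVM, H2-K1 (ENSMUSG00000061232, chromosome 17 of GRCm38, 33996017 to 34000347) had 46.0 ± 6.97 CPM in WT controls, 101 ± 31.1 in WT mice exposed to alcohol, 126 ± 48.9 in 3xTg-AD mice, and 253 ± 137 in 3xTg-AD mice exposed to alcohol (log2 fold change 2.41, SE 0.36, adjusted p = 7.03e-05). H2-D1, whose reads the counting could have shared with the similar H2-K1, had a log2 fold change of 2.52 (SE 0.52, adjusted p = 0.0196). Apobec3 changed by 1.67 (SE 0.35, adjusted p = 0.00572), and Ctss, which is among the markers that named the microglia-PVM clusters, by 0.89 (SE 0.22, adjusted p = 0.0249). Gpm6b changed by 1.04 (SE 0.18, adjusted p = 0.000347) and was also called in 3xTg-AD mice versus WT controls (0.95, adjusted p = 0.00495). It was called in 14 of 17 cell types, and with Tlr7 it lies in a stretch of 3.08 Mb on chromosome X that holds 7 genes called between the genotypes both with and without alcohol. Tlr7 (ENSMUSG00000044583, 167304929 to 167330558) had 34.4 ± 19.5 CPM in WT controls, 28.7 ± 18.4 in WT mice exposed to alcohol, 53.5 ± 24.0 in 3xTg-AD mice, and 94.9 ± 30.4 in 3xTg-AD mice exposed to alcohol, from 18 UMIs in WT controls and 100 in 3xTg-AD mice exposed to alcohol. Its log2 fold change of 1.36 (SE 0.38) did not pass the threshold (adjusted p = 0.0574), and it was called in 8 alternatives, among them no filter on low counts (1.43) and fits without 3xTg-AD alcohol-exposed mouse 4 (1.52), 3xTg-AD mouse 12 (1.36), WT alcohol-exposed mouse 17 (1.37) or WT control mouse 26 (1.80). Versus 3xTg-AD mice it was 0.82 (SE 0.32, unadjusted p = 0.0128, adjusted p = 0.516 in edgeR). The call of H2-K1 was lost without the 3 mice with the most Gm42418 (2.48, adjusted p = 0.094), as was that of Gpm6b in 3xTg-AD mice versus WT controls (0.70, adjusted p = 0.475), an alternative chosen after seeing the data. The call of Ctss was lost in 7 alternatives, among them without WT control mouse 27 (0.78), 28 (0.92) or 36 (0.89) or 3xTg-AD alcohol-exposed mouse 33 (0.74) or 34 (0.87), and that of H2-D1 in 6, among them without WT control mouse 26 (2.48), 27 (2.51) or 28 (2.32) or 3xTg-AD alcohol-exposed mouse 33 (2.51). Epsti1, with 4 UMIs in WT controls and 26 in 3xTg-AD mice exposed to alcohol, and Arhgap15, with 11 and 52, were below the filter.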

Among the most increased genes in microglia-PVM in 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice versus WT controls and WT mice exposed to alcohol versus WT controls are contributors to neuroinflammation in the setting of AD and alcohol abuse, including the Toll-like receptor 7 (Tlr7), which was found to be increased in the brains of humans with alcohol use disorder (Coleman et al., 2017); Epsti1, a regulator of inflammatory gene expression in macrophages (Kim et al., 2018); cathepsin S, a lysosomal protease that is also active outside the lysosome implicated in inflammation (Kim et al., 2017) and AD (Lowry and Klegeris, 2018); H2-K1, H2-D1, and the Rho guanosine triphosphatase-activating protein 15 (Arhgap15), a regulator of the β2-integrin Mac-1 (Margraf et al., 2020); the IFN-induced protein Apobec3; and Gpm6b, which was also upregulated in the parietal cortex in AD brains (Patel et al., 2019; Fig. 4*A*,*B*, Extended Data Fig. 4-1).

The cyclin-dependent kinase Cdk8 was selectively downregulated in 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice or WT mice exposed to alcohol versus WT controls in multiple non-neuronal cell types, including both astrocytes and microglia-PVM, VLMC (ventral laryngeal motor cortex), and oligodendrocytes, and similar trends were present in some neuronal populations. 

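Cdk8 (ENSMUSG00000029635, chromosome 5 of GRCm38, 146231230 to 146302874) passed the filter in 13 cell types, with 0 calls in edgeR and 1 unadjusted p under 0.05, and DESeq2 called it in neither astrocytes nor microglia-PVM. Log2 fold changes ranged from -0.27 to 0.69, and the smallest adjusted p was 0.473. In astrocytes it had 74.2 ± 13.9 CPM in WT controls and 61.7 ± 8.41 in 3xTg-AD mice exposed to alcohol (log2 fold change -0.25, SE 0.20, adjusted p = 0.637). In microglia-PVM the log2 fold change was 0.13 (SE 0.33, adjusted p = 0.915), between -0.083 and 0.40 with single mice left out. Cdk8 was below the filter in VLMC, with 23 UMIs in WT controls and 14 in 3xTg-AD mice exposed to alcohol, and in oligodendrocytes, with 46 and 37. Without the filter, edgeR gave log2 fold changes of -1.31 in VLMC (adjusted p = 0.749) and -0.36 in oligodendrocytes (adjusted p = 0.813). Both had the direction of the paper and neither was called.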

Cdk8 is part of a protein complex that regulates RNA polymerase II, is involved in regulating multiple cellular states, including development, metabolism, and innate immunity (Dannappel et al., 2018), and was also decreased in the liver by chronic alcohol exposure (Song et al., 2017).

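In endothelial cells, Ly6a (ENSMUSG00000075602, chromosome 15 of GRCm38, 74994877 to 74998031) had 488 ± 134 CPM in WT controls, 660.2 ± 86.5 in WT mice exposed to alcohol, 831 ± 114 in 3xTg-AD mice, and 1518 ± 500 in 3xTg-AD mice exposed to alcohol (log2 fold change 1.63, SE 0.24, adjusted p = 4.28e-06). Ly6c1 changed by 0.82 (SE 0.20, adjusted p = 0.0169) and B2m by 1.45 (SE 0.27, adjusted p = 0.000578). H2-K1 and H2-D1, which are similar enough in sequence to share reads, changed by 1.73 (SE 0.30) and 1.63 (SE 0.28), both with an adjusted p of 0.000204. Ifitm3 had 331 ± 136 CPM in WT controls, 345 ± 162 in WT mice exposed to alcohol, 779 ± 358 in 3xTg-AD mice, and 1322 ± 594 in 3xTg-AD mice exposed to alcohol (log2 fold change 2.04, SE 0.40, adjusted p = 0.0103). The calls of Ly6a, H2-K1 and H2-D1 held under all alternatives, whereas that of Ifitm3 was lost without WT control mouse 27 (2.09) and without the 3 mice with the most Gm42418 (1.82), an alternative chosen after seeing the data, that of B2m with the share of ribosomal RNA-associated reads as a covariate (1.24) and without these 3 mice (1.21), and that of Ly6c1 in 7, among them without 3xTg-AD alcohol-exposed mouse 4 (0.72) or 34 (0.75) or WT control mouse 26 (0.76) or 27 (0.79).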

In endothelial cells, several upregulated genes in 3xTg-AD mice exposed to alcohol versus WT controls but not in 3xTg-AD mice or WT mice exposed to alcohol versus WT controls were previously found to be upregulated in aged capillaries, including innate immunity genes, such as Ly6a, Ly6c1, B2m, H2-K1, H2-D1, and Ifitm3 (Chen et al., 2020).

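Of the 1274 calls in 3xTg-AD mice exposed to alcohol versus WT controls, 1090 (452 higher and 638 lower) were of genes called in neither 3xTg-AD mice nor WT mice exposed to alcohol versus WT controls in the same cell type. L2/3 IT neurons held 327 of them, L5 IT neurons 174, L6 CT neurons 118, astrocytes 110, parvalbumin neurons 76, L5 ET neurons 64, microglia-PVM 63, and L6 IT neurons 46. The remaining types held between 2 (VLMC) and 23 (Sst neurons). Glutamatergic types held 747 of the 1090 (68.5%). Across the 17 cell types the number of such calls rose with the UMIs summed in the type, with a Spearman rho of 0.876 (permutation test, p = 1e-05, the smallest that 100000 permutations can give) and a Pearson r with log10 UMIs of 0.81 (permutation test, p = 2e-05). Without the 2 types farthest from the median of UMIs, r was 0.803. The 1090 calls became 1579 without the filter on low counts and 1447 without 3xTg-AD mouse 12, and the lowest count with 1 mouse left out was 468, without 3xTg-AD alcohol-exposed mouse 33. From the genes that differed in this contrast and in neither of the others, drawn for each cell type in Figure 4B, the paper states that neurons of superficial and deep layers responded strongly at the level of transcription to a history of alcohol intoxication.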

Overall, neurons in both superficial and deep layers of the PFC of 3xTg-AD mice were highly transcriptionally responsive to a history of alcohol intoxication (Fig. 4*B*). Genes previously associated with AD in humans by GWASs were found to be differentially regulated in specific neuronal populations in both deep and superficial layers (Fig. 4*C*), particularly in L2/3 IT, L5 IT, and L6 IT.

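The list of GWAS genes that the paper retrieved was not used here, and 30 genes at established Alzheimer's disease loci, a list written beforehand, were tested instead in 271 pairs of gene and cell type. Among them, 1 was called over all genes tested, and 10 when adjusted over the list alone, with 30 at an unadjusted p under 0.05. The call was Sorl1 in L2/3 IT neurons, with a log2 fold change of -0.55 (SE 0.15, adjusted p = 0.046), which was lost in 12 of 28 alternatives, among them fits without WT control mouse 27 or 3xTg-AD alcohol-exposed mouse 4 or 31 (-0.49 in each). As a set, the list was called in 0 of 17 cell types by camera and 0 by fry.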

### Differentially expressed genes associated with a history of alcohol intoxication in the prefrontal cortex of 3xTg-AD mice indicate that a history of alcohol intoxication promotes AD disease progression

To test the hypothesis that a history of repeated alcohol intoxication promotes disease progression in 3xTg-AD mice, we compared transcriptional responses of our dataset with those generated with age-dependent AD progression data by Yin et al. (2020). We searched for similarities in genes upregulated in a dataset of the insular cortex of 3xTg-AD mice at 14 months of age and 2 months of age in the study by Yin et al. (2020) by overlaying them onto the pseudo-bulk signature in our experiment, defined by the comparison of the PFC of 3xTg-AD mice exposed to alcohol to WT mice without alcohol exposure using the GSEA algorithm (Subramanian et al., 2005; Fig. 5*A*). The results showed positive and significant similarity between the signature of 3xTg-AD mice at 14 months by Yin et al. (2020) and 3xTg-AD mice exposed to alcohol versus WT control mice in the present study but lower similarity for the signature of 3xTg-AD mice not exposed to alcohol versus WT control mice (Fig. 5*A*). We then conducted the same analysis with the signature of genes upregulated in 5xFAD mice at 18 and 4 months of age in a cerebral cortex dataset from the study by Forner et al. (2021; Fig. 5*B*). The GSEA calculated for the signature of 3xTg-AD mice exposed to alcohol versus WT controls in the present study resulted in positive and significant similarity to signatures of 5xFAD mice at 18 and 4 months of age from the study by Forner et al. (2021), whereas 3xTg-AD mice not exposed to alcohol versus WT controls in this work were significantly enriched for genes characterizing the signature of 5xFAD mice at 4 months but not at 18 months. However, the reference set of Forner et al. (2021) at 4 months corresponds to 46 genes compared with 400 elements at 18 months.

**Figure 5.**
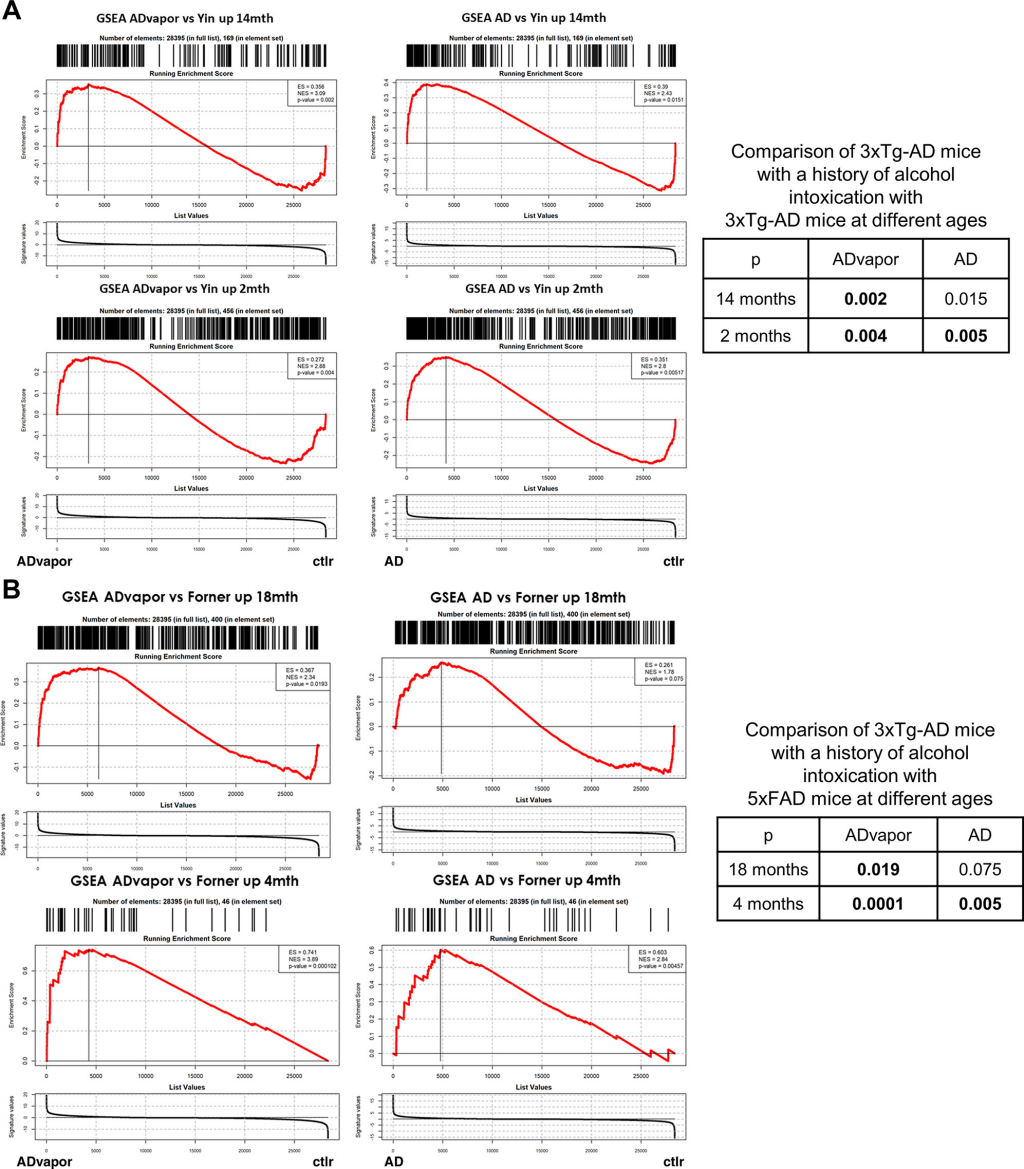
Transcriptional evidence that a history of alcohol intoxication promotes AD progression. ***A***, GSEA analysis was used to compare genes that were significantly upregulated in 3xTg-AD mice (Yin et al., 2020) at 14 months (top) and 2 months (bottom) with the transcriptome-wide signature defined by our contrast of 3xTg-AD mice with a history of repeated alcohol intoxication by alcohol vapor (ADvapor) versus WT control (left) or 3xTg-AD mice not exposed to alcohol versus WT control (right). All cell types were used to define the signature, expressed as -log_10_(*p*)*sign(log_2_FC). The results indicated greater similarity between 3xTg-AD mice at 14 months by Yin et al. (2020) for the ADvapor versus WT control contrast than for the AD versus WT control contrast. ***B***, GSEA analysis was used to compare genes that were significantly upregulated in 5xFAD mice at 18 months (top) and 4 months (bottom) from the study by Forner et al. (2021) with the transcriptome-wide signature defined by our contrast of 3xTg-AD mice with a history of repeated alcohol intoxication by alcohol vapor (ADvapor) versus WT control (left) and 3xTg-AD mice not exposed to alcohol versus WT control (right), like in panel A. The analysis showed positive and significant similarity between the AD model at 18 months for the ADvapor versus WT control contrast but not for the AD versus WT control contrast.

These comparisons indicate that the gene expression signature induced by repeated cycles of alcohol intoxication in presymptomatic 3xTg-AD mice in the present study are significantly more similar to 3xTg-AD mice (Yin et al., 2020) and 5xFAD mice (Forner et al., 2021) that are older and have more advanced disease and cognitive impairment than the gene expression signature of 3xTg-AD mice not exposed to alcohol. Therefore, and with the caveats presented by cross-dataset comparison analyses, this analysis suggests that repeated alcohol intoxication promotes transcriptional changes consistent with AD progression.

### Pathway analysis by GSEA in the PFC of 3xTg-AD mice with a history of alcohol intoxication indicates increased inflammation, cell type-specific vulnerability, and activation of compensatory and adaptive mechanisms

GSEA revealed biological pathways that were significantly enriched in the four contrasts (Fig. 6, selected nonredundant pathways, Extended Data Figs. 6-1, 6-2, 6-3, 6-4, report of all significantly enriched pathways, Extended Data Fig. 6-5, report of pathways enriched in 3xTg-AD mice exposed to alcohol vs WT mice but not in 3xTg-AD mice or WT mice exposed to alcohol vs WT controls). The expression of gene sets related to type I and II IFN was increased in astrocytes and microglia-PVM of the PFC of 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice and WT mice with and without alcohol exposure (Figs. 6, 7). 

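Of the list of interferon-stimulated genes written beforehand, 47 were in the table, and those that passed the filter on low counts were summed per mouse, 42 in all nuclei, 17 in astrocytes and 11 in microglia-PVM. In all nuclei the sum was 268 ± 24.1 CPM in WT controls, 283 ± 8.22 in WT mice exposed to alcohol, 346 ± 52.5 in 3xTg-AD mice, and 570.1 ± 331 in 3xTg-AD mice exposed to alcohol. In astrocytes it was 332 ± 40.8, 398 ± 64.2, 513 ± 112 and 924 ± 567 CPM in the same order, and in microglia-PVM 369 ± 6.26, 510.1 ± 56.6, 804 ± 276 and 1272 ± 539 CPM. The spread in 3xTg-AD mice exposed to alcohol came mainly from mouse 34, which had 1060 CPM in all nuclei against 335 to 454 in the other 3 mice. In astrocytes 17 genes of the list passed the filter, and all 17 were higher in 3xTg-AD mice exposed to alcohol than in 3xTg-AD mice, with a mean log2 fold change of 0.96 (camera, adjusted p = 9.99e-09). The mean was 1.57 versus WT controls (camera, adjusted p = 3.41e-15) and 1.33 versus WT mice exposed to alcohol (camera, adjusted p = 4.87e-17). In microglia-PVM, over 11 genes, it was 0.67 versus 3xTg-AD mice (camera, adjusted p = 0.000303), 1.64 versus WT controls (camera, adjusted p = 1.02e-11), and 1.33 versus WT mice exposed to alcohol (camera, adjusted p = 3.34e-11). Of these camera calls, fry held those versus WT controls in astrocytes (adjusted p = 0.0466) and in microglia-PVM (adjusted p = 0.00844), and camera with an estimated correlation held 0. Versus 3xTg-AD mice, fry gave an adjusted p of 0.547 in both cell types. Without mouse 34, the mean versus 3xTg-AD mice was 0.41 in astrocytes, with 13 of the 17 genes higher (camera, adjusted p = 0.00217). It was 0.39 in microglia-PVM (camera, adjusted p = 0.0513), over the 9 genes then tested in place of 11. Versus WT controls the mean in astrocytes was 1.02 without this mouse (camera, adjusted p = 3.04e-10, and fry, adjusted p = 0.0217). Versus WT mice exposed to alcohol it was 0.79 (camera, adjusted p = 1.47e-09). In microglia-PVM these means were 1.52 and 1.06. The interaction of genotype and alcohol had a mean of 0.72 in astrocytes (camera, adjusted p = 0.00124, and fry, adjusted p = 0.975), and of 0.17 without mouse 34 (camera, adjusted p = 0.591).

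**Figure D3:**
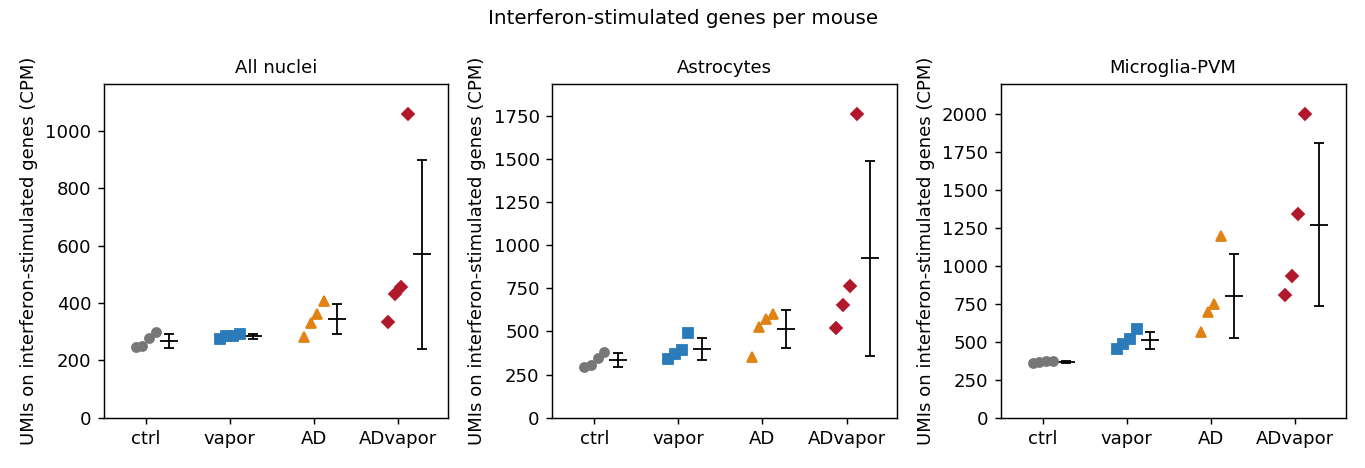
CPM summed over the interferon-stimulated genes in all nuclei, astrocytes and microglia-PVM, 1 point per mouse, with the mean and SD of each group of 4 mice. The highest point in all nuclei, 1060 CPM, is 3xTg-AD mouse 34 exposed to alcohol.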

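In astrocytes, calcium signaling genes, of which 50 were in the table in a list written beforehand, had a mean log2 fold change of -0.27 versus WT controls (camera, adjusted p = 3.24e-05). Fry also called the list (adjusted p = 0.045), and camera with an estimated correlation did not (adjusted p = 0.218). The mean was above 0 in 1 of 17 cell types, and camera called the list lower in 10, fry in 5. In 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice, camera called it lower in 1 cell type and fry in 0.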

In astrocytes, gene sets related to calcium signaling were downregulated. 

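Of the genes called in microglia-PVM in 3xTg-AD mice exposed to alcohol versus WT controls and in neither other contrast with WT controls, 40 were higher and 23 were lower. Gene sets of immune activation other than the interferon-stimulated genes, and gene sets of proliferation, were not analysed here.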

In microglia-PVM, pathways related to immune activation and proliferation were upregulated (Fig. 6).

**Figure 6.**
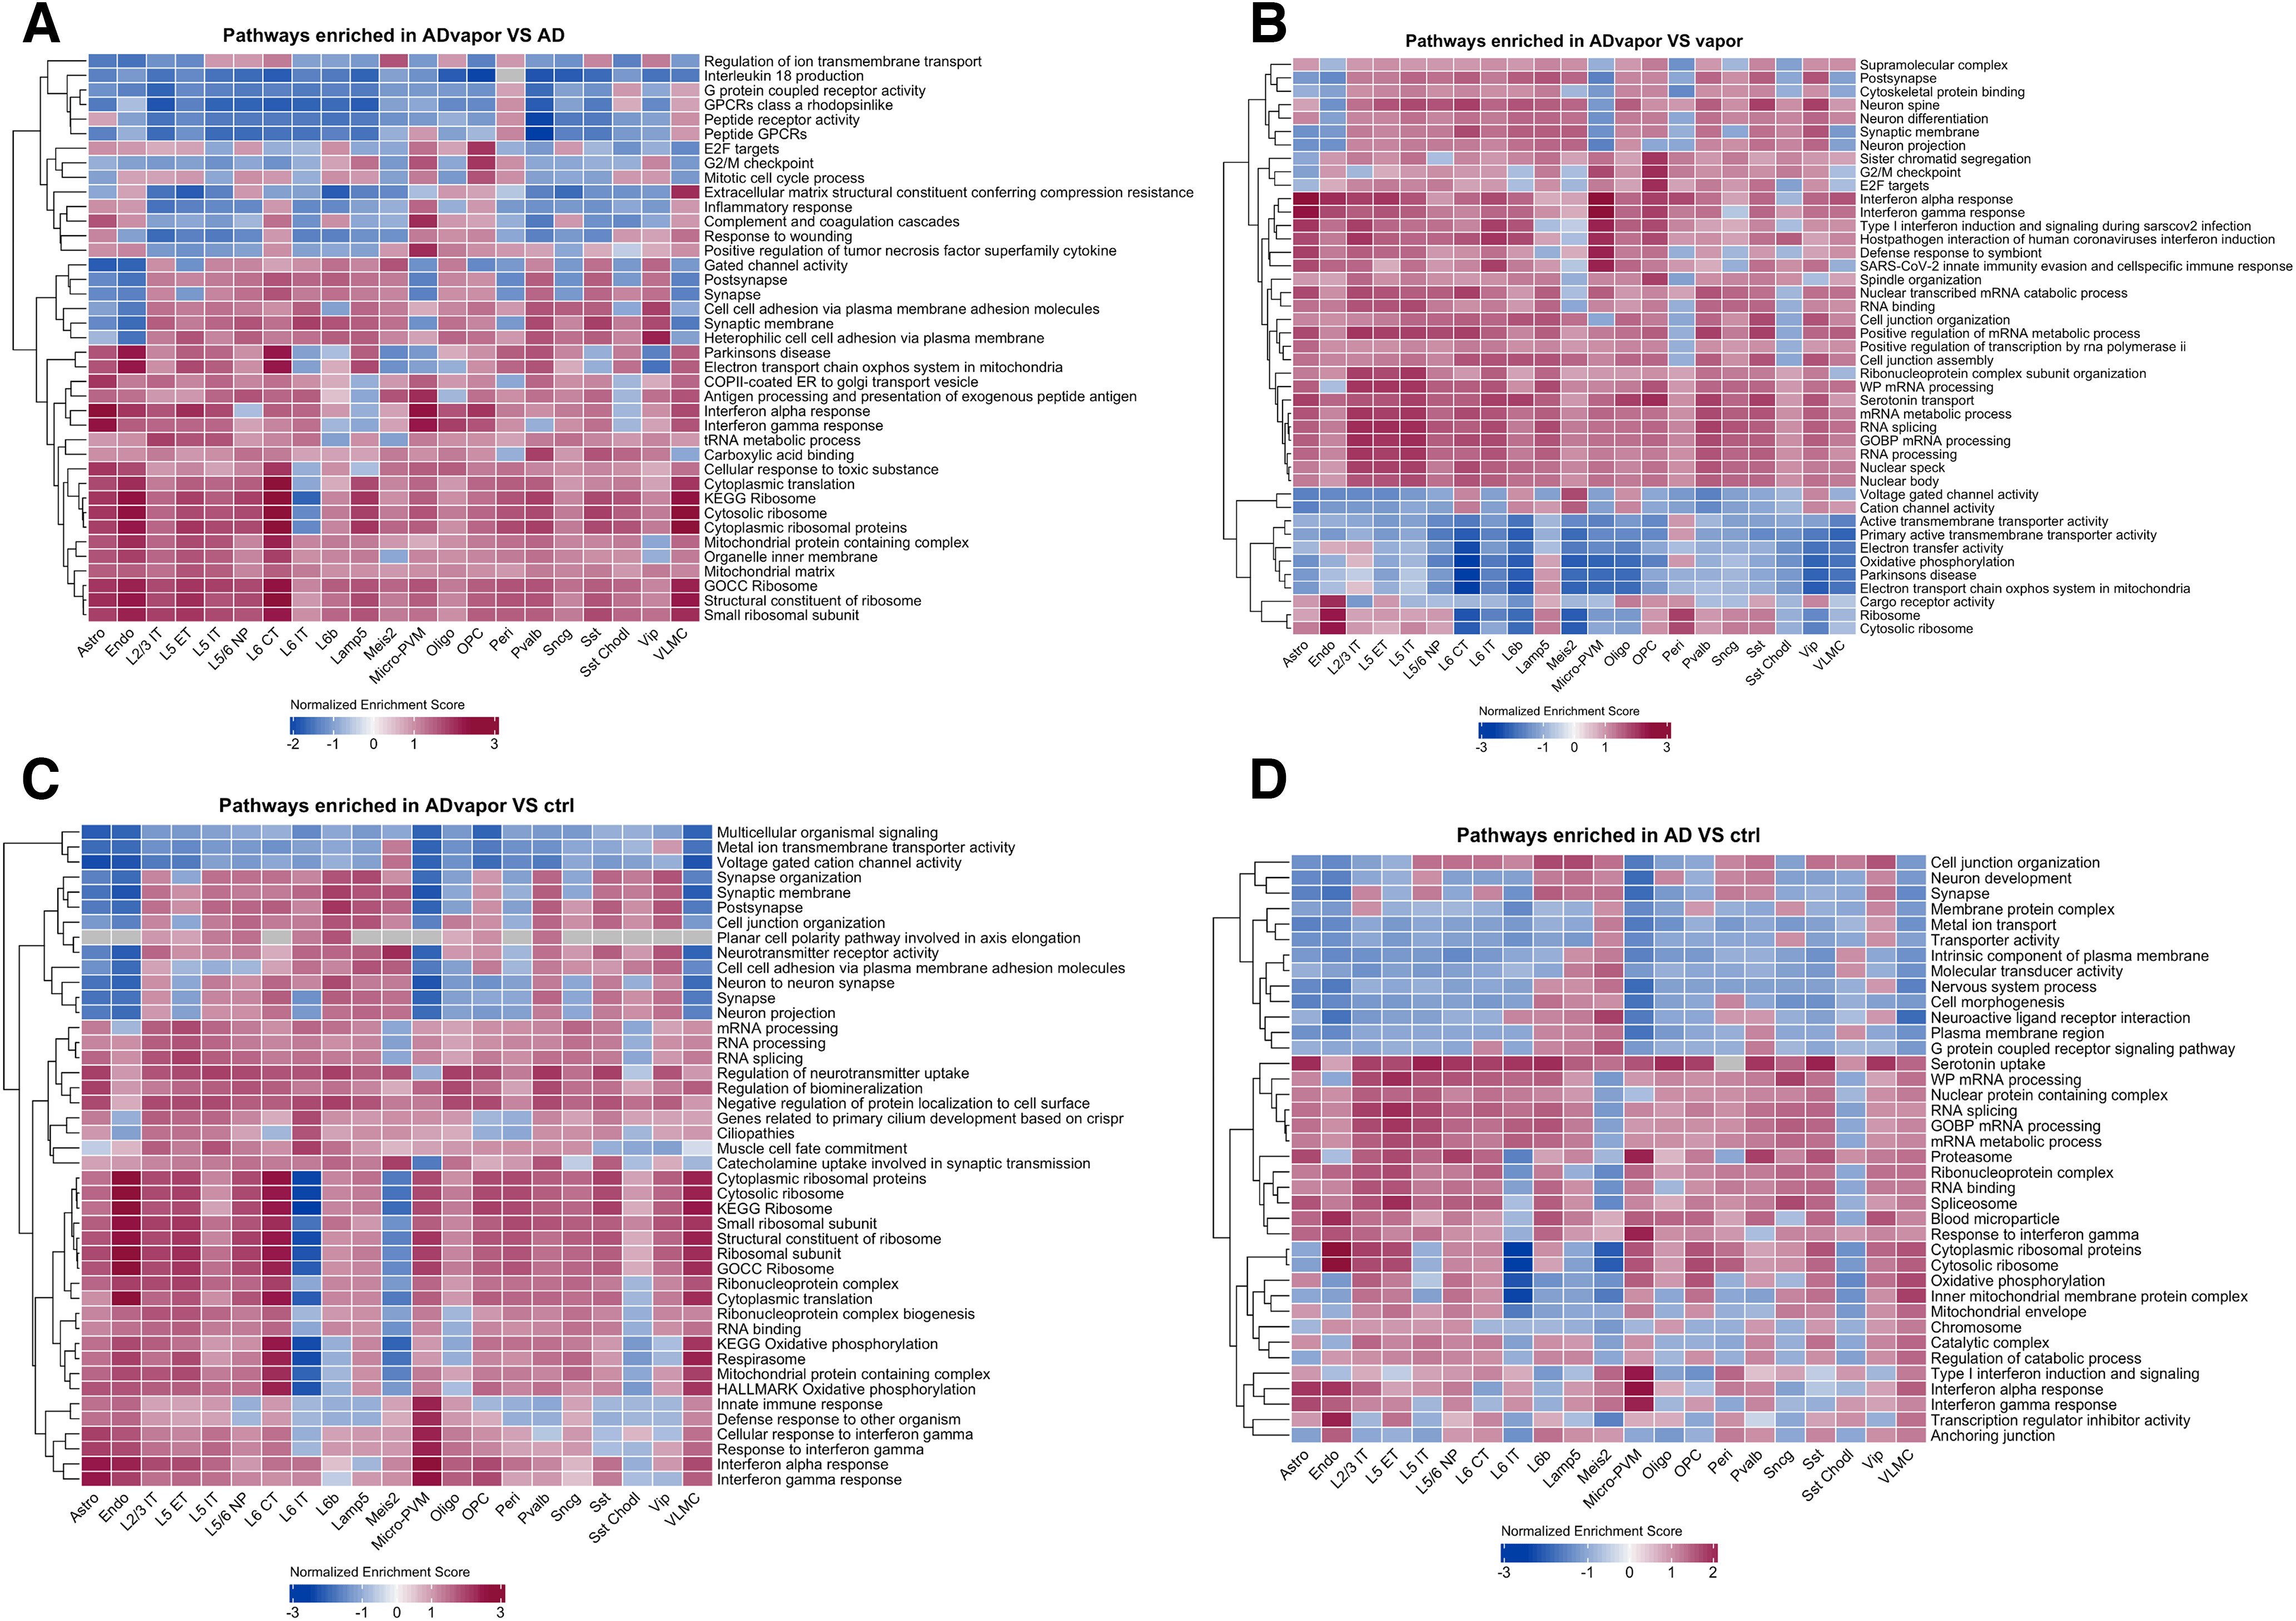
Cell type-specific pathway analysis by GSEA in 3xTg-AD and WT mice with and without a history of repeated alcohol intoxication. ***A–D***, Pathway analysis by GSEA in 3xTg-AD mice with a history of repeated alcohol intoxication by exposure to alcohol vapor (ADvapor) versus 3xTg-AD control mice not exposed to alcohol (AD; ***A***); 3xTg-AD mice with a history of repeated alcohol intoxication (ADvapor) versus WT mice with a history of alcohol intoxication (vapor; ***B***); 3xTg-AD mice with a history of repeated alcohol intoxication (ADvapor) versus WT untreated mice (ctrl; ***C***); and 3xTg-AD mice without alcohol exposure (AD) versus WT mice without alcohol exposure (ctrl; ***D***). For tabular results reporting the significant enriched pathways, see the following: Extended Data Figure 6-1 for panel ***C***; Extended Data Figure 6-2 for panel ***B***; Extended Data Figure 6-3 for panel ***D***; and Extended Data Figure 6-4 for panel ***A***. For the contrast of 3xTg-AD mice with a history of repeated alcohol intoxication versus WT mice without a history of alcohol intoxication but not significant in 3xTg-AD mice without alcohol exposure and WT mice with a history of alcohol intoxication versus ctrl contrasts, see Extended Data Figure 6-5.

10.1523/ENEURO.0456-22.2023.f6-1 Figure 6-1 Significant (adjusted *p *≤* *0.01) pathways enriched in the contrast of 3xTg-AD mice with a history of repeated alcohol intoxication by exposure to alcohol vapor (ADvapor) versus WT mice not exposed to alcohol (ctrl), according to the *fgsea* algorithm. Each tab represents a specific cell type in which the analysis was performed. Download Figure 6-1, XLS file.

10.1523/ENEURO.0456-22.2023.f6-2 Figure 6-2 Significant (adjusted *p *≤* *0.01) pathways enriched in the contrast of 3xTg-AD mice with a history of repeated alcohol intoxication by exposure to alcohol vapor (ADvapor) versus WT mice exposed to alcohol (vapor), according to the *fgsea* algorithm. Each tab represents a specific cell type in which the analysis was performed. Download Figure 6-2, XLS file.

10.1523/ENEURO.0456-22.2023.f6-3 Figure 6-3 Significant (adjusted *p *≤* *0.01) pathways enriched in the contrast of 3xTg-AD mice without alcohol exposure (AD) versus WT mice without alcohol exposure (ctrl), according to the *fgsea* algorithm. Each tab represents a specific cell type in which the analysis was performed. Download Figure 6-3, XLS file.

10.1523/ENEURO.0456-22.2023.f6-4 Figure 6-4 Significant (adjusted *p *≤* *0.01) pathways enriched in the contrast of 3xTg-AD mice with a history of repeated alcohol intoxication (ADvapor) versus 3xTg-AD mice without a history of alcohol intoxication (AD), according to the *fgsea* algorithm. Each tab represents a specific cell type in which the analysis was performed. Download Figure 6-4, XLS file.

10.1523/ENEURO.0456-22.2023.f6-5 Figure 6-5 Table of pathways significant (adjusted *p *≤* *0.01) in the contrast of 3xTg-AD mice with a history of repeated alcohol intoxication (ADvapor) versus WT mice without a history of alcohol intoxication (ctrl), and not significant in 3xTg-AD mice without alcohol exposure (AD) and WT mice with a history of alcohol intoxication (vapor) versus ctrl contrasts. Download Figure 6-5, XLS file.

**Figure 7.**
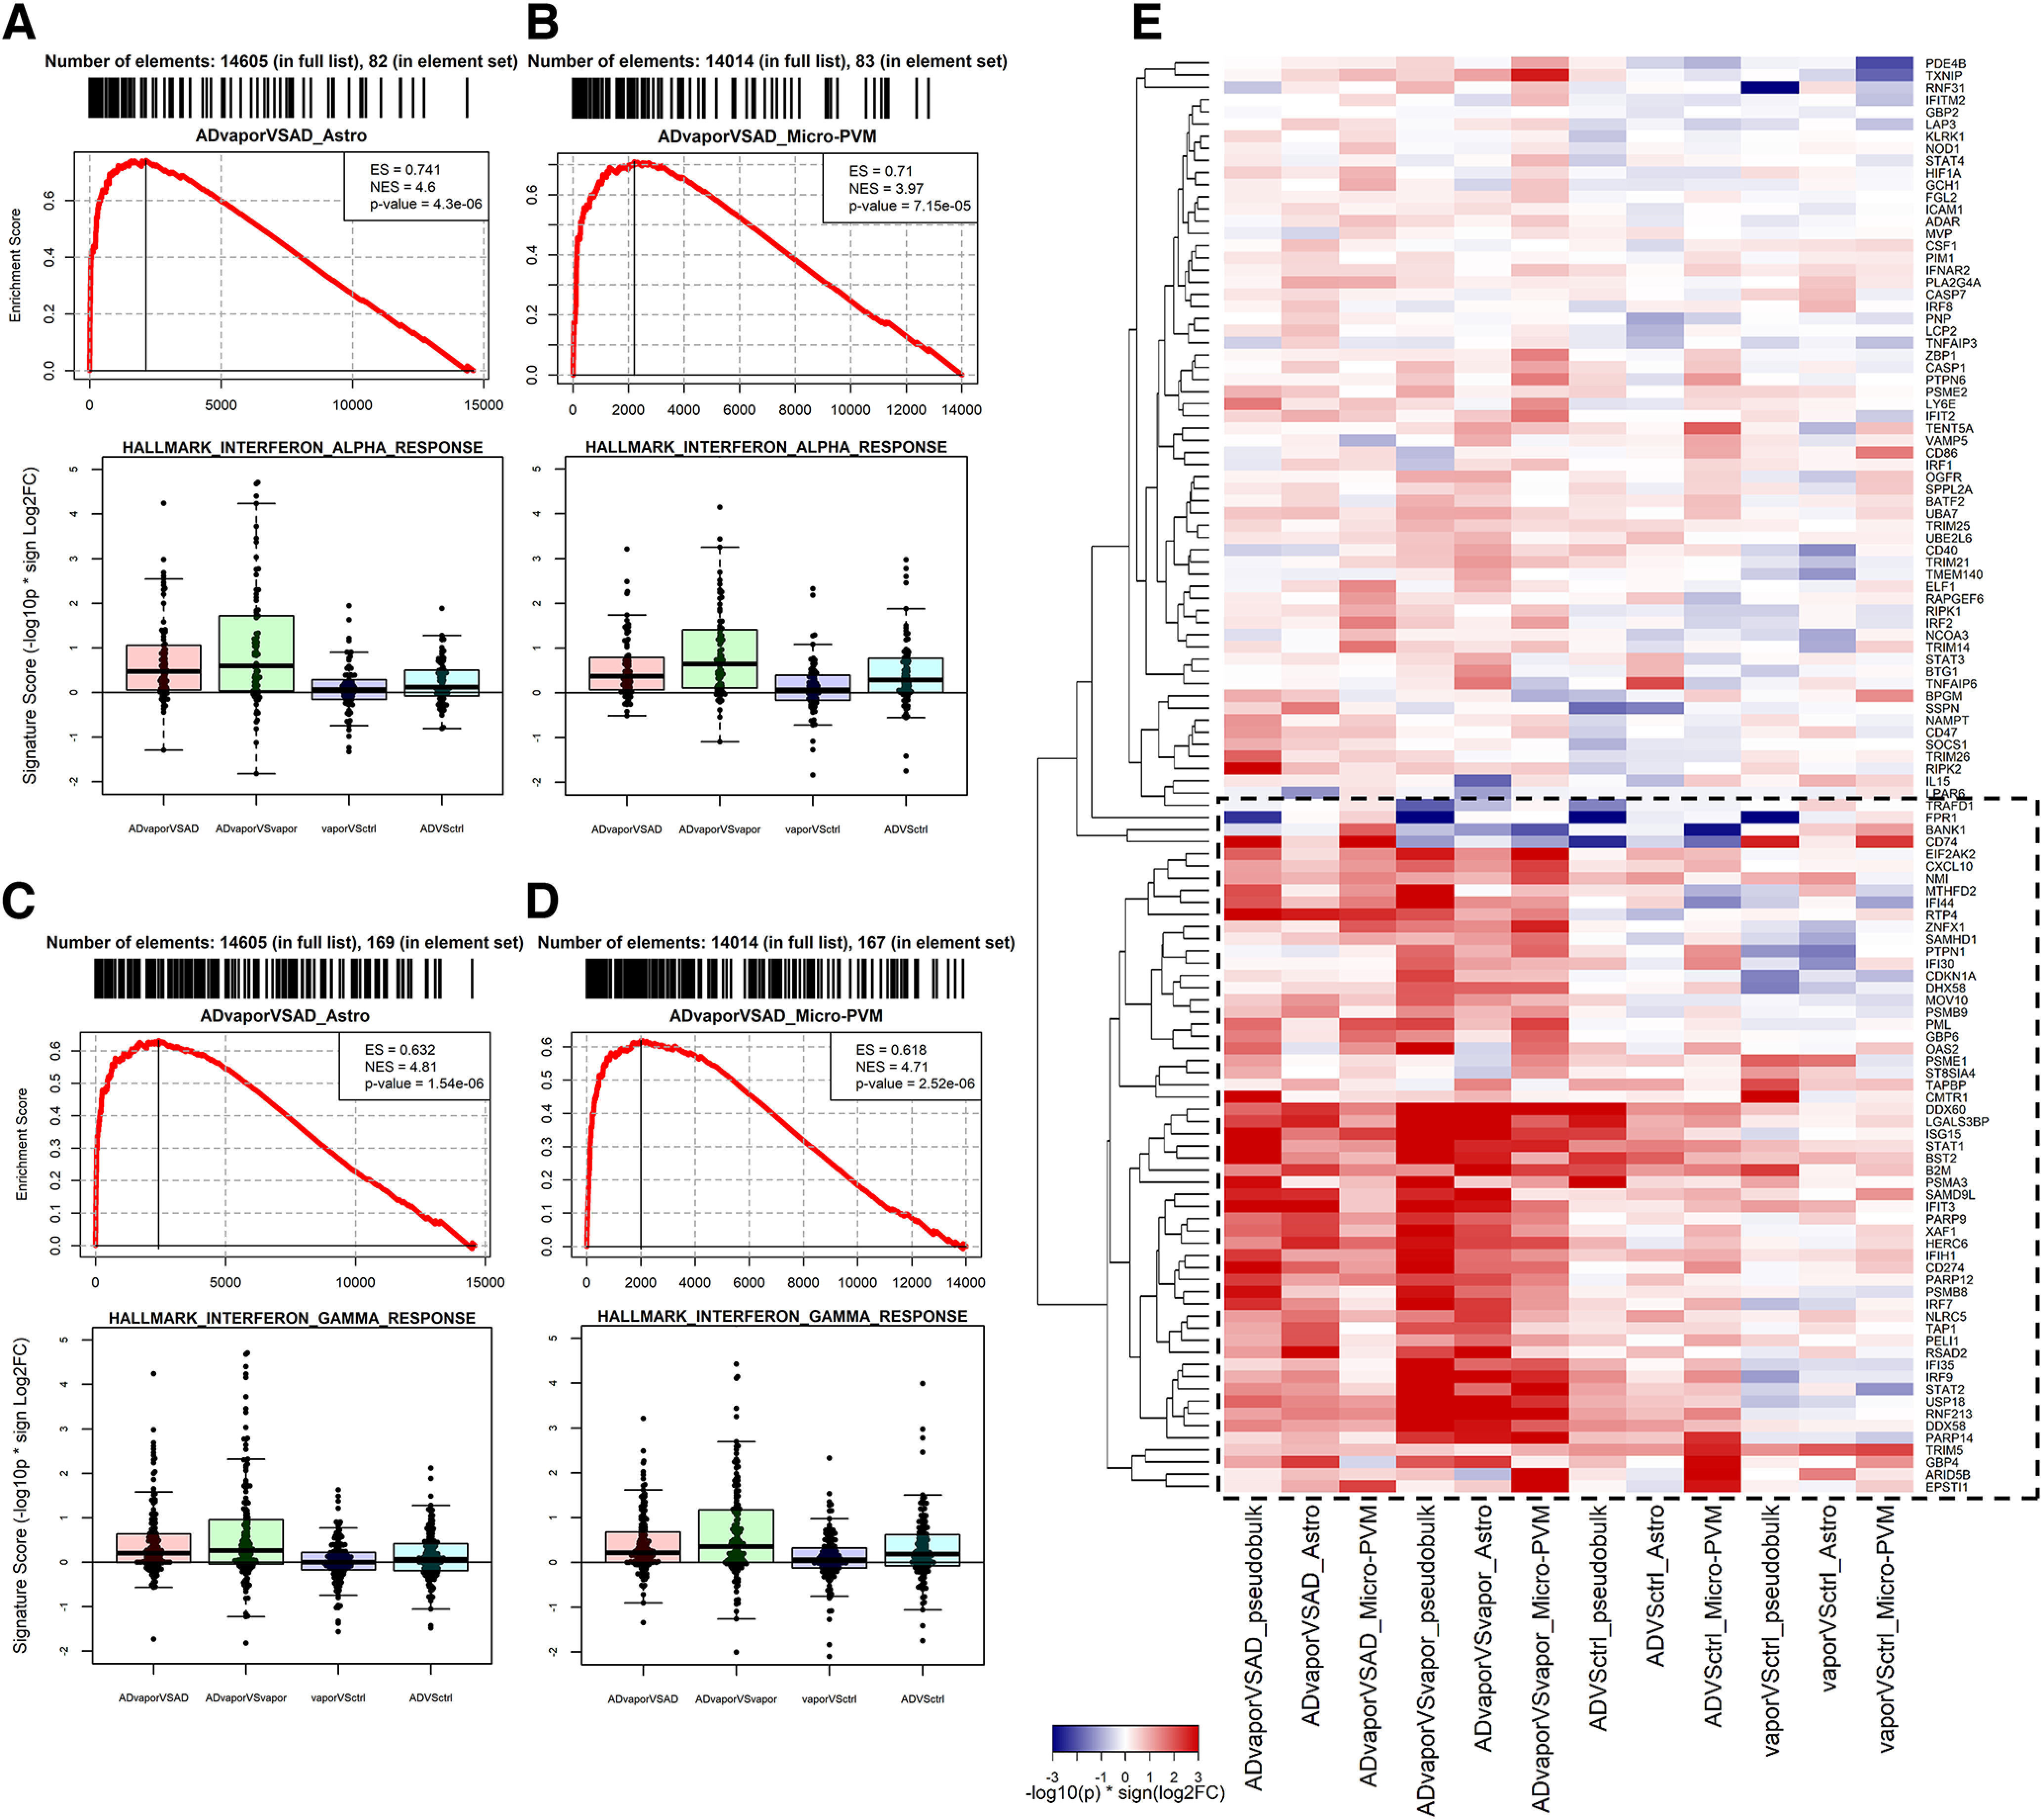
Induction of type I and II IFN in 3xTg-AD mice by a history of repeated alcohol intoxication. ***A***, ***B***, GSEA results for the IFN-α response pathway [the most significantly upregulated pathway in 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice (ADvapor vs AD contrast)] in astrocytes (***A***) and microglia (***B***). ***C***, ***D***, GSEA results for the interferon-γ response pathway (the most significantly upregulated pathway in the ADvapor vs AD contrast) in astrocytes (***C***) and microglia (***D***). Top panels indicate the GSEA analysis in the specific contrast and cell type. Bottom panels use box plots to indicate the differential expression of genes belonging to the relative indicated pathways in the four following contrasts: 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice (ADvapor vs AD; red); 3xTg-AD mice exposed to alcohol versus WT mice exposed to alcohol (ADvapor vs vapor; green); WT mice exposed to alcohol versus WT mice not exposed to alcohol (vapor vs WT ctrl; blue); and 3xTg-AD mice versus WT (AD vs WT ctrl; cyan). ***E***, Heatmap showing differential expression values for genes in IFN-α and IFN-γ response pathways. Genes were selected because of being in the GSEA leading edge in at least one of the following four contrasts: ADvapor versus AD_Astrocytes; ADvapor versus AD_Micro-PVM; ADvapor versus vapor Astrocytes; and ADvapor versus vapor_Micro-PVM. Total: 118 genes. The square defines a subset of IFN-α and IFN-γ pathway genes that show an additive effect in ADvapor.

Pathways related to synaptic membrane components were selectively upregulated in a cell type-specific manner in neurons of 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice and WT mice with and without alcohol exposure, including in L6 CT, L6b, Lamp5, and parvalbumin, and Meis2 interneurons. 

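The synaptic membrane genes, of which 72 were in the table in a list written beforehand, had a mean log2 fold change versus 3xTg-AD mice of 0.07 in L6 CT neurons (camera, adjusted p = 0.108), 0.08 in Lamp5 neurons, and 0.10 in parvalbumin neurons (camera, adjusted p = 0.108). Versus WT controls the means were -0.01, -0.01 and 0.01 in the same order, with adjusted p-values of at least 0.831. The sign in L6 CT neurons changed between alternatives, to 0.0573 with the share of ribosomal RNA-associated reads as a covariate and to 0.00298 with DESeq2. Over the 17 cell types, camera called the list higher in 0 and lower in 5 versus WT controls, and higher in 0 and lower in 3 versus 3xTg-AD mice, whereas fry called it in 0. The mean was above 0 in 3 of the 17 versus WT controls and in 13 versus 3xTg-AD mice. L6b and Meis2 neurons were not tested.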

Increases in synaptic elements and synaptic and metabolic activity are believed to be compensatory and adaptive mechanisms of the natural history of early AD (Bobkova and Vorobyov, 2015; Merlo et al., 2019).

Gene sets related to ribosomal RNA decreased in a cell type-specific manner in L6 IT neurons of 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice and WT control mice, whereas they increased in most other cell types (Fig. 6*A*,*C*, respectively). 

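In L6 IT neurons, the mean log2 fold change of the cytosolic ribosomal protein genes was 0.15 versus WT controls (camera, adjusted p = 0.00791) and 0.12 versus 3xTg-AD mice (camera, adjusted p = 0.0228). Fry called neither, with an adjusted p of 0.557 versus WT controls. Without 3xTg-AD alcohol-exposed mouse 4 the first mean was 0.0681, and camera did not call it. In 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice, camera called the list higher in 14 of 17 cell types, and fry in 0. The list written for ribosomal RNA-associated transcripts, of which 9 were in the table, was lower versus WT controls by camera in 14 of 15 cell types, with means from -1.10 to -0.58, and fry called it in 1.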

A decrease in gene sets related to oxidative phosphorylation, mitochondrial function, and Parkinson-associated genes was seen in Meis2 interneurons, possibly underlying cell type-specific vulnerability (Extended Data Fig. 6-5).

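Meis2 neurons could not be tested between groups, since 88% of their 1129 nuclei came from 1 WT control mouse. In the 17 cell types that were tested, the nuclear-encoded genes of oxidative phosphorylation, of which 84 were in the table, had mean log2 fold changes from 0.04 to 0.32 versus WT controls. Camera called the list higher in 10 cell types, and fry in 0. The 13 mitochondrially encoded genes had means from -0.22 to 0.15, with 1 cell type called higher by camera and 0 by fry.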

## Discussion

The present study was designed to test the hypothesis that excessive alcohol intake increases AD risk and disease progression and to delineate transcriptional correlates of a history of repeated alcohol intoxication at the single-cell level in a model of AD. We found that a history of repeated alcohol intoxication promotes the emergence of spatial learning and memory impairments in presymptomatic 3xTg-AD mice and transcriptional changes consistent with AD progression in the PFC of 3xTg-AD mice that harbor genetic mutations that underlie early-onset familial AD in humans. The present results indicate that excessive alcohol intake promotes AD progression in the setting of genetic AD susceptibility. These results also show that repeated alcohol intoxication by exposure to alcohol vapor is a robust method to model the interaction between excessive alcohol intake and AD susceptibility genes. The present study also shows that the same level of alcohol exposure selectively induced the emergence of cognitive impairment in 3xTg-AD and 5xFAD mice, whereas their respective WT littermate controls were unaffected. Consistent with our findings, Barnett et al. (2022) recently reported that repeated binge alcohol administration by gavage in adolescent 3xTg-AD mice promotes cognitive impairment later in life, and Hoffman et al. (2019) showed that a 4 month history of 24 h, two-bottle choice home-cage consumption of saccharin-sweetened alcohol also impaired spatial memory in 3xTg-AD mice. It is important to note that the murine models used in the present study and in those previous studies have significant limitations that include discrepancies in the pathologic presentation, high levels of transgene expression, accelerated disease progression, and a nonphysiological combination of familial AD mutations, among others (Kitazawa et al., 2012).

The present single-cell level gene expression dataset provides a powerful resource for deconvolving gene regulatory relationships and identifying candidate therapeutic targets for AD. To begin to delineate mechanisms of the detrimental interaction between AD susceptibility and excessive alcohol intake, we performed gene expression profiling at single-cell resolution. We identified gene signatures and pathways that are regulated in a cell type-specific manner by a history of repeated alcohol intoxication in 3xTg-AD mice. Several differentially expressed genes support previously recognized and potentially new candidate mechanisms of AD pathogenesis. 

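Summed over all nuclei of a mouse (pseudo-bulk), 749 genes were called in 3xTg-AD mice exposed to alcohol versus WT controls (290 higher and 459 lower), and 73 in 3xTg-AD mice versus WT controls (20 higher and 53 lower). Of the 1274 calls made in single cell types in the first contrast, 798 (62.6%) were of genes also called in pseudo-bulk, and of the 732 different genes, 342 (46.7%). Of the 1090 calls made in this contrast and in neither other contrast with WT controls, 643 (59%) were of such genes. A single cell type made the call for 500 of the 732 genes. The first count was 1178 with DESeq2, 434 with only the mice of the contrast fitted, and 330 without 3xTg-AD alcohol-exposed mouse 33.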

Importantly, only a few of these genes that were differentially expressed in specific cell types also showed differential expression in pseudo-bulk signatures, which supports the value of the added resolution of the single-cell approach.

Deep and superficial excitatory neurons showed a broad increase in the transcription of cadherins that are upregulated in seizures and implicated in sprouting, synapse formation, and excitatory/inhibitory balance (Shan et al., 2002; Williams et al., 2011; Smith et al., 2017); therefore, they may also underlie increased excitability in the cortex in AD and a history of excessive alcohol exposure. Changes in the expression of the glycine receptor Glra2 and glutamate receptor GluRδ2 may also be related to the increased excitability of cortical circuits. We observed the increased expression of Slc1a3, the EAAT1, in 3xTg-AD mice exposed to alcohol, which appears consistent with the increased excitatory/inhibitory balance in AD patients, leading to cortical and hippocampal hyperexcitability and cognitive impairment (Palop et al., 2007; Lauterborn et al., 2021; Zhang et al., 2022). We also found that several human AD-associated genes identified by GWASs are significantly differentially regulated by alcohol in specific cell types of both superficial and deep layers of the cortex in 3xTg-AD mice.

Among the genes with increased expression in astrocytes of 3xTg-AD mice with a history of repeated alcohol intoxication are genes previously implicated in AD pathogenesis, such as complement C4b, implicated in neuroinflammation in AD and other conditions (Jun et al., 2022); the IFN-regulated gene Ifit3 (Hur et al., 2020); the antioxidant and heavy metal binding protein Mt1 that is upregulated by neuroinflammation and was previously found to be upregulated in AD and AD models (Carrasco et al., 2006; Manso et al., 2016); and cathepsin S, a likely contributor to neuroinflammation in AD (Lowry and Klegeris, 2018). The downregulation of Atg16l2, a negative regulator of the NLRP3 inflammasome (Wang et al., 2022), may contribute to neuroinflammation. We also found transcriptional evidence of type I and II interferon activation. Type I IFN was recently shown to be induced in 3xTg-AD mice, also by repeated binge alcohol administration by gavage (Barnett et al., 2022). Evidence from animal models suggests that IFN signaling contributes to cognitive symptoms and disease progression (Minter et al., 2016), and IFN activation has also been demonstrated in human AD plaques (Roy et al., 2020). While Tlr7 increased selectively in 3xTg-AD mice exposed to alcohol, it increased in the brains of humans with alcohol use disorder (Coleman et al., 2017) and in genes related to antigen presentation, such as H2-K1 and H2-D1, among others. Upregulated genes in endothelial cells of 3xTg-AD mice exposed to alcohol were indicative of aged capillaries, including innate immunity genes, such as Ly6a, Ly6c1, Ifitm3, B2m, H2-K1, and H2-D1 (Chen et al., 2020).

Ribosomal proteins were broadly dysregulated by a history of repeated alcohol intoxication in 3xTg-AD mice. Changes in ribosomal content and function are increasingly recognized as pathogenic mechanisms, including in neurodevelopmental and neurodegenerative disorders (Farley-Barnes et al., 2019), aging (Zahn et al., 2006, 2007; Ximerakis et al., 2019), and cellular senescence (Nishimura et al., 2015). An additional indicator of altered proteostasis is the differential expression of cyclin-dependent kinase Cdk8, a regulator of transcription (Dannappel et al., 2018) that is also affected by alcohol in the liver (Song et al., 2017). We found an unexpected broad increase in synapse-related transcripts, which may reflect early stages of AD in which compensatory and adaptive mechanisms, including increases in synaptic proteins, predominate (Bobkova and Vorobyov, 2015; Merlo et al., 2019). Several markers of aging in endothelial cells (Chen et al., 2020) were selectively upregulated in 3xTg-AD mice exposed to alcohol.

Comparisons of gene expression signatures of 3xTg-AD mice with and without histories of repeated alcohol intoxication versus WT control mice to signatures of 3xTg-AD mice and 5xFAD mice of different ages showed that transcriptomes of 3xTg-AD mice with histories of repeated alcohol intoxication had greater similarities to the transcriptomes of older 3xTg-AD mice and 5xFAD mice with advanced disease and cognitive impairment than the transcriptomes of 3xTg-AD mice not exposed to alcohol, indicating that alcohol promotes accelerated AD progression.

Overall, the present study provides a comprehensive gene expression dataset at the single-nucleus level of the interaction between a history of alcohol intoxication in the setting of genetic AD susceptibility in mutant mice, which results in cognitive impairment. Our data highlight microglia and astrocyte neuroinflammatory mechanisms in the action of alcohol in AD pathogenesis and support a role for alcohol in promoting neuroinflammation and disease progression in prodromal and early AD. To the best of our knowledge, the present resource is the first single-cell view of transcriptional alterations brought about by an AD–alcohol interaction, revealing cell type-specific and shared gene expression perturbations. There is an urgent need for effective therapeutics to reverse or at least delay AD progression. The present single-cell level gene expression dataset provides a powerful resource for deconvolving gene regulatory relationships and identifying candidate therapeutic targets for AD progression and the role of excessive alcohol intake in cognitive impairment.

# Supplementary material for: A History of Repeated Alcohol Intoxication Promotes Cognitive Impairment and Gene Expression Signatures of Disease Progression in the 3xTg Mouse Model of Alzheimer’s Disease
**Source:** eNeuro. 2023 Jul 4;10(7):ENEURO.0456-22.2023. doi: 10.1523/ENEURO.0456-22.2023
**Supplement:** Figure 2-1 — Abbreviations for cell types. Download Figure 2-1, DOCX file.

**Figure 2-1. Abbreviations**

| **Acronym** | **Expanded cell type name** |
| --- | --- |
| Astro | Astrocyte |
| Endo | Endothelial cell |
| L2/3 IT | Layer 2-3 glutamatergic neuron, intratelencephalon-projecting |
| L5 ET | Layer 5 glutamatergic neuron, extratelencephalon-projecting |
| L5 IT | Layer 5 glutamatergic neuron, intratelencephalon-projecting |
| L5/6 NP | Layer 5-6 glutamatergic neuron, near-projecting |
| L6 CT | Layer 6 glutamatergic neuron, corticothalamic-projecting |
| L6 IT | Layer 6 glutamatergic neuron, intratelencephalon-projecting |
| L6 IT Car3 | Layer 6 Car3+ glutamatergic neuron, intratelencephalon-projecting |
| L6b | Layer 6b glutamatergic neuron |
| Lamp5 | Lamp5+ GABAergic neuron |
| Meis2 | Meis2+ GABAergic neuron |
| Micro-PVM | Microglia / perivascular macrophage |
| Oligo | Oligodendrocyte |
| OPC | Oligodendrocyte precursor cell |
| Peri | Pericyte |
| Pvalb | Parvalbumin+ GABAergic neuron |
| Sncg | Gamma-synuclein+ GABAergic neuron |
| Sst | Somatostatin+ GABAergic neuron |
| Sst Chodl | Somatostatin+ chondrolectin+ GABAergic neuron |
| Vip | Vasointestinal peptide+ GABAergic neuron |
| VLMC | Vascular leptomeningeal cell |

How the deposited data were processed for this re-analysis (not part of the article)

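Single-nucleus RNA-Seq of the medial PFC of 16 male mice was analysed, with 4 WT controls, 4 WT mice exposed to alcohol vapor, 4 3xTg-AD mice, and 4 3xTg-AD mice exposed to alcohol vapor. The authors aligned the 10x Genomics reads to mm10 with Cell Ranger and deposited the UMI counts of all samples in 1 sparse table of 19999 genes and 114512 nuclei, without normalization. The counts are whole numbers, and each nucleus carries the label of its sample, from which its mouse and group were taken. The human transgenes are not among the genes of the table. No gene had counts in only 1 to 4 nuclei of a mouse, and the paper's text does not name the limits of the filter on nuclei, so all nuclei of the table were used. The blood alcohol levels, the Morris water maze, the 5xFAD mice and the gene sets of other studies were not analysed here.

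Each mouse gave between 4955 and 9096 nuclei and between 9622031 and 17544364 UMIs, 216742276 in all. A nucleus had 1019 detected genes at the median. Genes with few UMIs in a cell type were left out by the filter of edgeR (filterByExpr), and a small change in them would not show at this depth. Errors given beside a level are SDs between the 4 mice of a group and thus hold counting error and differences between mice together.

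Cell types were rebuilt from the counts with scanpy 1.11.5 (anndata 0.12.19, scikit-learn 1.9.0, numpy 2.4.6 and scipy 1.17.1, in Python 3.11.15). Counts were scaled to 10000 UMIs per nucleus and log-transformed. Without the mitochondrial and ribosomal RNA-associated genes, 2000 variable genes and 30 principal components were taken, and clusters were drawn by the Leiden method on 20 nearest neighbors at a resolution of 1.5. A cluster was called glutamatergic when the log2 fold of Slc17a7 over the other nuclei was above -0.3 and that of Gad1 below -0.5. It was called GABAergic when the fold of Gad1 was above 0.3 and that of Slc17a7 below -0.5. Both classes were clustered a second time, the glutamatergic nuclei after centering each gene on the mean of its mouse, because their first clusters split by mouse. A cluster of at least 50 nuclei took the name of the cell type whose markers scored highest in its class when at least 3 of them were raised at least 1.5-fold and the 10 leading genes held no more markers of another type of that class. Non-neuronal clusters also needed a lower Slc17a7 than the other nuclei. Clusters with few UMIs per nucleus for their mouse and no marker among the leading genes stayed unnamed. The markers were listed beforehand from the taxonomy the paper used and general knowledge of the cortex. Because the names were not transferred from a reference, a difference from the study can come from the rebuilt names. Doublets were scored with scrublet at an expected rate of 6%. Its automatic threshold marked 554 nuclei (0.48%), of which 356 came from WT alcohol-exposed mouse 18 (4.01% of its nuclei, at a score threshold of 0.321), against 0.06% to 0.43% of the nuclei of the other 15 mice. No nucleus was removed for the main values.

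Counts were summed per mouse and cell type, and per mouse over all nuclei for the pseudo-bulk. The sums were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, a robust quasi-likelihood fit with a mean for each of the 4 groups, statmod 1.5.0). Contrasts were 3xTg-AD mice exposed to alcohol versus each of the other groups, 3xTg-AD mice and WT mice exposed to alcohol versus WT controls, and the interaction of genotype and alcohol. The p-values were adjusted by Benjamini-Hochberg within cell type and contrast, and a gene was called at an adjusted p of at most 0.05. A mouse needed at least 10 nuclei of a type and a type at least 3 such mice per group, or 2 with a mouse left out. A gene was counted as called in 3xTg-AD mice exposed to alcohol alone when it was called versus WT controls in that group and not in the other 2, as in Figure 4 of the paper.

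The 10 gene lists were written beforehand and stand in for the sets of the paper, which were not available here. They hold interferon-stimulated genes (47 in the table), calcium signaling genes (50), synaptic membrane genes (72), ribosomal RNA-associated transcripts (9), activity-dependent genes (11), genes at established Alzheimer's disease loci (30), cytosolic ribosomal protein genes (91), nuclear-encoded genes of oxidative phosphorylation (84), mitochondrially encoded genes (13), and cadherin and protocadherin genes (30). Each was tested with camera of limma 3.58.1 at a preset correlation of 0.01 where at least 5 of its genes passed the filter, with fry and with camera at an estimated correlation beside it, and adjusted over all lists and cell types of a contrast. The value reported is the mean log2 fold change of the list in edgeR. The share of each cell type among the named nuclei was compared between groups by exact permutation tests, and between genotypes with 100000 resamples, and adjusted over cell types. Correlations across mice or cell types were tested with 100000 permutations, and the places of genes in the genome against 10000 random sets of tested genes, with genes within 5 Mb of each other taken as neighbors. Positions are from the GRCm38 annotation, which is the mm10 build the paper used. By name, 19628 of the genes (98.1%) matched 1 annotated gene.

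The genes named in the text were chosen by a rule set beforehand. They are every gene the paper's results name, in the cell types it names; for each contrast, the 5 genes called in the most cell types; mouse Thy1, App and Mapt as checks of the genotype labels; the ribosomal RNA-associated transcripts; and the genes of the tests of explanations. Results of some genes under this rule are left out of the text, and counts over all named genes include them. Genes named outside this rule are said to be chosen after their values were seen.

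Each value was recomputed with DESeq2 1.42.0 and its size factors, with median-ratio size factors in edgeR, without the filter on low counts, with a filter on a mean count above 10, with only the groups of the contrast in the fit, after a stricter filter on nuclei (at least 500 detected genes and at most 5% mitochondrial UMIs), without doublets above the automatic threshold, with a Leiden resolution of 3, with the share of ribosomal RNA-associated reads as a covariate, without the ribosomal RNA-associated genes, and with each mouse left out. After seeing the data, 2 alternatives were added, which leave out the 6% of nuclei with the highest doublet scores and the 3 mice with the most Gm42418 (WT controls 26 and 27 and 3xTg-AD mouse 12). The mice were also split into other groups of the same sizes, in 35 ways for a contrast of 2 groups and in 100 drawn ways for the interaction, and each count and list value was recomputed.

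The tests were checked on simulated data made from the means and dispersions of the counts. For single genes, changes were given only to genes above a floor in mean count, and small changes were not simulated. In L2/3 IT neurons, edgeR called 179 of 200 changed genes, 97 of the 100 changed 4-fold, and 9 others, with a slope of estimated on simulated changes of 0.998. In Sncg neurons, with 2048 genes tested against 12353, it called 168 of 199 changed genes and 96 of the 99 changed 4-fold in WT mice exposed to alcohol versus WT controls. In astrocytes, the interaction called 131 of 200 changed genes and 95 of the 100 changed 4-fold. A shift of 0.5 in the ribosomal protein genes was recovered as 0.49 in L6 IT neurons. L6b neurons, Meis2 neurons, pericytes, Sst Chodl neurons and striatal projection neurons had too few mice with 10 nuclei and were left out of the tests.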

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

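The tests of Lars2, AY036118 and the interferon-stimulated genes and the splits of the mice were chosen only after the results were seen, whereas the tests of Meis2 neurons and of neighboring genes, and the interaction of genotype and alcohol, were set before. A mouse was taken as far from its group when its gap to the nearest of the other mice, divided by the range of the group, was above Dixon's critical value at 5 percent for 4 mice. Over 41 measures, 16 of 164 groups held such a mouse, and chance gives about 8, or 1 in 20 groups. The 16 follow, each with the range of the other 3 mice.

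In 3xTg-AD mouse 12, nuclei numbered 5865 (7168 to 7227 in the others), ribosomal RNA-like genes took 1.93% of the UMIs (0.468% to 0.509%), Gm42418 had 17914 CPM (3477 to 3977), and Lars2 had 1236 CPM (321 to 402). WT controls 26 and 27 were in the same range, with 29047 and 19430 CPM of Gm42418 and 2232 and 1514 CPM of Lars2. The absence of alcohol does not account for these 3 mice, since 3xTg-AD mice 13, 14 and 21 and WT controls 28 and 36, also without alcohol, had at most 4249 CPM of Gm42418. A candidate explanation for the Lars2 levels is the share of ribosomal RNA-like reads in a library, because Lars2 also rose with Gm42418 across the other 13 mice (Pearson r 0.912). Why the share was high in these 3 libraries stays open, and no biological explanation was tested. The labels of the samples name no library batch.

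Filip1l had 73.7 CPM in WT control 27 (9.00 to 12.5 in the others) and Jarid2 had 62.2 CPM in WT alcohol-exposed mouse 18 (56.4 to 57.1). Filip1l lies within Cmss1 on the other strand, and the level of Cmss1 in the same mouse, 16.6 CPM, was within the range of all mice (11.9 to 22.2), so the high Filip1l did not show in the counts of Cmss1. No technical explanation was tested for these 2 genes, and no biological explanation was tested.

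In the shares of cell types among the named nuclei, WT control 27 had 29.95% Meis2 neurons (0% to 0.138% in the others) and 2.98% parvalbumin neurons (5.58% to 5.72%). Both are shares of the same total, so the many Meis2 neurons lower the parvalbumin share. The Meis2 neurons of 3xTg-AD alcohol-exposed mouse 31 made up 1.79% (0.0466% to 0.167%). Striatal projection neurons reached 1.71% in 3xTg-AD mouse 12 (0% to 0.162%) and 0.0804% in WT alcohol-exposed mouse 7 (0% in each of the others). L6 CT neurons reached 14.9% in WT alcohol-exposed mouse 17 (7.10% to 8.26%), endothelial cells 1.11% in WT alcohol-exposed mouse 6 (0.830% to 0.837%), and microglia-PVM 4.64% in 3xTg-AD alcohol-exposed mouse 4 (7.04% to 7.497%). The unnamed nuclei of WT alcohol-exposed mouse 7 made up 42.8% (47.4% to 48.2%). A candidate explanation for the Meis2 neurons is tissue of another region taken with the PFC of WT control 27, which held 88% of all Meis2 neurons. These nuclei were not striatal projection neurons, since markers of that type were near their level in other GABAergic types and far from that in the nuclei named so (Pde10a 252 CPM against 268 and 1174, Ppp1r1b 5.78 against 7.12 and 76.0, Rgs9 23.1 against 17.1 and 313). WT control 27 also held 20 striatal projection neurons (0.603% of its named nuclei), the second most of all mice, so other cells of the striatum stay open. Another region and a difference of this mouse cannot be told apart from each other, since 1 mouse holds most of the nuclei. For the other shares no technical explanation was tested. As the mice of a group share genotype and exposure, no biological explanation was tested.

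The interferon-stimulated genes summed to 1060 CPM over all nuclei of 3xTg-AD alcohol-exposed mouse 34 (335 to 454 in the others). A cluster led by these genes, which the paper does not report, held 119 nuclei, of which 87 came from this mouse (1.76% of its 4955 nuclei) and at most 6 from any other mouse. The interaction of genotype and alcohol over the list was 0.72 in astrocytes, with 16 of 17 genes positive (camera, adjusted p = 0.00124), so that the effect of alcohol was larger in 3xTg-AD than in WT mice by camera. The rotation test fry (adjusted p = 0.975) and camera with an estimated correlation (adjusted p = 0.987) made no call. With all mice, 67 of 100 splits gave an interaction as large as 0.72. These splits mixed the mice of all 4 groups, so effects of genotype, alcohol and mouse 34 enter them. They therefore cannot judge the interaction, and chance was not excluded. Without mouse 34 the interaction was 0.17 (camera, adjusted p = 0.591). A candidate explanation for the higher list in 3xTg-AD mice exposed to alcohol than in 3xTg-AD mice is this mouse alone. Without it the mean in astrocytes fell from 0.96 to 0.41, with 13 of 17 genes higher, and camera still called the list (adjusted p = 0.00217) while fry called it neither with the mouse nor without (adjusted p = 0.643). A difference of 1 mouse and an effect of alcohol in the group cannot be told apart, because fry and camera disagree and 3 mice remain. The sample labels set mouse 34 apart in nothing else, and a biological effect of exposure in 3xTg-AD mice stays open.

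The interaction was called for 2 genes, each chosen after its value was seen. That of 1700080N15Rik in astrocytes was -1.82 (SE 0.33, adjusted p = 0.0153), so that its change with alcohol was lower in 3xTg-AD than in WT mice. It stayed between -1.99 and -1.60 over the alternatives, with adjusted p-values up to 0.184, and the call was lost with DESeq2 (-1.83) and without WT alcohol-exposed mouse 6 (-1.60) or 17 (-1.76), 3xTg-AD mouse 13 (-1.81), 14 (-1.78) or 21 (-1.69), or 3xTg-AD alcohol-exposed mouse 33 (-1.72). That of Brinp3 in L5 IT neurons was 1.39 (SE 0.25, adjusted p = 0.0475), and adjusted p-values reached 0.588 over the alternatives. The call of Brinp3 was lost with a Leiden resolution of 3 (1.19), without the 3 mice with the most Gm42418 (1.31), and without WT control 26 (1.31) or 36 (1.31), WT alcohol-exposed mouse 7 (1.29) or 18 (1.30), 3xTg-AD mouse 12 (1.35), 13 (1.42), 14 (1.43) or 21 (1.36), or 3xTg-AD alcohol-exposed mouse 4 (1.42), 31 (1.33) or 33 (1.32). Of 100 splits of the mice, 49 gave at least as many interaction calls as the real one. As these splits mixed the mice of all groups, they cannot judge an interaction, and chance was not excluded for either gene. No technical explanation was tested, and an effect of alcohol that depends on the genotype stays open as the biological one.

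Some genes that the paper does not discuss were called in many cell types. In 3xTg-AD mice exposed to alcohol versus WT controls these were Tmsb4x (15 of 17 cell types, median log2 fold change 1.24), Ccl27a (14 of 14, -1.81), Gm49179 (13 of 15, -1.21) and AY036118 (13 of 17, -0.78). Versus WT mice exposed to alcohol they were Timp4 (11 of 15, -1.46), Rpl29 (10 of 17, 2.58) and Rbmxl1 (9 of 9, -2.10). Tmsb4x, Ccl27a, Rpl29 and Rbmxl1 were also among the 51 genes called in the same cell type and direction between the genotypes both with and without alcohol. A candidate explanation for these is a strain haplotype carried with the transgenes or on chromosome X. Of 50 such genes with a place in the annotation, 22 lay within 5 Mb of another, against a median of 11 in random sets of tested genes (permutation test over random sets, p = 0.006). An effect of the transgenes on the same genes was not tested and stays open. Ccl27a, Rbmxl1 and Rpl29 have near-identical copies in the genome, so a variant that moves reads between copies also stays open. With 1 mouse left out, Ccl27a was called in 9 cell types without 3xTg-AD alcohol-exposed mouse 31, and Rpl29 in 5 without WT alcohol-exposed mouse 7 or 18, in 17 without WT alcohol-exposed mouse 6, and in 16 without WT control 36.

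AY036118 overlaps Gm42418 on the opposite strand. A candidate explanation for its lower level is a smaller share of ribosomal RNA-like reads in 3xTg-AD mice exposed to alcohol. AY036118 was also lower than in WT mice exposed to alcohol in 17 of 17 cell types (median -0.54, and -0.51 with the share as a covariate). It was called in 0 of them without the covariate and in 4 with it. The covariate holds the reads of AY036118 itself, beside those of Gm42418 and Gm26917. Across the CPM of the mice, the difference in AY036118 gave p = 0.0286 in an exact permutation test. That is the smallest p that 4 against 4 mice can give, and Gm42418 gave 0.114 in the same test. Gm42418 had 2059 to 3232 CPM in 3xTg-AD mice exposed to alcohol and 2495 to 3912 CPM in WT mice exposed to alcohol. A lower share is thus not excluded there, and whether the share is the whole cause was not settled. Part of the change versus WT controls went with the share, since the median fell from -0.78 to -0.40 in size with the covariate and the calls from 13 to 3. They were 4 without WT control 26 and 8 without 3xTg-AD alcohol-exposed mouse 31. Exposure to alcohol in 3xTg-AD mice stays open as a biological explanation.

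Gm49179 and Timp4 were not among the genes that differed between the genotypes with and without alcohol. Gm49179 was also called in 8 of 15 cell types in 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice (median -0.97), which leaves an effect of alcohol open, and no technical explanation was tested for it. With 1 mouse left out its 13 calls versus WT controls became 8 without WT control 27 or 3xTg-AD alcohol-exposed mouse 33, and its 8 calls became 5 without 3xTg-AD mouse 21 or 3xTg-AD alcohol-exposed mouse 31, 33 or 34. Timp4 had 186 ± 75.9 CPM in WT controls, 299 ± 93.3 in WT mice exposed to alcohol, 225 ± 64.5 in 3xTg-AD mice, and 113 ± 10.1 in 3xTg-AD mice exposed to alcohol. Its 11 calls became 4 without 3xTg-AD alcohol-exposed mouse 4 or 31, 5 without mouse 33 of that group or WT alcohol-exposed mouse 6, 7 or 18, and 7 without 3xTg-AD alcohol-exposed mouse 34 or WT control 26. No explanation was tested for Timp4, and genotype and exposure stay open.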

How the results depend on the processing

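The alternatives that leave out the 6% of nuclei with the highest doublet scores and the 3 mice with the most Gm42418 (WT controls 26 and 27 and 3xTg-AD mouse 12) were chosen after seeing the data, and all other alternatives, the gene lists and the contrasts were set before the data were examined. Over the counts of calls, the list values and the test of cell type shares, 420 values under an alternative or with 1 mouse left out kept their direction and their side of the threshold (for a count, within 1.5-fold), 62 moved, 23 kept the direction and lost the call, and 8 changed sign. For single genes in the cell types named for them, 2133 values kept direction and call, 102 lost the call, 35 gained it, and 32 changed sign. The 102 include Mrpl33 in Sst neurons with DESeq2, which gave no adjusted p there. Numbers of cell types with a call of a gene stayed within 1.5-fold in 602 cases and moved in 98. Where a value changed, the cause was not tested, unless another cause is given here. No paired analysis was possible because the mice of the groups are not paired by number.

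With median-ratio size factors, with a mean count above 10 and without the ribosomal RNA-associated genes, the 9 counts of calls stayed within 1.5-fold and the 8 list values kept direction and call. The same held for the stricter filter on nuclei and for doublets above the automatic threshold left out, apart from the cell type shares, where 1 of the 88 tests passed under each of them and under a Leiden resolution of 3 and without the 6% highest doublet scores, against 0 before (4 at an unadjusted p under 0.05, in permutation tests that were exact for 4 against 4 mice and took 100000 resamples for 8 against 8). With all nuclei as the denominator 2 tests passed, and with 1 mouse left out 0 to 1.

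The lists depended most on the test and on how it treated the correlation between genes. Camera sets a list against the other genes and fry tests the list by itself, so these tests differ in more than the correlation. Fry did not call the interferon-stimulated genes in 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice in astrocytes (0.96, adjusted p = 0.547) or microglia-PVM (0.67, adjusted p = 0.547), their interaction in astrocytes (0.72, adjusted p = 0.975), or the ribosomal protein genes versus WT controls in L6 IT (0.15, adjusted p = 0.557) and L6 CT neurons (0.13, adjusted p = 0.641). Camera with an estimated correlation called none of these (adjusted p-values in the same order 0.735, 0.735, 0.987, 0.822 and 0.843) nor the calcium signaling genes in astrocytes (-0.27, adjusted p = 0.218), which fry called (adjusted p = 0.045). The values themselves are the same by construction. Over the alternatives and mice left out, adjusted p-values went from 7.03e-18 to 0.735 for the interferon-stimulated genes in astrocytes, 1.39e-13 to 0.735 in microglia-PVM, 1.39e-07 to 0.987 for the interaction, 1.59e-07 to 0.822 for the ribosomal protein genes in L6 IT and 1.17e-06 to 0.864 in L6 CT neurons, and 1.8e-07 to 0.218 for the calcium signaling genes.

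DESeq2 gave 191 calls in WT mice exposed to alcohol versus WT controls (34 in edgeR), and in pseudo-bulk 1178 calls in 3xTg-AD mice exposed to alcohol versus WT controls (749) and 179 in 3xTg-AD mice versus WT controls (73). Without the filter on low counts there were 393 calls in 3xTg-AD mice versus WT controls (202), 89 in WT mice exposed to alcohol versus WT controls, 383 in 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice (207), 873 versus WT mice exposed to alcohol (428), and 12 in the interaction (2). With only the groups of the contrast fitted, 3xTg-AD mice exposed to alcohol gave 387 calls versus 3xTg-AD mice and 668 versus WT mice exposed to alcohol, and the pseudo-bulk versus WT controls 434. A Leiden resolution of 3 left 1 interaction call and took the ribosomal protein genes in L6 CT neurons to 0.12, not called (adjusted p = 0.0568), and Rpl23a in L6 IT neurons to 0.0203. Without the 6% highest doublet scores Rpl23a was 0.00356 there and Cdk8 in microglia-PVM -0.00799. The mean of the synaptic membrane genes in L6 CT neurons, -0.00827 and never called, was above 0 with DESeq2 (0.00298), without the filter (0.00606) and with only the groups of the contrast (0.00215).

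With the share of ribosomal RNA-associated reads as a covariate, 1032 calls were made in 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice, 681 versus WT mice exposed to alcohol, and 4 in the interaction. The ribosomal protein genes fell to 0.14 in L6 IT (adjusted p = 0.11) and 0.11 in L6 CT neurons (adjusted p = 0.277) and were not called. The cadherin list in L6 IT neurons changed sign to 0.11, the synaptic list in L6 CT neurons to 0.0573, Rpl36a and Pcdh9 in L6 IT neurons to 0.00334 and 0.0922, and Smim4 and Cdk8 in astrocytes to 0.20 and 0.0144, none of them called. Without the 3 mice with the most Gm42418, the first 2 counts were 964 and 896, and the pseudo-bulk of 3xTg-AD mice versus WT controls gave 44. The same fit took the cadherin list to 0.0411, the synaptic list to 0.0209, Cmss1 in L2/3 IT neurons to -0.0261, Rpl36a to 0.15, Cdh13 in L6 IT neurons to -0.00393, and Smim4 to 0.51.

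With 1 mouse left out, calls in 3xTg-AD mice exposed to alcohol versus WT controls numbered 621 (without 3xTg-AD alcohol-exposed mouse 33) to 1650 (without 3xTg-AD mouse 12), those called there alone 468 to 1447 and the pseudo-bulk 330 to 917, with the same 2 mice. In 3xTg-AD mice versus WT controls they numbered 131 (without 3xTg-AD mouse 13) to 311 (without WT control 28), and 38 to 108 in pseudo-bulk with the same 2 mice. They numbered 20 (without WT control 27) to 116 (without WT control 36) in WT mice exposed to alcohol versus WT controls, and 36 (without 3xTg-AD mouse 13) to 496 (without 3xTg-AD mouse 12) in 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice. Versus WT mice exposed to alcohol they numbered 244 (without 3xTg-AD alcohol-exposed mouse 31) to 530 (without WT control 26), and in the interaction 0 to 8, the latter without WT alcohol-exposed mouse 17.

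The list values with 1 mouse left out went from 0.0681 (without 3xTg-AD alcohol-exposed mouse 4) to 0.24 (without mouse 31 of that group) for the ribosomal protein genes in L6 IT neurons, not called without 3xTg-AD alcohol-exposed mice 4 or 33 or WT control 36. In L6 CT neurons the same 2 mice gave 0.0341 and 0.22, and the call was lost without 3xTg-AD alcohol-exposed mice 4 or 33 or WT controls 26 or 36. The interferon-stimulated genes in 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice went from 0.41 to 1.22 in astrocytes, 0.39 to 0.86 in microglia-PVM and 0.17 to 0.96 for the interaction in astrocytes, lowest without 3xTg-AD alcohol-exposed mouse 34. The last 2 were then not called, and in microglia-PVM 9 genes were then tested in place of 11. Calcium signaling genes stayed called, at -0.31 to -0.24, and the synaptic list stayed uncalled, at -0.0264 to 4.92e-06. Of the genes that changed sign in these fits, Cmss1 went from -0.0322 to 0.29 in L2/3 IT neurons and -0.29 to 0.11 in L6 CT neurons. Rpl23a in L6 IT neurons went from -0.14 to 0.0144, Rpl37 from -0.23 to 0.0269, Rpl13a from -0.23 to 0.0219, Rpl35a from -0.0653 to 0.26, and Cdh9 from -0.10 to 0.24, all in these neurons. Smim4 in astrocytes went from -0.36 to 0.32, Cdk8 in microglia-PVM from -0.083 to 0.40, and App in all nuclei, in 3xTg-AD mice versus WT controls, from -0.11 to 0.0293.

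The number of calls rose with the UMIs summed in a cell type (Spearman rho 0.876 over 17 types, permutation test, p = 1e-05, the smallest that 100000 permutations can give), and fewer genes could be tested in a small type (2048 in Sncg and 12353 in L2/3 IT neurons in the simulated checks). Of the simulated changes in tested genes, edgeR called a similar part in both (168 of 199 and 179 of 200). These changes were given only to genes above a floor in mean count, and small changes were not simulated. Whether fewer genes changed in small types was therefore not settled. Of the genes named in the paper that did not pass the filter on low counts in a cell type, Ifitm3 in L2/3 IT neurons was called with DESeq2 (2.75) and without the filter (2.65), and the others, among them Cntnap5c and Cntnap5b, were not called under any alternative that tested them. With so few UMIs, the lack of a call does not show that they did not change.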

Differences from the paper's values

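The alternatives named here were set before the data were examined, except the 6% of nuclei with the highest doublet scores left out and the 3 mice with the most Gm42418 left out, which were chosen after seeing the values. According to the paper's methods its counts were also summed per sample and cell type, and tested with DESeq2. A value is taken as differing when it lies farther from the paper's than its standard error (for a mean, the SD between mice) or has the other sign, and a count when it differs by more than 1.5-fold. Of 49 log2 fold changes that the paper states for a gene in a cell type, 21 do not differ and 28 do, 8 of these with the other sign. Since the 21 lie on the same log2 scale, no change of scale was applied. Changes are those of 3xTg-AD mice exposed to alcohol versus WT controls unless another contrast is named. The paper's numbers of nuclei (113242 against 114512) and of nuclei with a cell type (91898 against 66008) are within 1.5-fold.

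The mean number of detected genes per nucleus is 1986.7 in the paper and 1132.0 here, and it differed under both alternatives for it (the stricter filter on nuclei and doublets left out). The mean number of UMIs per nucleus here, 1892.7, is nearer to the paper's number, and the paper names it as genes. Cdh2 in oligodendrocytes is -1.70 in the paper and -2.71 here. In 3xTg-AD mice versus WT controls it is the paper's -1.60 and -2.34 here, and in 3xTg-AD mice exposed to alcohol versus WT mice exposed to alcohol the paper's -1.40 and -2.47 here. Each of the 3 differed under all 26 alternatives set before the data were examined.

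For Cmss1 the paper's supplement gives -2.57 in L5 ET neurons (0.65 here), -2.91 in L2/3 IT neurons (0.10), -3.11 in L5 IT neurons (0.13), -2.42 in L6 CT neurons (-0.05) and -3.45 in astrocytes (0.35). For Cdk8 in astrocytes it gives -2.85 (-0.25 here), and for Atg16l2 in astrocytes -0.68 (-0.12). In L6 IT neurons the paper's values are -0.93 for Rpl23a (-0.06 here), -1.08 for Rpl13a (-0.09), -0.96 for Rpl35a (0.10), -1.14 for Rpl36a (-0.15) and -1.09 for Rpl37 (-0.11). Each of these differed under every alternative set before the data were examined that could test the gene, and the 2 added later did not close these gaps. Smim4 in astrocytes is the paper's -0.68 and -0.09 here, and without WT control 28, at -0.36, the only such alternative for it, it did not differ. Mrpl33 in L2/3 IT neurons is the paper's -0.48 and -0.65 here. It did not differ without the filter on low counts (-0.62), with a Leiden resolution of 3 (-0.59), with the share of ribosomal RNA-associated reads as a covariate (-0.41), or without WT control 26 (-0.48) or 27 (-0.63) or 3xTg-AD alcohol-exposed mouse 31 (-0.59) or 34 (-0.56). It differed under the other alternatives set before, and did not without the 6% highest doublet scores (-0.63) or the 3 mice with the most Gm42418 (-0.36), both chosen after seeing the values.

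Among the cadherins in L6 IT neurons, the paper's values are 1.22 for Pcdh15 (0.48 here), 0.69 for Pcdh9 (-0.33), 0.53 for Cdh8 (-0.52), 1.46 for Cdh9 (0.07) and 0.70 for Cdh11 (-0.37), which differed under all alternatives. Pcdh17 there is the paper's 0.77 and 0.50 here (not differing without WT control 27, 0.72, and differing otherwise), and Cdh13 the paper's 0.93 and 0.39 here (not differing without WT control 36, 0.87). Cdh10 is the paper's 1.05 and 0.82 here, and it did not differ with the share of ribosomal RNA-associated reads as a covariate (1.03) or without WT control 27 (0.92), nor without the 3 mice with the most Gm42418 (0.94), chosen after seeing the values. Pcdh19 in L6 CT neurons is the paper's 0.67 and 0.28 here (not differing without WT control 36, 0.51), and Cdh9 in L2/3 IT neurons the paper's 1.27 and 0.71 here, under all alternatives. Glra2 in L6 CT neurons is the paper's 0.79 and 1.13 here. It did not differ without 3xTg-AD alcohol-exposed mouse 4 (0.92) or WT control 26 (1.01) or 28 (0.99), nor without the 3 mice with the most Gm42418 (0.95), chosen after seeing the values, and differed under the others.

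The genes called in 3xTg-AD mice exposed to alcohol versus WT controls and in neither other contrast with WT controls were fewer here than in the paper's supplement in the 9 cell types compared, in L5/6 NP neurons by less than 1.5-fold (the paper's 24 and 18 here). In the other 8 they are the paper's 952 in L2/3 IT neurons (327 here), 707 in L5 IT neurons (174), 388 in L6 CT neurons (118), 895 in L6 IT neurons (46) and 104 in Lamp5 neurons (12), which differed under all alternatives. In astrocytes they are the paper's 179 (110 here, not differing without the filter, 150.0, or without 3xTg-AD mouse 12, 137, or 14, 121). In L5 ET neurons they are the paper's 166 (64 here, not differing without 3xTg-AD mouse 12, 114) and in endothelial cells the paper's 32 (16 here, not differing without the filter, 22, or without 3xTg-AD alcohol-exposed mouse 31, 38).

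Of 90 pairs of a gene and a cell type or contrast that the paper names as changed, 67 could be tested. In 57 of these the direction was the paper's, 23 were called in that direction (41 at an unadjusted p under 0.05), and 1 was called in the other. The last is Cdh2 in L6 IT neurons, which the paper gives as higher and which was lower here (-0.80, adjusted p = 0.0165). Its value stayed between -0.96 and -0.68 over the alternatives, and the call was lost without WT control 26 (-0.74) or 28 (-0.76) or 3xTg-AD alcohol-exposed mouse 31 (-0.76) or 34 (-0.77) and with a Leiden resolution of 3 (-0.68). The pairs that the paper gives as changed and that were called here under another setting only are the following. Lars2 in L5 IT neurons was called with DESeq2 (-2.17), Pcdh17 in L6 IT neurons without WT control 27 (0.72), and Cdh13 in L6 IT neurons without WT control 36 (0.87). Cdh10 in L5 IT neurons was called with the share of ribosomal RNA-associated reads as a covariate (0.66) and without the 3 mice with the most Gm42418 (0.62), the latter chosen after seeing the values. Glra2 in parvalbumin neurons was called without the filter (1.66), with only the groups of the contrast (1.64), and without 3xTg-AD mouse 12 (1.64), 14 (1.65) or 21 (1.65).

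Slc1a3 in astrocytes was called with DESeq2 (0.45), without the filter (0.50), with the covariate (0.60), and without the 3 mice (0.59, chosen after seeing the values). Ifitm3 in astrocytes was called with DESeq2 (2.33) and without 3xTg-AD alcohol-exposed mouse 4 (2.54) or 31 (2.50). In L2/3 IT neurons, where the filter left it out, it was called with DESeq2 (2.75) and without the filter (2.65). With only the groups of the contrast it was called at 2.64, and without the 3 mice at 3.51 (chosen after seeing the values). With 1 mouse left out it was tested in 13 fits and called in each, at 2.31 to 3.32. Of the 3xTg-AD mice exposed to alcohol, these fits left out only mouse 4. They include no fit without mouse 34, which had the highest sum of interferon-stimulated genes, so dependence on that mouse was not tested. Ifi27 was called in astrocytes with DESeq2 (1.80) and without 3xTg-AD alcohol-exposed mouse 4 (2.03) or 34 (1.31), and in L5 ET neurons without 3xTg-AD alcohol-exposed mouse 4 (1.37). Tlr7 in microglia-PVM was called without the filter (1.43), with only the groups of the contrast (1.36), with the covariate (1.82), without 3xTg-AD alcohol-exposed mouse 4 (1.52), 3xTg-AD mouse 12 (1.36), WT alcohol-exposed mouse 17 (1.37) or WT control 26 (1.80), and without the 6% highest doublet scores (1.44, chosen after seeing the values).

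The paper also states patterns over lists. It gives cadherins as broadly higher in excitatory neurons, where 5 of the 8 genes it names in L6 IT neurons were higher here and 1 was called, and the mean of the whole list was above 0 in 3 of 16 cell types. It gives ribosomal gene sets as lower in L6 IT neurons, where the mean of the ribosomal protein genes was 0.15 here. It gives Gpm6b in microglia-PVM among genes changed versus WT controls only with alcohol, and here the gene was also called in 3xTg-AD mice without alcohol (0.95), a call that was lost without the 3 mice with the most Gm42418 (0.70, chosen after seeing the values). It gives synaptic membrane genes as higher in some neurons, and here the list was called higher in 0 of 17 cell types by camera and by fry, with a mean above 0 in 3 of 17 versus WT controls and in 13 of 17 versus 3xTg-AD mice. It gives protein-coding genes a smaller share of the calls than the 76.5% found here. It gives few of the genes called in cell types as called in pseudo-bulk, and here 342 of 732 genes (46.7%) and 62.6% of the calls were. The lower oxidative phosphorylation genes it gives in Meis2 neurons could not be tested here.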

Other observations

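Set before their results were seen were the test of Glra2, a test of Cmss1 with the ribosomal RNA-like reads across mice, the gene lists, the contrasts, the rule for the genes called in the most cell types and the checks of the genotype labels. Chosen only after were the tests on the 3 mice with the most Gm42418 and on the other 13, the splits of the mice, and the tests of Tlr7 and Cdk8, of thinned libraries, of shared controls and of unnamed clusters.

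Whether chance can be excluded for a comparison was tested by splitting the same mice into other groups of the same sizes and repeating the fit. For the calls in 3xTg-AD mice exposed to alcohol versus WT controls (1274, at most 15 in the other splits), those called there alone (1090.0, at most 15) and the pseudo-bulk (749, at most 1), 1 of 35 splits was as large, the real one, so chance can be excluded. The same holds for 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice (207, at most 17) and versus WT mice exposed to alcohol (428, at most 18), and, by a small margin, for the calcium signaling genes in astrocytes (mean size 0.2713, at most 0.2542), which camera with an estimated correlation did not call (adjusted p = 0.218). A share of 1 in 35 is the smallest these splits can give, and it was not corrected over the results. Chance cannot be excluded for WT mice exposed to alcohol versus WT controls (3 of 35 splits as large), for the ribosomal protein genes in L6 IT (14 of 35) and L6 CT neurons (16 of 35), for the cadherins in L6 IT neurons (12 of 35), for the synaptic membrane genes in L6 CT neurons (27 of 35), or for the interferon-stimulated genes in 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice in astrocytes (2 of 35) and microglia-PVM (6 of 35).

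In 3xTg-AD mice versus WT controls, 5 of 35 splits gave as many calls as the real one (202) and 4 of 35 as many in pseudo-bulk (73), so chance cannot be excluded there by this test. A candidate explanation is the share of ribosomal RNA-like reads. All 4 splits with more calls than the real one (1144, 1044, 376 and 256) have WT controls 26 and 27 and 3xTg-AD mouse 12 on one side, which 5 of the 35 splits do, and the highest count of the others was 15 (the chance of such a placing is 0.000108). With the share as a covariate the real split gave 205 calls, and without the 3 mice its count stayed within 1.5-fold, so the calls over cell types do not come from these mice alone. In pseudo-bulk the count fell from 73 to 44 without them, by more than 1.5-fold. What made the 3 libraries different stays open, and no biological explanation was tested.

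More genes were called in 3xTg-AD mice exposed to alcohol versus WT controls than in 3xTg-AD mice versus WT controls. With 1 mouse left out the first count stayed between 621 (without 3xTg-AD alcohol-exposed mouse 33) and 1650.0 (without 3xTg-AD mouse 12), and the second between 131 (without 3xTg-AD mouse 13) and 311 (without WT control 28). A candidate explanation is the larger number of UMIs in the libraries of exposed 3xTg-AD mice. Against it as the whole cause, 1124 calls were made after these libraries had been thinned to a median of 77.3% of their UMIs in 17 cell types, against 206 in 3xTg-AD mice versus WT controls in the same fit. Other differences between libraries stay open, as does an effect of alcohol in 3xTg-AD mice. A contrast with shared controls moves together with the others by construction. Log2 fold changes versus WT controls had the same sign in 3xTg-AD mice with and without alcohol in 69.3% of tests, and in 68.1% in simulated groups without any change. Between 3xTg-AD mice versus WT controls and 3xTg-AD mice exposed to alcohol versus WT mice exposed to alcohol, which share no mice, the sign was the same in 55.5% (49.9% simulated), and 123 of the 202 calls were shared.

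A candidate explanation for the lower Cmss1 that the paper gives is the share of ribosomal RNA-like reads, as for Lars2. The counts here cannot decide this, because they do not show the lower level that the share would explain. They only show that Cmss1 did not rise with the share in the 3 mice with the most Gm42418. It was lower in each of these than in the mice of the same group outside the 3. The mean log2 difference was -0.343, the lowest of 24 choices of as many mice in the same groups (exact permutation test, p = 0.0417). Lars2 was higher in the 3 mice by 2.19. Across the 13 mice without a high level of Gm42418, Cmss1 correlated with Gm42418 with a Pearson r of 0.391 (permutation test, p = 0.185) and a Spearman rho of 0.137, and r was 0.472 without the 2 mice farthest from the median. The lower level itself was not seen here, with log2 fold changes of Cmss1 from -0.05 to 0.65 in the 6 cell types tested. Cdk8 was higher in the 3 mice than in the others of their groups (0.253, exact permutation test, p = 0.0417). Across the other 13 it correlated negatively (r -0.718, permutation test, p = 0.00606, adjusted over 4 genes 0.0121), and r was -0.409 without the 2 mice farthest from the median. The Spearman rho was -0.5 and did not pass (permutation test, p = 0.0855, adjusted 0.114). A link of Cdk8 with the share and its absence cannot be told apart, because the 3 mice and the other 13 go opposite ways. Of the other ribosomal RNA-associated transcripts, Gm42418 was lower in 3xTg-AD mice exposed to alcohol than in WT controls in 17 of 17 cell types (median -2.53), Gm26917 in 16 of 17 (-0.27), Camk1d in 9 of 12 (-0.13), Filip1l in 4 of 4 (-0.95) and Jarid2 in 5 of 14 (0.05).

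Glra2 and Tlr7 lie near or within the stretch of chromosome X whose genes differ between the genotypes, so their higher level in 3xTg-AD mice exposed to alcohol might be a difference between the genotypes that is present without alcohol. For Glra2 in L6 CT neurons the tables argue against this as the whole cause. Such a difference would leave 3xTg-AD mice with and without alcohol alike, and Glra2 was higher with alcohol by 1.14 (SE 0.28, unadjusted p = 0.000314, adjusted p = 0.0687, called in 6 alternatives, for example at 1.55 without 3xTg-AD mouse 12 and at 1.13 with only the groups of the contrast fitted), with -0.01 (SE 0.32) between unexposed 3xTg-AD mice and WT controls. The interaction was not called (0.55, unadjusted p = 0.197 in edgeR), so an effect of alcohol in both genotypes stays open. For Tlr7 in microglia-PVM the change with alcohol was 0.82 (SE 0.32, unadjusted p = 0.0128, adjusted p = 0.516) and that between the unexposed groups 0.54 (SE 0.43). A difference between the genotypes and an effect of alcohol cannot be told apart for Tlr7, since the gene has few UMIs and both changes fail the correction.

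Over the 51 genes called between the genotypes both with and without alcohol (123 pairs of gene and cell type), the median size of the change was 1.81 without and 1.86 with alcohol, the interaction was called in 0 pairs by edgeR, and 10 had an unadjusted p under 0.05. DESeq2 called 2 interactions over all genes. Chromosome X held 7 of these genes between 166238911 and 169320372.

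The list of ribosomal protein genes was not lower in L6 IT neurons (mean 0.15 versus WT controls), where the paper gives ribosomal gene sets as lower. Of the 6 ribosomal genes that the paper names there, 5 were lower and none was called. A candidate explanation for the difference from the paper is that nuclei the study assigned to L6 IT were left unnamed here. The unnamed clusters tested for this were large ones of the first round, which met neither the glutamatergic nor the GABAergic rule. Glutamatergic nuclei left unnamed in the second round were not tested, so the explanation was tested only in part. In 1 of 4 unnamed clusters tested, the ribosomal protein genes had a mean of -0.16 versus WT controls (camera, p = 1.3e-07, and fry, p = 0.0787), with 6 of the 6 ribosomal genes the paper names lower and 1 called, and with 7 of the 8 cadherins it names higher and 1 called. In the other 3 clusters the mean of the list was between 0.04 and 0.15, with 5 or 6 of the 6 named ribosomal genes also lower and 0 called, and 3 of 8, 5 of 7 and 3 of 5 cadherins higher. The names of the study were not available here, so such nuclei and an unrelated cluster cannot be told apart. The interferon-stimulated genes were higher in the 3 clusters where they were tested (means 0.99, 1.13 and 0.48, with 9 of 10, 10 of 10 and 5 of 6 genes higher). No biological explanation was tested.

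As checks of the genotype labels, mouse genes related to the transgenes were looked at in all nuclei, versus WT controls. Thy1 changed by 0.39 with alcohol (adjusted p = 0.169) and 0.41 without (adjusted p = 0.439), with 214 ± 37.9 CPM in WT controls, 262 ± 16.8 in WT mice exposed to alcohol, 284 ± 60.6 in 3xTg-AD mice and 281 ± 45.5 in 3xTg-AD mice exposed to alcohol. App changed by -0.11 and -0.03, and Mapt by 0.05 and 0.05, in the same order of contrasts. None of these separates the genotypes, and the transgenes are not in the table.

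The genes called in the most cell types were Dynlt1f (8 of 10 cell types, median -1.95), 9030025P20Rik (3 of 13, -0.97), Crebzf (2 of 16), Atp6v0c (2 of 17, 0.69) and Uckl1os (1 of 3, 2.51) in WT mice exposed to alcohol versus WT controls. In 3xTg-AD mice exposed to alcohol versus 3xTg-AD mice they were Gm49179, Gm5493 (4 of 6), Gm15577 (4 of 8), Hipk2 (4 of 15, -0.66) and Gm48677 (3 of 5). In 3xTg-AD mice versus WT controls they were Tmsb4x (15 of 17, 1.29), Gpm6b (11 of 17, 0.78), Ccl27a (10 of 14, -1.61), Rbmxl1 (8 of 9, -2.36) and Galnt1 (8 of 14, -1.51).

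The list of activity-dependent genes had means between -0.50 and 0.17 in 8 cell types in 3xTg-AD mice exposed to alcohol versus WT controls, and camera called it lower in 2 and fry in 0. Versus 3xTg-AD mice camera called it lower in 3, and in WT mice exposed to alcohol versus WT controls in 2, with 0 by fry in both. The interferon-stimulated genes were called higher versus WT controls by camera in 5 of 8 cell types and by fry in 3.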
